# Differential regulation of mRNA fate by the human Ccr4-Not complex is driven by coding sequence composition and mRNA localization

**DOI:** 10.1186/s13059-021-02494-w

**Published:** 2021-10-06

**Authors:** Sarah L. Gillen, Chiara Giacomelli, Kelly Hodge, Sara Zanivan, Martin Bushell, Ania Wilczynska

## Abstract

**Background:**

Regulation of protein output at the level of translation allows for a rapid adaptation to dynamic changes to the cell’s requirements. This precise control of gene expression is achieved by complex and interlinked biochemical processes that modulate both the protein synthesis rate and stability of each individual mRNA. A major factor coordinating this regulation is the Ccr4-Not complex. Despite playing a role in most stages of the mRNA life cycle, no attempt has been made to take a global integrated view of how the Ccr4-Not complex affects gene expression.

**Results:**

This study has taken a comprehensive approach to investigate post-transcriptional regulation mediated by the Ccr4-Not complex assessing steady-state mRNA levels, ribosome position, mRNA stability, and protein production transcriptome-wide. Depletion of the scaffold protein CNOT1 results in a global upregulation of mRNA stability and the preferential stabilization of mRNAs enriched for G/C-ending codons. We also uncover that mRNAs targeted to the ER for their translation have reduced translational efficiency when CNOT1 is depleted, specifically downstream of the signal sequence cleavage site. In contrast, translationally upregulated mRNAs are normally localized in p-bodies, contain disorder-promoting amino acids, and encode nuclear localized proteins. Finally, we identify ribosome pause sites that are resolved or induced by the depletion of CNOT1.

**Conclusions:**

We define the key mRNA features that determine how the human Ccr4-Not complex differentially regulates mRNA fate and protein synthesis through a mechanism linked to codon composition, amino acid usage, and mRNA localization.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02494-w.

## Introduction

The Ccr4-Not complex is a large evolutionarily conserved multi-protein complex [1–5], first described as a regulator of transcription [6–10]. It has since been shown to have key regulatory roles extending well beyond transcription. It is a major complex involved in regulating an mRNA throughout the entire mRNA life cycle including facilitating mRNA export [11], co-translational assembly of protein complexes [12], translational repression [13, 14], deadenylation, and mRNA destabilization [15–17]. In humans, the Ccr4-Not complex has a molecular weight of ~ 1.2 MDa [18]. The details of how these different regulatory outputs are exerted and whether they are target-specific is not fully understood. At the heart of the Ccr4-Not complex is the CNOT1 subunit, one of the roles of this subunit is to function as a scaffold to bring together the complex subunits as well as many additional effector proteins contributing to the diverse functions of the complex and thus acts as the central node for all the complex’s functions [16, 18–22].

The Ccr4-Not complex has been shown to be delivered to mRNAs by multiple different mechanisms including interaction with RNA-binding proteins that bind at the 3′UTR [23–26], recruitment to miRNA-bound mRNAs by the miRISC complex [27] and interaction directly of the Not5 subunit with the E-site of ribosomes with no tRNA present at the A-site [28]. The most studied role of the Ccr4-Not complex is its involvement in mRNA deadenylation—the removal of the poly(A) at the 3′ end of the mRNA [29–32], which requires the activity of deadenylase subunits CNOT6/CNOT6L and CNOT7/CNOT8 (known as Ccr4 and Caf1, respectively, in yeast) [16, 33]. This is the primary event in the mRNA decay pathway followed by the removal of the 5′ cap and subsequent degradation of the target mRNA [27, 34–37]. Deadenylation requires the expulsion of the poly(A)-binding protein (PABP), which is thought to play an important role in the stability and translation of the mRNA [38].

The involvement of Ccr4-Not complex in the regulation of translation can be independent of its deadenylase activities [2]. Indeed, deadenylation is not essential for translation repression of an mRNA by the Ccr4-Not complex in conjunction either with RBPs [39, 40] or miRNAs [41–44]. Components of the Ccr4-Not complex are present in polysomes and are thought to be involved in translational quality control in yeast [45, 46]. In addition, the complex has been implicated as a player in the buffering of gene expression (mechanisms that allow for compensatory regulation of mRNA levels and translation in the maintenance of protein homeostasis) [47, 48].

The role of the open reading frame and its sequence composition has recently emerged as equally important in the control of gene expression as that of the 5′ and 3′UTRs, which have traditionally been seen as the regulatory hubs of the mRNA. More specifically, codon usage has been highlighted as a key attribute linking translation elongation to mRNA stability [49–53]. Interestingly, it is the nucleotide at the third “wobble” position of the codon that can confer stabilizing / destabilizing effects on the mRNA [54]. The precise mechanisms linking codon usage to mRNA abundance, translation elongation, and protein output are still not fully understood.

It is clear that the Ccr4-Not complex is a master regulator of mRNA fate. Despite this, no effort has been made to uncouple the impact of the Ccr4-Not complex on translation and mRNA abundance in shaping the final proteome on a system-wide level. Also, there has not been a global investigation of the mRNA features that predispose an mRNA to specific fate outcomes regulated by the Ccr4-Not complex. Here we employed a number of high-throughput approaches—ribosome profiling, total RNA-seq, mRNA half-life studies, and pulsed SILAC—in the context of depletion of the scaffold protein CNOT1 to understand the complex’s activity in post-transcriptional control. Knockdown of CNOT1 also downregulates the synthesis of many other subunits of the Ccr4-Not complex [19], which our results confirm (Additional File 1: Fig. S1A). We identify the features of mRNAs that determine the mechanism by which the Ccr4-Not complex regulates mRNA fate. Specifically, we uncover the importance of the precise codon composition of an mRNA in determining how the Ccr4-Not complex controls mRNA stability. Moreover, we uncover that mRNA localization influences how the Ccr4-Not complex impacts mRNA translation: mRNAs translated at the ER are translationally downregulated after CNOT1 depletion, mRNAs that localize to p-bodies are translationally upregulated and mRNAs encoding proteins that localize to the nucleus are regulated at the level of translation but not stability by the Ccr4-Not complex. Lastly, we observe a role for the Ccr4-Not complex in the regulation of ribosome pause sites.

## Results

### Global increase of mRNA stability following CNOT1 knockdown

The Ccr4-Not complex is believed to be a major regulator of mRNA stability through its capacity to initiate mRNA decay by the deadenylase subunits, CNOT6/CNOT6L and CNOT7/CNOT8 [15, 17, 37, 55, 56]. Recruitment of the Ccr4-Not complex is thought to occur on all mRNAs at the end of the transcript lifecycle. It has been shown for specific mRNAs that decay can be accelerated by the presence of particular RNA motifs that are bound by RBPs which then interact with Ccr4-Not complex subunits [57–62]. However, this has not been tested on a global scale. To fully understand the distinct activities of the human Ccr4-Not complex in mRNA stability and translation, it was necessary to dissociate its roles in transcription from mRNA stability [2, 63], as both of these processes contribute to steady-state mRNA levels [64].

To determine how the Ccr4-Not complex impacts mRNA half-lives transcriptome-wide, we sampled RNA at multiple time points after transcriptional inhibition using triptolide [65] with and without CNOT1 depletion. Titration experiments were used to determine the optimal concentration of triptolide (1 μM), which produces a good decay curve for the short-lived MYC transcript without adversely affecting rRNA synthesis or cell viability (Additional File 1: Fig. S1B-D). RNA was isolated at 0, 0.5, 1, 2, 4, 8, and 16 h after transcriptional inhibition and the CNOT1 knockdown (Additional File 1: Fig. S1E) and RNA integrity (Additional File 1: Fig. S1F) were verified for each time point before performing RNA-seq.

Examination of RNA levels at each time point relative to the 0 h time point shows a global increase in mRNA stability following depletion of CNOT1 (Fig. 1A), clearly demonstrating the complex’s central role in mRNA destabilization in human cells. An exponential model of decay *y* ~ *y*_0_ *e*^*−kt*^ was fitted to the data, where *k* is the decay rate, *y*_0_ is the mRNA level at time point 0, and *y*_*t*_ is the mRNA level at time *t*. The mRNA half-life was then calculated using the equation: *t*_1/2_ = ln(2)/*k*. The half-lives obtained in control conditions for HEK293 cells showed a good correlation (*r* = 0.406) with published half-lives from HEK293 cells obtained using a 4-thiouridine-based methodology [66]. The median half-life in control conditions was 6.7 h, and there was an average log2FC in half-life of 2.1 following CNOT1 depletion (Additional file 2: Table S1), demonstrating there is a substantial global increase in mRNA stability. Using k-means clustering the mRNAs can be grouped into three major clusters that are distinguishable by their half-lives in the presence of CNOT1 and the extent of mRNA stabilization following CNOT1 depletion (Fig. 1B, C). This demonstrates that the vast majority of mRNAs rely on the Ccr4-Not complex for mRNA turnover and there are some mRNAs which are particularly susceptible to rapid destabilization by the Ccr4-Not complex. The mRNA half-lives for specific mRNAs from each cluster (Additional File 1: Fig. S2ABC) have been validated by qPCR with a different transcriptional inhibitor (flavopiridol) and a different pool of siRNAs targeting CNOT1 (Additional File 1: Fig. S2DEF). Overall, this shows that the Ccr4-Not complex is also the major regulator of mRNA stability in human cells and for the first time quantifies this on a global scale.

**Fig. 1:**
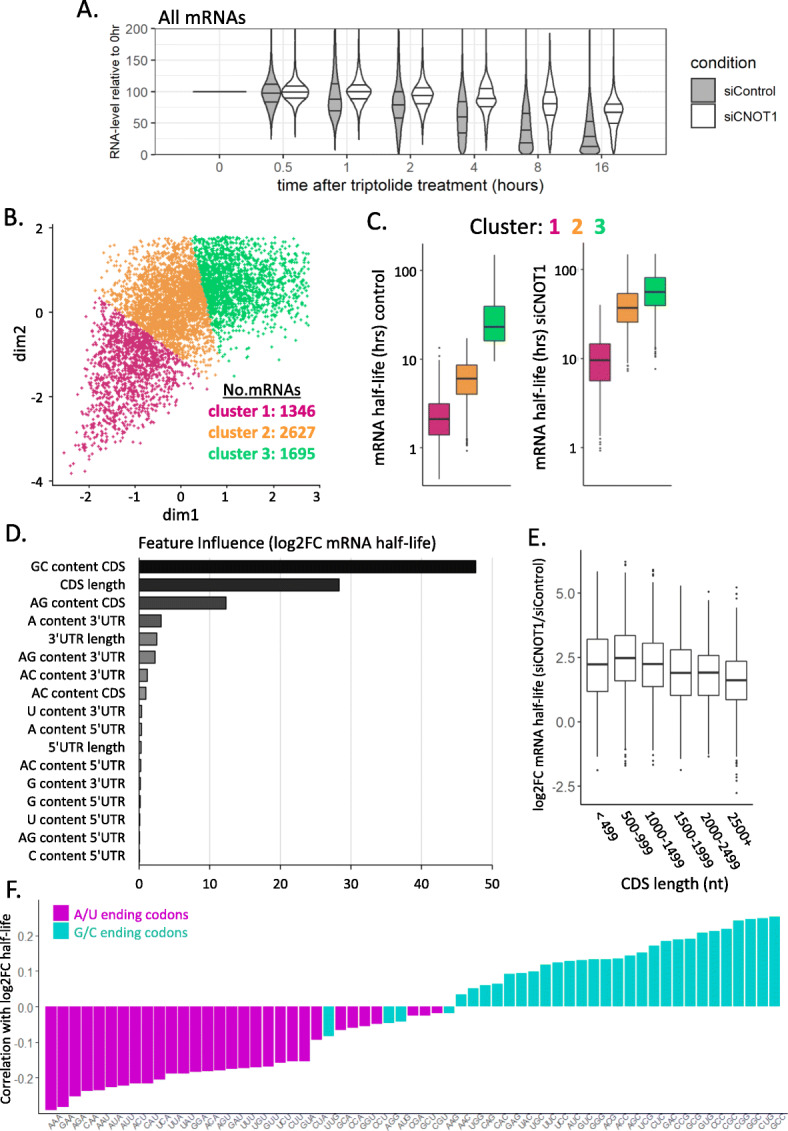
G/C-ending codons drive mRNA destabilization by the Ccr4-Not complex. **A** Plot of RNA abundance across multiple time points after inhibition of transcription with triptolide relative to the 0 h timepoint for siControl and siCNOT1 treated samples (three biological replicates). **B** mRNAs grouped based on their mRNA half-life in the presence and absence of CNOT1 using k-means clustering. **C** The mRNA half-lives before and after CNOT1 depletion for the three major clusters of mRNAs determined in **B**. **D** The variable influence (determined using gradient boosting) of mRNA sequence features on the log2FC mRNA half-life after CNOT1 knockdown. **E** Log2FC mRNA half-life following CNOT1 depletion for mRNAs grouped by their CDS length. **F** Correlation coefficient (Spearman’s rho) between the frequency of a given codon in an mRNA and the log2FC mRNA half-life (siCNOT1 / siControl). Codons with an A/U at the 3rd nucleotide position are colored in magenta and codons with a G/C at the 3rd nucleotide position are colored in cyan

Moreover, gene ontology analysis conducted on all of the mRNAs ranked by their log2FC half-life after CNOT1 knockdown showed a significant enrichment for only a small number of terms, likely due to the fact that the Ccr4-Not complex is the major regulator of the stability of most mRNAs. The terms that were significant related to mitochondrion organization, cardiac/muscle development, and regulation of S/T kinase activity (Additional File 1: Fig. S3A). These observation may point toward a mechanism behind recent findings that the depletion of CNOT1 delays neurodevelopment [67] and affects cardiac function [68], in that, these specific subsets of mRNAs are heavily reliant on the Ccr4-Not complex for their stability.

### G/C-ending codons drive Ccr4-Not-mediated mRNA destabilization

There are a number of attributes of the mRNA sequence that impact mRNA translation or stability including length, mRNA structure, and nucleotide composition within different regions of the mRNA [69, 70]. To determine if any of these are potentially involved in directing Ccr4-Not regulation of mRNA stability, the contribution of these variables to the change in mRNA half-life following CNOT1 knockdown was evaluated using gradient boosting [71]. First mRNA features were pre-filtered to remove highly correlated variables (*r* > 0.7, Additional File 1: Fig. S3B). Analysis of the independent variables showed that GC content and the length of the coding sequence (CDS) have the greatest influence on the change in mRNA half-life (Fig. 1D). Grouping of mRNAs by CDS length shows that shorter CDSes are associated with greater mRNA stabilization following CNOT1 knockdown (Fig. 1E).

The defining aspect of CDS sequence composition is that it is organized into codon triplets. CDS GC content is highly correlated with the GC content of the 3rd nucleotide of the codon (Additional File 1: Fig. S3C) and components of the Ccr4-Not complex have previously been implicated in codon-mediated regulation of mRNA translation in yeast and zebrafish [16, 28, 72]. Therefore, we hypothesized that the observed differences in human cells may be driven by the codon usage within the mRNAs.

The codon stabilization coefficient is the correlation between the codon frequency and the half-life of an mRNA [73]. Here we determined the correlation of the frequency of a given codon with the log2FC in mRNA half-life after CNOT1 depletion. Strikingly, this shows a strong split between the correlations of codon frequency of G/C-ending (cyan) and A/U-ending (magenta) codons with the change in mRNA half-life (Fig. 1F). In general, the greater the frequency of any given G/C-ending codon, the greater the increase in half-life after CNOT1 knockdown (Fig. 1F). Together, this supports the presence of G/C-ending codons is a primary driver of destabilization of an mRNA via the Ccr4-Not complex.

Synonymous codons are those which differ in sequence but encode the same amino acid. The distinct transcript pools present in proliferation and differentiation have been shown to have opposing synonymous codon usage signatures [74–76]. mRNAs enriched for A/U-ending codons are abundant in proliferation, whereas it is the mRNAs that contain more G/C-ending codons that are abundant in differentiation [75, 76]. Having observed a clear distinction in how G/C-ending and A/U-ending codons impact Ccr4-Not-mediated regulation of an mRNA’s stability (Fig. 1F), we sought to understand if this was driven by synonymous codon usage differences. Hence, the correlation of log2FC half-life with codon frequency (Fig. 1F) was reordered by the amino acid (Additional File 1: Fig.S3D). Unexpectedly, this highlights that while synonymous codons are important for the distinction of mRNA stability regulation by the Ccr4-Not complex, the amino acid itself further impacts the change in mRNA half-life with CNOT1 knockdown (Additional File 1: Fig. S3D). For example, the G/C-ending codons of some amino acids (e.g., Ala and Pro) correlate with an increase in mRNA stability, but their synonymous A/U-ending codons show very minimal correlation with stability changes (Additional File 1: Fig. S3D). A recent publication highlighted that amino acid composition also affects mRNA stability [77] and here we expand on this showing how amino acid differences contribute to the nature of the impact of G/C- or A/U-ending codons on mRNA stability regulation by the Ccr4-Not complex.

### Translational regulation by the Ccr4-Not complex

It is proposed that the regulation of mRNA stability is linked to translation elongation [16, 52–54, 78, 79]. Recent structural data from yeast shows the Not5 subunit of the Ccr4-Not complex can interact directly with the ribosome; this interaction occurs at the ribosomal E-site when the A-site is unoccupied [28]. In addition to its described role in mRNA destabilization, the Ccr4-Not complex has also been implicated in the regulation of translational repression, which can occur independent of deadenylation [39, 41, 80–82]. As of yet, no study has investigated the role of the human Ccr4-Not complex at the level of translation on a system-wide level. Polysome gradients show there is a global accumulation of polysomes following CNOT1 depletion (Fig. 2AB). Whether the translational upregulation following CNOT1 depletion is a direct consequence of the global increase in mRNA stability (Fig. 1A) or if the role of the Ccr4-Not complex in the regulation of translation is distinct from how it controls mRNA stability is unknown. Therefore, to assess the impact of the Ccr4-Not complex on translation of individual mRNAs globally at codon resolution, ribosome profiling was conducted with and without the depletion of CNOT1 (Fig. 2AB, Additional File 1: Fig.S4A-C). 

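HEK293 cells, a line derived from human embryonic kidney, were transfected with control siRNA or CNOT1 siRNA and harvested after 48 h. The paper's methods give a final siRNA concentration of 30 nM, and the sample labels give 20 nM. RPF libraries and total RNA libraries were made from 3 biological replicates of each treatment, 12 libraries in all. The authors aligned the RPF reads to the protein-coding transcripts of hg38 and counted them by mRNA, and counted the total RNA reads on the same choice of 1 transcript per gene, the most abundant in these cells. They deposited 1 table, which holds for each of 8559 mRNAs the log2 fold change (siCNOT1/siControl) of RPFs and of total RNA as shrunk by apeglm, an adjusted p-value for each, and log2FC TE. The table has 0 columns of values per sample, so the depth of each library is unknown and neither a standard deviation between replicates nor a standard error can be given. The depleted mRNA was examined first, as a check of the labels. In the authors' deposited table, CNOT1, on the minus strand of chromosome 16 of hg38 from 58519951 to 58629826, had a log2FC RNA of -2.89 and a log2FC RPF of -4.31, each with an adjusted p-value listed as 0. Its log2FC TE of -1.42 ranked 1 from the lowest of the 8559 mRNAs. The authors' deposited table lists 7 other subunits of the Ccr4-Not complex. Among them, CNOT6 had the largest change, with a log2FC RNA of -0.75 (adjusted p = 1.32e-22) and a log2FC RPF of -0.89 (adjusted p = 7.89e-15), and its log2FC TE ranked 1470 from the lowest. The subunits did not move together: in the same deposited table, CNOT3 (log2FC RNA 0.39, log2FC RPF 0.44), CNOT8 (0.47 and 0.43) and CNOT10 (0.17 and 0.20) were called higher for both library types, and CNOT11 was called lower for RPFs only (log2FC RPF -0.20).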

Ribosome profiling involves high-throughput sequencing of ribosome-protected fragments (RPFs) [83, 84]. Quality control analysis of the RPF sequencing data showed the three replicates contained an extremely low number of reads aligning to rRNA (Additional File 1: Fig. S5A), were highly correlated (Additional File 1: Fig. S5B), had the expected read length distribution (Additional File 1: Fig. S5C), the majority of reads aligned to the CDS (Additional File 1: Fig. S5D), and showed a strong periodicity (Additional File 1: Fig. S5E). This demonstrates the ribosome profiling data is of very high quality and provides a benchmark ribosome profiling dataset.

**Fig. 2:**
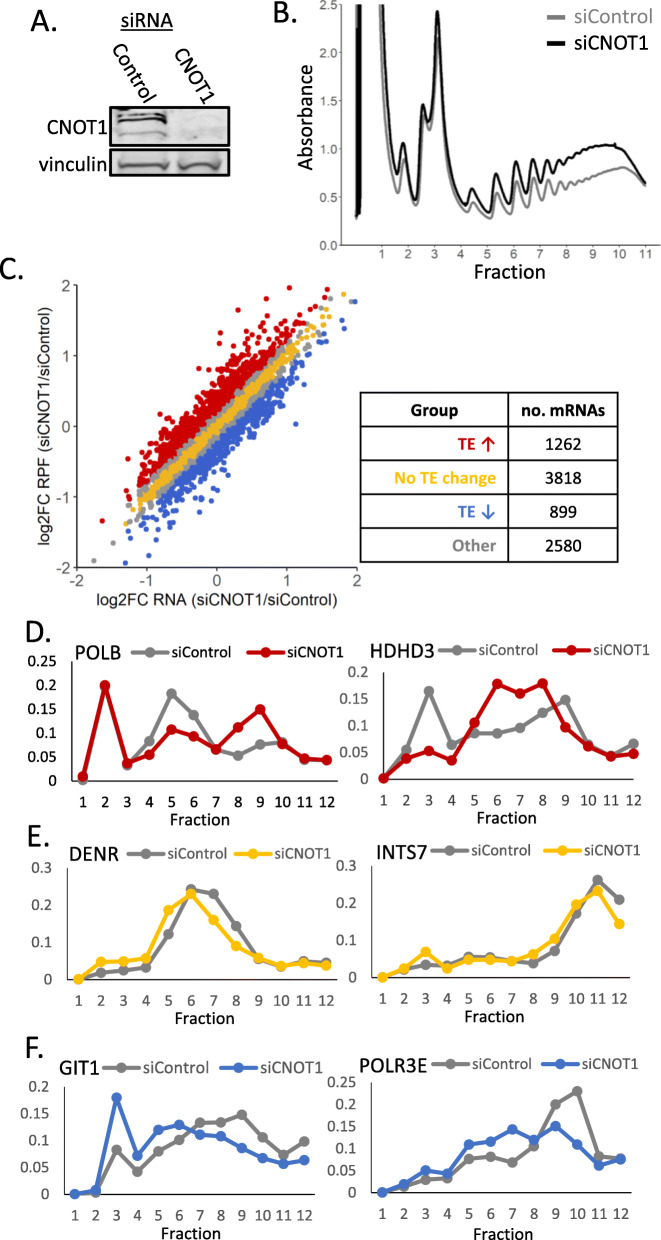
Ribosome profiling identifies mRNAs regulated by the Ccr4-Not complex at the level of translation. **A** Western blot confirms siRNA knockdown of CNOT1. Vinculin is used as a loading control. **B** Polysome gradient profiles for samples treated with control or CNOT1-targeting siRNA. **C** There are groups of mRNAs with distinct changes in ribosome occupancy and mRNA abundance when CNOT1 is depleted. Log2 fold change of RPFs and RNA following CNOT1 depletion were determined using DESeq2 independently for each library type. Log2 translational efficiency (TE) was determined by log2FC RPF − log2FC RNA; a threshold of log2FC TE > 0.2 was used to categorize mRNAs as having increased TE and a log2FC TE < − 0.2 for mRNAs with decreased TE. No TE change was classified by a log2TE < 0.1 & > − 0.1. The table shows the number of mRNAs present in each group. **D–F** qPCR along gradient fractions from an independent experiment with and without CNOT1 depletion (*n* = 1 shown, *n* = 2 is shown in Additional File 1: Fig. S6). **D** Validation of the increased TE after CNOT1 depletion of POLB and HDHD3 from the group of mRNAs identified in (**C**) (red). In gray is the control and in red is the CNOT1 siRNA treated. **E** Validation of the unchanged TE after CNOT1 depletion for DENR and INTS7 from the group of mRNAs identified in (**C**) (yellow). In gray is the control and in yellow is the CNOT1 siRNA treated. **F** Validation of the decreased TE after CNOT1 depletion of GIT1 and POLR3E from the group of mRNAs identified in (C, blue). In gray is the control and in blue is the CNOT1 siRNA treated

Translational efficiency (TE) is defined as the number of RPFs aligning to a given CDS corrected for the mRNA’s abundance (determined by parallel total RNA-seq). Due to differences in library preparation for RPFs and total RNA, differential expression analysis using DESeq2 [85, 86] was conducted separately for each library type to obtain a log2 fold change for RPF and RNA changes independently (Additional file 3: Table S2). 

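A count of the authors' calls in their deposited table gives 3813 mRNAs with an adjusted p-value under 0.05 for RPFs, of which 1891 were higher and 1922 lower after CNOT1 depletion. For total RNA it gives 4974 mRNAs, of which 2376 were higher and 2598 lower. At an adjusted p-value under 0.01, the numbers were 3012 for RPFs and 4144 for total RNA. Joining the lists showed that 3133 mRNAs were called for both library types, that 3116 of these (99.5%) changed in the same direction in both, and that 2905 mRNAs were called for neither. Across the 8559 mRNAs, log2FC RPF and log2FC RNA had a Spearman's rho of 0.87 and a Pearson's r of 0.88 (two-sided permutation test, p = 1e-05 for each, the smallest that 100000 resamples can give). Among the 5654 mRNAs called for at least 1 library type, rho was 0.88. mRNAs are not independent replicates, so every p-value computed across mRNAs describes the mRNAs of this table and not the spread between samples. In all, 9 relations across mRNAs were computed, and with Benjamini-Hochberg adjustment over them the permutation p for RPF against RNA was 1.13e-05.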

The change in translational efficiency was then determined by calculating log2FC RPF – log2FC RNA. Our mRNA stability experiments demonstrated the global upregulation of mRNA stability after CNOT1 depletion (Fig. 1A). There is also a global increase in mRNA ribosome occupancy following CNOT1 depletion (Fig. 2B). Therefore, in this condition, and due to the nature of differential expression analysis, it is more appropriate in this slightly unusual context to consider a negative log2FC as least upregulated and the positive log2FC as most upregulated. 

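The authors estimated the deposited changes separately for each library type, and the paper reads a negative value as the smallest upregulation. The values were therefore taken as relative to the other mRNAs of the same library type. The median over the 8559 mRNAs was -0.0024 for log2FC RNA, 0.013 for log2FC RPF and 0.017 for log2FC TE. Values above 0 were found for 4260 mRNAs (49.8%) in log2FC RNA, for 4442 (51.9%) in log2FC RPF and for 4642 (54.2%) in log2FC TE. The standard deviation across mRNAs was 0.39 for log2FC RNA, 0.41 for log2FC RPF and 0.20 for log2FC TE.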

Using the ribosome profiling, three translationally regulated groups were defined (Fig. 2C): mRNAs with an increase in RPFs complementary to the increased mRNA stability thus having no effective TE change (yellow); mRNAs with a translation increase greater than the mRNA stability increase (increased TE; red) and mRNAs with a translational increase lower than the mRNA stability increase (decreased TE; blue). 

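The deposited log2FC TE equalled log2FC RPF minus log2FC RNA for each of the 8559 mRNAs. With the thresholds of Fig. 2C, 1262 mRNAs (14.7%) had increased TE, 3818 (44.6%) had no TE change, 899 (10.5%) had decreased TE and 2580 lay between the groups. The mRNAs with increased TE had a median log2FC RPF of 0.18 and a median log2FC RNA of -0.14. Those with decreased TE had medians of -0.13 for RPFs and 0.14 for total RNA. No error of log2FC TE can be derived from the deposited table, so the TE groups were set beside the authors' adjusted p-values for the 2 library types. In the increased TE group, 515 mRNAs (40.8%) were called with higher and 129 (10.2%) with lower RPFs, 394 (31.2%) were called only for total RNA and were lower, and 220 (17.4%) were called for neither. In the decreased TE group, 358 mRNAs (39.8%) were called with lower and 73 (8.12%) with higher RPFs, 329 (36.6%) were called only for total RNA and were higher, and 139 (15.5%) were called for neither. Raising the threshold on log2FC TE from 0.2 to 0.3 left 602 mRNAs with increased TE and 385 with decreased TE, and restricting the table to mRNAs called for at least 1 library type left 2171 with no TE change.

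**Figure D1:**
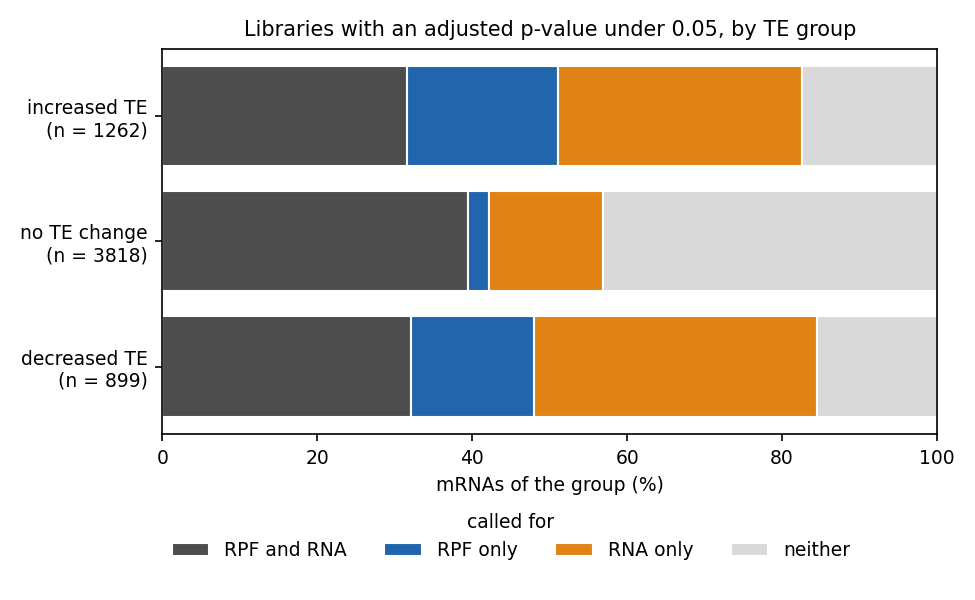
Share of the mRNAs of each TE group (bars, in percent of the group) that the authors' deposited table calls at an adjusted p-value under 0.05 for both library types, for RPFs only, for total RNA only or for neither. RNA-only calls make up 31.5% of the increased TE group and 36.6% of the decreased TE group, against 14.7% of the mRNAs with no TE change. RPF-only calls make up 19.5%, 15.8% and 2.75% in the same order. The TE groups are defined by a gap between the RPF and RNA changes, which itself favors calls for 1 library type only.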

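The 6 mRNAs examined by polysome gradients fell in the groups given in Fig. 2D-F. In the authors' deposited table, POLB on chromosome 8 had a log2FC RPF of 0.80 (adjusted p = 1.15e-05) with a log2FC RNA of -0.12 (adjusted p = 0.22), and its log2FC TE of 0.92 ranked 9 from the highest of all mRNAs. In the same deposited table, HDHD3 on chromosome 9 had a log2FC RPF of 1.29 and a log2FC RNA of 1.04, and its log2FC TE of 0.25 ranked 852 from the highest. DENR on chromosome 12 had a log2FC RPF of -0.74, a log2FC RNA of -0.73 and a log2FC TE of -0.0059 in the authors' table. INTS7 on chromosome 1 had a log2FC TE of -0.082 there, with a log2FC RPF of 0.39 and a log2FC RNA of 0.47. GIT1 on chromosome 17 had a log2FC RPF of -0.48 (adjusted p = 0.0071), a log2FC RNA of -0.027 (adjusted p = 0.79) and a log2FC TE of -0.45 in the deposited table, rank 120 from the lowest. The decreased TE of POLR3E on chromosome 16 came from total RNA in the authors' table: its log2FC RNA was 0.40 (adjusted p = 1.92e-12), its log2FC RPF 0.051 (adjusted p = 0.80) and its log2FC TE -0.35, rank 270 from the lowest. Among the mRNAs called for both library types in the authors' deposited table, the highest log2FC TE belonged to SNAI1 (1.10), IKBIP (1.08) and IFRD1 (0.93), and the lowest, after CNOT1, to CCNI (-0.97) and LAMA5 (-0.86).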

To validate the translational observations for individual mRNAs within these groups (Fig. 2D–F & Additional File 1: Fig. S6), independent experiments (*n* = 2) were conducted without cycloheximide pre-treatment, and RT-qPCR applied across all fractions of polysome gradients following treatment with CNOT1 or control siRNA. Using this alternative approach, we show that mRNAs with altered translational efficiency display the expected changes in polysome distribution (Fig. 2D, F, Additional File 1: Fig S6ABEF). In addition, mRNAs with correlated changes at both the RPF level and RNA level (no effective TE change, yellow) show no major changes in distribution across polysomes (Fig. 2E, Additional File 1: Fig. S6CD). Together this confirms the ribosome profiling analysis correctly identifies mRNAs with altered translation after CNOT1 knockdown.

### Differentially translated mRNAs are functionally distinct

To determine if the functions of the proteins encoded by the mRNAs regulated at the level of translation by the Ccr4-Not complex are different, gene set enrichment analysis was conducted for the mRNAs ranked by the extent of the TE change with CNOT1 depletion (Fig. 3A, Additional File 1: Fig. S7AB, Additional file 4: Table S3). This showed a large number of gene ontology (GO) terms associated with decreased TE after CNOT1 knockdown. This included GO terms related to development and morphogenesis, cell signalling pathways and structural components of the cell (Additional File 1: Fig. S7A). These mRNAs are also associated with the endoplasmic reticulum (ER), extracellular matrix (ECM), and plasma membrane (Fig. 3A). 

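Gene families that stand for these terms were chosen by gene symbol, and each family's median log2FC TE was set against 10000 random sets of as many mRNAs. The families numbered 12, and 10 of them had members among the 8559 mRNAs, so p-values were adjusted by the Benjamini-Hochberg method over 10 families. The 13 collagen mRNAs had a median log2FC TE of -0.27 (permutation test against random sets, adjusted p = 6.67e-04), and 9 of them were in the decreased TE group. For the 7 laminin mRNAs the median was -0.32 (permutation test, adjusted p = 6.67e-04), with 5 in the decreased TE group. The 8 ephrin receptor mRNAs had a median of -0.18 (permutation test, adjusted p = 0.014). With the 5 of them called for at least 1 library type, this family was no longer past the threshold (permutation test, adjusted p = 0.11). Its median relative to all mRNAs of the setting hardly moved, at -0.187 against -0.197, so the smaller number of mRNAs may account for this. The 138 solute carrier mRNAs had a median of -0.043 (permutation test, adjusted p = 0.0013), with 27 in the decreased TE group and 14 in the increased TE group. The 7 integrin mRNAs, with a median of -0.084, were not distinguishable from random sets (permutation test, adjusted p = 0.24). Relative to other mRNAs, collagen mRNAs were also low in RPFs themselves, with a median log2FC RPF of -0.95 (permutation test, adjusted p = 3.33e-04) and a median log2FC RNA of -0.41. In RPFs the laminin mRNAs had a median of -0.30 (permutation test, adjusted p = 0.093), the solute carrier mRNAs of -0.0046 (permutation test, adjusted p = 0.64) and the ephrin receptor mRNAs of 0.073 (permutation test, adjusted p = 0.65), none of them past the threshold, and the median log2FC RNA of the ephrin receptor mRNAs was 0.26. Restricting the test to mRNAs called for at least 1 library type took the number of families past the threshold in the direction of the paper's terms from 7 to 4, and the residual of log2FC RPF regressed on log2FC RNA in place of TE took it to 6. The paper's Table S3 lists 54 cellular component terms, of which the paper gives 6 a positive and 48 a negative normalised enrichment score.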

To investigate this in more detail, cell lysates were separated into cytosolic and ER fractions (Fig. 3B) and the RNA present in each fraction sequenced. 

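The paper's Table S4 lists 12120 mRNAs as ER-targeted or cytosolic, from RNA-seq of ER and cytosolic fractions. The copy at hand holds 1999 of these mRNAs, and 1436 of them (16.8% of the 8559 mRNAs with a log2FC TE) are also in the deposited table, so the shares below hold for these mRNAs only. ER-targeted mRNAs made up 56 of 152 mRNAs with decreased TE (36.8%, 95% Wilson confidence interval 29.6 to 44.7%). They made up 115 of 681 mRNAs with no TE change (16.9%, interval 14.3 to 19.9%) and 9 of 158 mRNAs with increased TE (5.70%, interval 3.03 to 10.5%). The intervals cover the sampling of mRNAs and not the spread between samples. Against the mRNAs with no TE change, the share was higher in the decreased TE group (two-sided Fisher's exact test, p = 2e-07, adjusted p = 4e-07 over 2 comparisons) and lower in the increased TE group (two-sided Fisher's exact test, p = 1.61e-04, adjusted p = 1.61e-04). With mRNAs called for at least 1 library type only, the share in the increased TE group was 3.76%.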

K-means clustering has been used to define mRNAs that predominantly localized to the cytosol or ER (Fig. 3C, Additional file 5: Table S4); using these groups shows a greater proportion of mRNAs translationally downregulated following CNOT1 depletion are indeed ER-targeted mRNAs in HEK293 cells (Fig. 3D) and the proteins encoded are localized at the ER and plasma membrane (Additional File 1: Fig.S7CD, data from U2OS cells [87]).

**Fig. 3:**
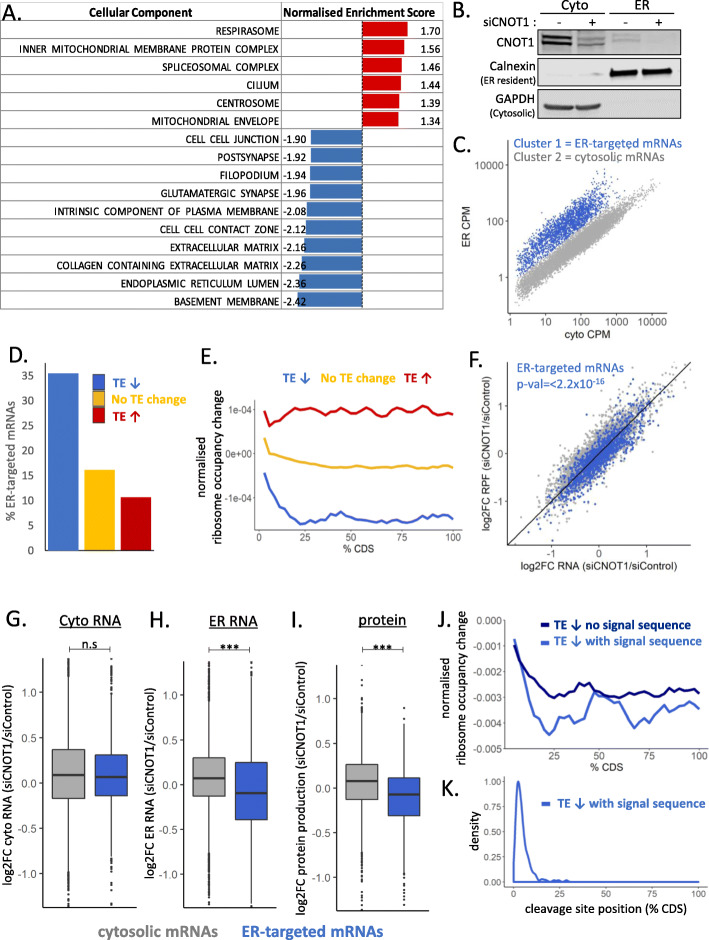
ER-targeted mRNAs are translationally downregulated following CNOT1 depletion. **A** All mRNAs were ordered by the log2FC TE (siCNOT1/siControl) and gene set enrichment analysis conducted on the ranked list using the fgsea R package for cellular components. **B** Western blot confirming lysate fractionation into ER and cytosol with and without the depletion of CNOT1. **C** k-means clustering of mRNAs based on their abundance (CPM) in the ER and cytosolic fractions defines two groups of mRNAs based on their predominant localization. **D** mRNAs with decreased TE when CNOT1 is depleted (identified in Fig. 2C) are enriched for targeting to the ER in control conditions. **E** Median change in ribosome occupancy (normalized for mRNA abundance) assessed across the CDS for the groups of mRNAs identified in Fig. 2C. **F** ER-targeted mRNAs globally decrease translationally efficiency following CNOT1 depletion. **G** log2FC RNA in the cytosolic fraction between CNOT1 depleted and control conditions. **H** log2FC RNA in the ER fraction between CNOT1 depleted and control conditions shows a reduction in mRNAs that are targeted to the ER in control conditions localizing to the ER after CNOT1 depletion. **I** Displayed is the protein production change (siCNOT1/siControl) for mRNAs predominantly localized to the cytosol or the ER. For (**F–I**), significance was determined using the Kruskal-Wallis test. **J** Median change in ribosome occupancy (normalized for mRNA abundance) assessed across the CDS for the mRNAs with decreased TE after CNOT1 depletion separated into two groups based on the predicted presence of a signal sequence (determined using SignalP [91]). 157/899 mRNAs were predicted to contain a signal sequence. **K** Predicted location of the signal peptidase cleavage site in the group of mRNAs with a predicted signal sequence (determined using SignalP [91])

In contrast, mRNAs encoding proteins associated with the mitochondria, splicing, or the centrosome are translationally upregulated following CNOT1 depletion (Fig. 3A, Additional File 1: Fig. S7A). 

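The 11 spliceosomal SNRP mRNAs had a median log2FC TE of 0.19 (permutation test against random sets, adjusted p = 0.015), and 11 of 11 lay above 0. The 35 mRNAs of mitochondrial complex I had a median of 0.10 (permutation test, adjusted p = 0.025), with 30 above 0. For the 27 centrosomal CEP mRNAs the median of 0.0049 was not distinguishable from random sets (permutation test, adjusted p = 0.75), and 5 were in the increased and 2 in the decreased TE group. The 24 proteasome subunit mRNAs, which served as a reference family, had a median of 0.033 (permutation test, adjusted p = 0.75). In the families with raised TE, RPFs lay less far below those of other mRNAs than RNA did. The SNRP mRNAs had a median log2FC RPF of -0.19 and a median log2FC RNA of -0.43, and the complex I mRNAs had medians of -0.30 and -0.40. With the residual of log2FC RPF regressed on log2FC RNA in place of TE, the complex I median lay 0.029 above that of all mRNAs (permutation test, adjusted p = 0.51). Restricted to mRNAs called for at least 1 library type, the 9 SNRP mRNAs were no longer past the threshold (permutation test, adjusted p = 0.067). Nor were the 26 complex I mRNAs (permutation test, adjusted p = 0.092). Relative to all mRNAs of the setting, both medians hardly moved: 0.172 against 0.170 for SNRP and 0.088 against 0.084 for complex I mRNAs. The deposited table holds 0 genes with a symbol of a mitochondrial ribosomal protein and 0 with a symbol of a cytosolic ribosomal protein, so these families could not be examined.

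**Figure D2:**
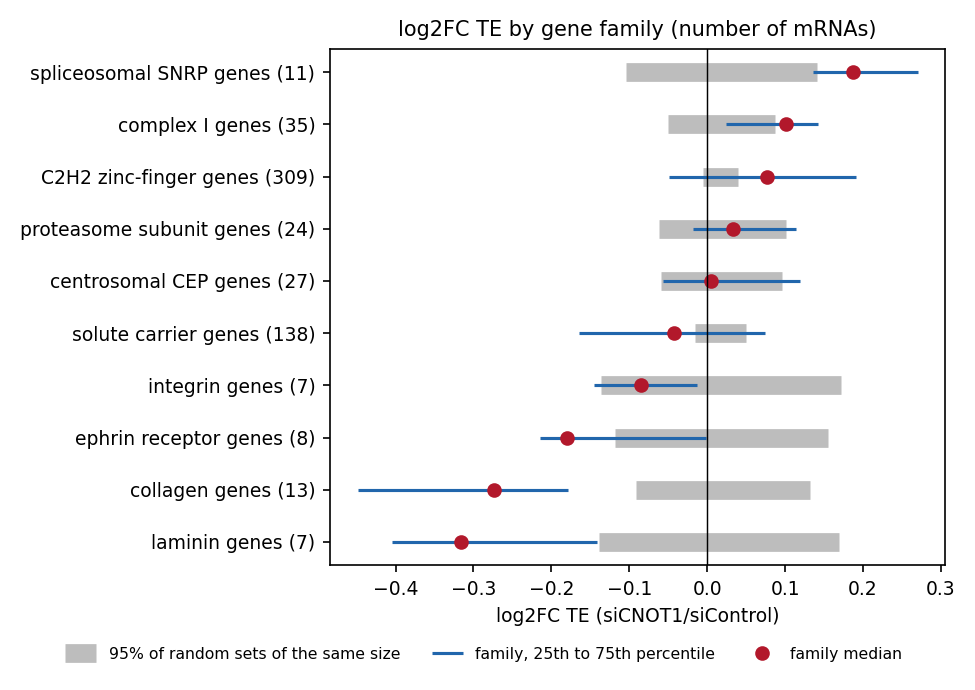
Median log2FC TE (x axis) of each gene family (red points, with the number of mRNAs), its 25th to 75th percentile (blue lines) and the range that holds 95% of random sets of as many mRNAs (gray bars). The families outside the gray range run from a median of -0.32 for laminin mRNAs to 0.19 for SNRP mRNAs.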

Increased TE is also associated with proteins involved in tRNA processing and modification as well as proteins having molecular functions involved in DNA binding and repression of transcription (Additional File 1: Fig.S7AB). Overall, this analysis suggests a role for the Ccr4-Not complex in the translational regulation of functionally distinct and spatially localized groups of mRNAs.

### Decreased ribosome occupancy after CNOT1 depletion occurs downstream of signal sequences

Next, we examined the change in ribosome occupancy across the CDS. This showed for mRNAs with increased translational efficiency the increased ribosome occupancy is evenly distributed across the CDS (Fig. 3E). However, for translationally downregulated mRNAs, ribosome occupancy ramps down sharply from the start codon throughout the first ~ 10% of the CDS, followed by a large and even reduction across the final 75% of the CDS (Fig. 3E). This suggests these mRNAs require the presence of the Ccr4-Not complex for their efficient translation in the first section of their CDS in control conditions. For example, this may be the result of the presence of regulatory sequences in this region that control mRNA localization, such as the signal sequence recognized by the signal recognition particle (SRP), which would conform with our observation about the high abundance of ER-targeted mRNAs in this group (Fig. 3D). In addition, we see a highly significant global reduction in the translational efficiency of ER-target mRNAs following CNOT1 depletion (Fig. 3F), suggesting the Ccr4-Not complex specifically plays a role in the regulation of mRNAs that localize to the ER to be translated.

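Of the 1436 mRNAs with a localisation in the part of Table S4 at hand, 269 are ER-targeted and 1167 cytosolic. The median log2FC TE was -0.064 for ER-targeted mRNAs and 0.016 for cytosolic mRNAs, a difference of -0.080 (two-sided permutation test, p = 1e-05, adjusted p = 1.5e-05 over 3 comparisons). A log2FC TE below 0 was found for 172 ER-targeted mRNAs (63.9%) and 531 cytosolic mRNAs (45.5%). The 25th to 75th percentile ran from -0.17 to 0.047 for ER-targeted mRNAs and from -0.084 to 0.12 for cytosolic mRNAs, so the distributions overlap. The difference was present in RPFs themselves, at -0.12 between the medians (permutation test, p = 1e-05), and was smaller in total RNA, at -0.065 (permutation test, p = 0.0099). RPFs were called lower by the authors for 82 ER-targeted mRNAs (30.5%) and 238 cytosolic mRNAs (20.4%). The alternative that moved the difference most was the restriction to mRNAs called for at least 1 library type, which gave -0.12 between medians of TE. From the larger share of ER-targeted mRNAs among those with decreased TE and from their reduced TE as a group, the paper proposes that the Ccr4-Not complex has a specific role in regulating mRNAs that are translated at the ER. It also draws on ribosome occupancy along the CDS, on RNA of the ER and cytosolic fractions and on pulsed SILAC.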

To investigate this further, we fractionated cells into the ER and cytosol with and without CNOT1 depletion (Fig. 3B) and sequenced the RNA from each fraction. Using the classification of mRNAs predominantly localized in the ER or cytosol in control conditions (Fig. 3C, Additional file 5: Table S4), we were able to assess how these mRNAs change localization after CNOT1 knockdown. This clearly shows that ER-targeted mRNAs have reduced levels specifically in the ER after CNOT1 knockdown (Fig. 3G,H).

To confirm the impact of the altered mRNA localization and translational efficiency of ER-targeted mRNAs on protein output, pulsed SILAC (stable isotope labelling by amino acids in culture [88]) was conducted following CNOT1 depletion (Additional File 1: Fig. S8A). A protein was only included in the analysis if it was detected in both the forward and reverse labelling technical replicates (Additional File 1: Fig. S8) and in at least two of the three biological repeats, this resulted in a group of 3495 proteins (Additional File 1: Fig. S8C, Additional file 6: Table S5). The pulsed SILAC confirms that the reduced TE of ER-target mRNAs is reflected in reduced protein synthesis (Fig. 3I).

Ribosome pausing can occur at the signal sequence [89] and if the mRNA is not correctly translocated to the ER for the continuation of its translation, this would result in lower ribosome occupation of the latter part of the CDS—as we observe. A very recent publication observed disome populations at these signal sequences [90], and our data suggests the involvement of the Ccr4-Not complex in the regulation of these pause sites. To investigate this in more detail, SignalP [91] was used to select mRNAs with predicted signal sequences. Separation of the positional data by the presence or absence of predicted signal sequence shows sharper decline in ribosome occupancy for mRNAs with a predicted signal sequence (Fig. 3J). The SRP cleavage site, on average, is positioned at around 4.75% of the length of the CDS (Fig. 3K). This position coincides with the sharp decline in ribosome occupancy in the absence of CNOT1. This might suggest that the Ccr4-Not complex accelerates the progression of the ribosome through this site by either facilitating localization of the mRNA or the efficiency of cleavage. Thus, in the absence of the complex, ribosome occupancy downstream of this position is significantly diminished because the ribosomes cannot progress.

### The impact of codons on Ccr4-Not complex mediated regulation of translational efficiency

Having observed that an increase in mRNA half-life after CNOT1 depletion positively correlates with the frequency of G/C-ending codons (Fig. 1F), the correlation of codon frequencies with the log2FC TE was next examined. This showed it is A/U-ending codons that positively correlated with an increase in TE after CNOT1 knockdown (Additional File 1: Fig. S9A). However, of note is the extent of these correlations which is not as strong as observed for mRNA half-life (Fig. 1F). Nevertheless, there is a strong distinction in the direction of the correlation based on the 3rd nt of the codon as indicated in magenta/cyan (Additional File 1: Fig S9A). 

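Codon frequencies were computed from the canonical transcript of GENCODE release 44, since the list of the most abundant transcripts in these cells was not at hand. Of the 8559 gene symbols, 8093 (94.6%) matched a current symbol and 355 an older one, and 8436 mRNAs (98.6%) had a complete CDS. The highest Spearman's rho with log2FC TE across these mRNAs belonged to AAA (0.13), AGA (0.12) and GAA (0.11), and the lowest to AUC (-0.15), GUC (-0.12) and ACC (-0.11). Each had a permutation p = 1e-05, the smallest that 100000 resamples can give, and an adjusted p of 1.69e-05 over the 61 sense codons. With the transcript of the longest CDS for each gene, the lowest rho was -0.15 and the highest 0.13.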

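Of the 30 A/U-ending codons, 28 had a rho above 0 with log2FC TE, 21 of them with an adjusted p under 0.05. Of the 31 G/C-ending codons, 27 had a rho below 0, and 27 had an adjusted p under 0.05. The exceptions past that threshold were 3 G/C-ending codons with a rho above 0. The median rho was 0.042 for A/U-ending codons and -0.089 for G/C-ending codons, a difference of 0.13 (two-sided permutation test over the codons, p = 1e-05). That test treats the codons as independent of each other, which they need not be. With the residual of log2FC RPF regressed on log2FC RNA in place of TE, which moved the difference most, it was 0.11.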

To confirm the influence of this factor, the luciferase reporter system was utilized. The Renilla luciferase CDS is naturally rich in A/U-ending codons (74.5%); hence, the three G/C-ending codons (AUC, GUC & ACC) most negatively correlated with the TE change were substituted into the Renilla sequence at the corresponding synonymous codon positions. The translational efficiency was then determined using the luciferase activity / luciferase RNA level determined by qPCR with firefly luciferase used as a transfection control. This reporter clearly demonstrates that conversion of A/U-ending codons in the Renilla CDS to synonymous G/C-ending codons leads to a reduction in the extent of TE change after CNOT1 knockdown (Additional File 1: Fig. S9B). This TE change is a consequence of both altered luciferase activity and RNA level.

mRNAs with AU-rich CDSes and 3′UTRs have been shown to be enriched in p-bodies (sites of translational repression and mRNA storage) [92], and CNOT1 depletion prevents p-body formation [19]. We are able to clearly show, using the previously published HEK293 p-body transcriptome [93], that mRNAs translationally upregulated after CNOT1 knockdown are most enriched in p-bodies in control conditions (Additional File 1: Fig. S9C). The exact nature of p-bodies is not fully understood; they contain components of the deadenylation and decapping machinery [19, 94–99] and the role of deadenylation in their formation is debated [57, 92, 93, 100–104]. Our finding suggests that these specific mRNAs might undergo targeted translational repression by the Ccr4-Not complex followed by subsequent shuttling to p-bodies for storage.

### How regulation of mRNA translation and/or stability by the Ccr4-Not complex impacts protein output

As we had determined that there is a global upregulation of both mRNA stability and translation following depletion of CNOT1, we next sought to understand the role of the Ccr4-Not complex in translation both alongside and independent of its role regulating mRNA stability. To dissect how the Ccr4-Not complex regulates mRNA translation compared to its control of stability, mRNAs were grouped based on the change in their translational efficiency (as assessed by ribosome profiling) and change in mRNA half-life (determined by triptolide inhibition) following CNOT1 depletion (Fig. 4A). This generates six groups of mRNAs classified first by whether there is decreased TE, no TE change, or increased TE (blue, yellow, and red, respectively, as in Fig. 2C), and second by a small change in mRNA half-life or a large increase in mRNA half-life (dark, light, respectively) when CNOT1 is depleted (Fig. 4A; Additional File 1: Fig. S10A).

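The paper's Table S1 lists the change in half-life of 5668 mRNAs, and the copy at hand holds 1999 of them, which run in alphabetical order of gene symbol from AADAT to HELQ. All 1999 have a log2FC TE in the deposited table. Across them, log2FC TE and log2FC half-life had a Spearman's rho of -0.0081 (two-sided permutation test, p = 0.72, adjusted p = 0.72 over 9 relations) and a Pearson's r of -0.024 (permutation p = 0.28). Log2FC half-life was related to log2FC RNA (rho 0.37, permutation p = 1e-05) and to log2FC RPF (rho 0.34, permutation p = 1e-05). With the residual of log2FC RPF regressed on log2FC RNA in place of TE, rho was 0.049 (permutation p = 0.028). The paper's text does not give the values of half-life change that separate a small from a large increase, so these mRNAs were divided into 3 classes of equal size, a choice made after the data were seen. The class with the smallest change held 667 mRNAs with a log2FC half-life up to 1.60, of which 103 had increased TE, 314 no TE change and 62 decreased TE. The class with the largest change held 667 mRNAs above 2.73, of which 90 had increased TE, 306 no TE change and 73 decreased TE.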

**Fig. 4:**
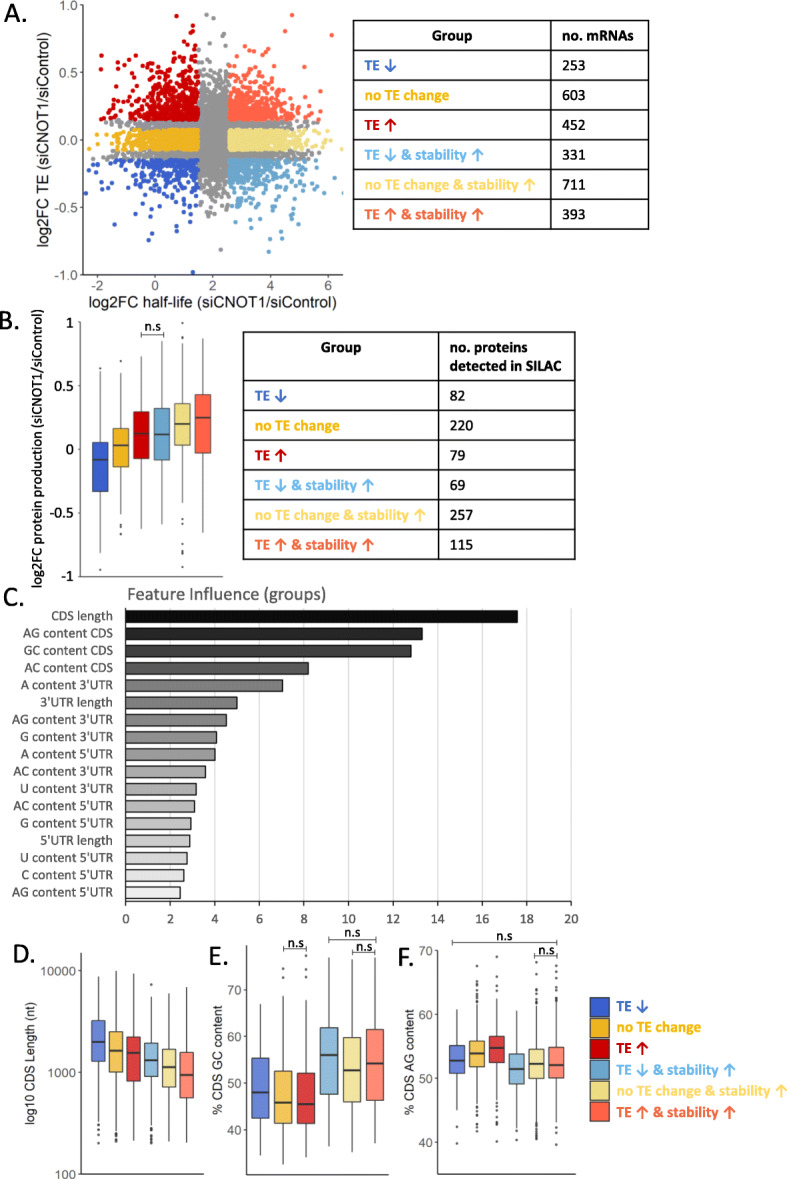
mRNA features that distinguish the role of the Ccr4-Not complex in the regulation of mRNA translation v stability. **A** Data shows the log2FC in mRNA half-life after CNOT1 depletion (*x*-axis) compared to the log2FC translational efficiency (*y*-axis). mRNAs are first classified based on their mRNA stability change—a low log2FC mRNA half-life (dark colors) or a high log2FC mRNA half-life (light colors) and second by their TE change—increased TE (red), no TE change (yellow), or decreased TE (blue). **B** Pulsed SILAC data for three biological repeats conducted with forward and reverse labelling (Additional File 1: Fig. S8A-C). Displayed is the protein production change (siCNOT1/siControl) for the proteins that were detected in at least two biological repeats for the groups of mRNAs classified in (**A**). Non-significant comparisons are indicated, and all statistical comparisons are shown in Additional File 9: Fig. S1A. **C** The influence of mRNA sequence features on the classification of mRNAs into groups based how the Ccr4-Not complex differentially regulates their stability and/or translation (Fig. 4A) was determined by gradient boosting. **D–F** The presence of the top three features identified in (**D**) in the differentially regulated groups of mRNAs. **D** CDS length, **E** CDS G/C nucleotide content, and **F** CDS A/G nucleotide content. For clarity, non-significant comparisons are indicated, and all statistical comparisons are shown in Additional File 9: Fig. S1BCD

Next the aim was to investigate how the observed translation and stability changes impact protein output by use of the pulsed SILAC data (Additional File 1: Fig. S8). The Ccr4-Not complex has a global role in the regulation of both mRNA stability and translation, and this is the first time the influence of this complex on protein output has been assessed. Analysis of protein-level changes in the differentially regulated groups of mRNAs (Fig. 4A). This shows that increased stability after CNOT1 knockdown results in increased protein synthesis compared to mRNAs with a minimal change in stability (light v dark colors, Fig. 4B). In addition, increased TE after CNOT1 knockdown is associated with increased protein synthesis (red v yellow, Fig. 4B) and decreased TE associated with decreased protein synthesis in comparison to mRNAs with a similar mRNA stability change but no change in TE (blue v yellow, Fig. 4B).

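The paper's Table S5 gives protein production by pulsed SILAC, a labelling of newly made proteins with isotopes, for 3909 entries. The copy at hand holds 1996 of them, and 1388 mRNAs could be paired with a log2FC TE. Across these mRNAs, protein production had a Spearman's rho of 0.22 with log2FC TE, of 0.75 with log2FC RNA and of 0.80 with log2FC RPF (permutation p = 1e-05 and adjusted p = 1.13e-05 for each). The median log2 change in protein production was 0.16 for 132 mRNAs with increased TE and 0.074 for 720 with no TE change, a difference of 0.084 (two-sided permutation test, p = 0.0043, adjusted p = 0.0087 over 6 comparisons). It was -0.20 for 105 mRNAs with decreased TE, a difference of -0.28 (permutation test, p = 1e-05, adjusted p = 6e-05). Over the alternatives, the first difference ran from 0.063, with a TE threshold of 0.1, to 0.18, with the RPF residual in place of TE. The second ran from -0.14 to -0.32 under the same settings. A half-life change was at hand for 573 of these mRNAs. In the class with the smallest half-life change, protein production was higher by 0.29 for 14 mRNAs with increased TE than for 100 with no TE change (permutation test, p = 0.0024, adjusted p = 0.0072). For 15 mRNAs with decreased TE in that class, the difference of -0.17 was not past the threshold (permutation test, p = 0.098, adjusted p = 0.148). In the class with the largest half-life change, the difference was 0.055 for 22 mRNAs with increased TE (permutation test, p = 0.32, adjusted p = 0.32), and for 7 mRNAs with decreased TE it was -0.15 (permutation test, p = 0.21, adjusted p = 0.25). The relation of protein production to TE was strongest with the RNA change held fixed, with a partial rank correlation of 0.40 (permutation p = 1e-05).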

### CDS composition differentiates how the Ccr4-Not complex regulates of mRNA translation vs stability

The Ccr4-Not complex has been shown to have roles in the regulation of both mRNA stability and translation [13–17, 19, 105]. To identify mRNA features that specifically influence how the complex regulates translation as opposed to stability, the importance of these variables in determining the mRNA group assignment (classification as in Fig. 4A) was evaluated using gradient boosting [71]. The feature analysis again points toward the CDS as a major driver for differential regulation of mRNA fate mediated via the Ccr4-Not complex, with the four most influential features pertaining to the CDS (Fig. 4C). Closer analysis of the top influential features shows it is shorter mRNAs that are most highly upregulated in terms of stability (Fig. 4D). The CDS GC content strongly distinguishes mRNAs with a large increase in half-life following CNOT1 depletion, from those with a lesser increase in half-life (Fig. 4E). 

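Over all mRNAs with a CDS, the median AG content of the CDS was 53.4% for 1238 mRNAs with increased TE, 53.1% for 3761 with no TE change and 51.7% for 885 with decreased TE. The difference between increased and decreased TE was 1.70 percentage points (two-sided permutation test, p = 1e-05, adjusted p = 1.67e-05 over 30 comparisons of sequence features). Against no TE change, mRNAs with increased TE differed by 0.30 points (permutation test, p = 0.028) and mRNAs with decreased TE by -1.40 points (permutation test, p = 1e-05). Without the genes with a ZNF symbol, which stand here for C2H2 zinc-finger genes, the first of these was 0.19 points (permutation test, p = 0.14). This alternative was chosen after the data were seen. In the class with the smallest half-life change, the difference between 100 mRNAs with increased and 62 with decreased TE was 1.33 points (permutation test, p = 0.014, adjusted p = 0.019 over 22 comparisons). It was 1.62 points between 88 and 72 mRNAs in the class with the largest half-life change (permutation test, p = 0.033, adjusted p = 0.040). The CDS itself was longest in the decreased TE group, with median lengths of 1298 nt for increased TE, 1398 nt for no TE change and 1926 nt for decreased TE, and its median GC content was 48.9%, 50.2% and 54.1% in the same order.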

Additionally, the AG content of the CDS distinguishes the translational changes between the groups of mRNAs with small increase in half-life (blue/yellow/red, Fig. 4F). mRNAs with increased translation are more AG-rich in the CDS than mRNAs with decreased translation (Fig. 4F).

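The median 3'UTR length was 1281 nt for 1238 mRNAs with increased TE, 1400 nt for 3760 with no TE change and 1639 nt for 884 with decreased TE. Decreased TE went with longer 3'UTRs than no TE change, by 238.5 nt (two-sided permutation test, p = 0.0031, adjusted p = 0.0042 over 30 comparisons). The difference of -119.5 nt between increased TE and no TE change was not past the threshold of 0.05 (permutation test, p = 0.092, adjusted p = 0.092). The paper's supplementary statistics make this comparison separately for small and large changes in half-life, and mark it at an adjusted p under 0.1 for small and under 0.01 for large changes. It was not made within half-life classes here. Between increased and decreased TE the difference was -1032 nt in the class with the smallest half-life change (permutation test, p = 0.013) and -607 nt in the class with the largest (permutation test, p = 0.0040).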

In terms of 3′UTR features, the 3′UTR A content and length were the most influential for group classification (Fig. 4C). mRNAs with shorter 3′UTRs have increased TE with CNOT1 knockdown and mRNAs with decreased TE have longer 3′UTRs, with no influence of stability (Additional File 1: Fig. S10B). This suggests the translationally downregulated mRNAs may be more highly regulated as longer 3′UTRs means increased potential for the presence of regulatory sequences. 

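Adenosine made up a median of 28.6% of the 3'UTR for mRNAs with increased TE, 28.0% for mRNAs with no TE change and 26.9% for mRNAs with decreased TE, a measure added after the data were seen. Increased and decreased TE differed by 1.94 percentage points in the class with the smallest half-life change (two-sided permutation test, p = 0.030, adjusted p = 0.038 over 22 comparisons). In the class with the largest half-life change they differed by 1.16 points (permutation test, p = 0.21).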

Also, mRNAs with increased TE have a higher 3′UTR A content compared to the mRNAs with decreased TE that have a comparable half-life change (Additional File 1: Fig. S10C).

Overall, this analysis highlights a significant role for the CDS in coordinating Ccr4-Not complex function and further dissects the role of the complex in the regulation of translation compared to its roles in mRNA stability.

### Nuclear proteins enriched for disorder-promoting AAs are translationally upregulated

We have shown that the frequency of G/C-ending codons is associated with mRNA destabilization by the Ccr4-Not complex (Fig. 1F), and feature analysis highlights the CDS composition as a distinguishing factor between differentially regulated groups of mRNAs (Fig. 4C–F). Analysis of average synonymous usage of codons for each of the groups of mRNAs revealed a strong distinction in the use of synonymous codons between mRNAs with a small and large increase in stability (Fig. 5A), in agreement with the earlier correlation data based on codon frequency (Fig. 1F). However, there are no additional major differences in synonymous codon usage preferences when dissecting this further to the level of altered translation (Fig. 5A). This suggests the synonymous codon usage is involved in how the Ccr4-Not complex regulates mRNA stability but is not a major determinant of its independent role in translation. 

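Synonymous codon usage was measured for each mRNA as the share of G/C-ending codons within each amino acid, averaged over the amino acids, a measure chosen after the data were seen. Its median was 60.2% for 661 mRNAs of the class with the largest half-life change and 45.5% for 657 mRNAs of the class with the smallest (two-sided permutation test, p = 1e-05). Within the class with the smallest half-life change, it was 40.7% for 100 mRNAs with increased TE and 55.0% for 62 with decreased TE (permutation test, p = 0.0037, adjusted p = 0.0097 over 22 comparisons). Within the class with the largest half-life change, it was 58.3% for 88 mRNAs with increased TE and 70.2% for 72 with decreased TE (permutation test, p = 0.0060, adjusted p = 0.011).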

Further investigation of how codon frequencies ultimately impact protein synthesis demonstrates that although the 3^rd^ nucleotide preference of codons contributes to mRNA stability and translational efficiency regulated by the Ccr4-Not complex (Fig. 1F & Additional File 1: Fig. S9A), their frequency does not strongly correlate with protein production changes after CNOT1 depletion (Additional File 1: Fig.S9D).

**Fig. 5:**
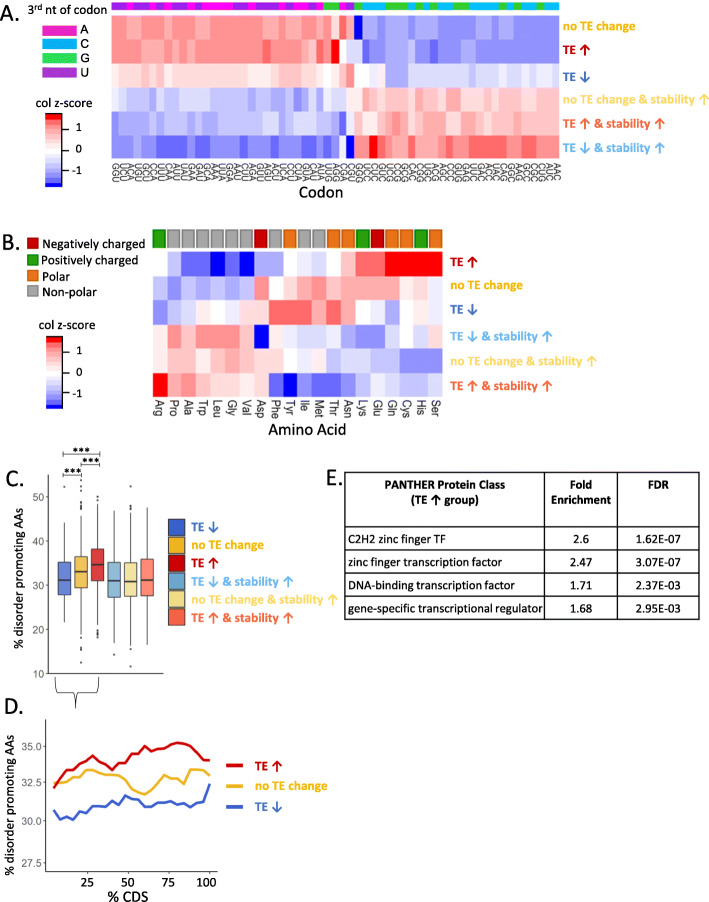
Nuclear proteins enriched for disorder-promoting AAs are translationally upregulated. **A** Heatmap represents the synonymous codon usage of each codon that encodes a given amino acid and a column *z*-score has been applied to compare the codon preference between the groups of mRNAs. The colored bar at the top indicates the nucleotide present at the third position in the codon. **B** Heatmap shows the average frequency of each amino acid per mRNA and a column *z*-score has been applied. The colored bar at the top classifies the amino acids by their side chain type. **C** The percentage of amino acids encoded by the mRNAs that promote disorder in protein structure [106, 107]. Key significant comparisons are shown, and all statistical comparisons are presented in Additional File 9: Fig. S2A. **D** The localization of disorder-promoting amino acids across the CDS for the groups of mRNAs with minimal changes in mRNA stability. **E** Protein class enrichment analysis (using PANTHER [110]) shows that the mRNAs with increased TE but minimal increase in stability are enriched for transcription factors, specifically C2H2 zinc-finger proteins

We therefore examined the amino acid frequency in the differentially regulated groups of mRNAs. This shows, in addition to the synonymous codon usage, there is also a bias in the amino acid composition of these mRNAs (Fig. 5B). mRNAs with increased translation are enriched for polar/charged amino acids (AAs) and are depleted of non-polar amino acids (Fig. 5B). mRNAs with decreased translation show no preference for these same charged/polar amino acids (Fig. 5B). This suggests that it is a combination of codon and amino acid usage that influence how the Ccr4-Not complex regulates mRNA stability and translation and ultimately protein output.

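Without regard to half-life, the frequency of each of the 20 amino acids was compared between TE groups as a mean per mRNA, with adjustment over 40 comparisons. In mRNAs with increased TE, 7 amino acids were more and 7 less frequent than in mRNAs with no TE change at an adjusted p under 0.05. In mRNAs with decreased TE, 6 were more and 5 less frequent. Lysine made up 6.61% of the residues with increased TE, 6.31% with no TE change and 5.40% with decreased TE. Aspartate was less frequent with increased TE, at 4.80% against 5.02% with no TE change (permutation test, adjusted p = 3.33e-04), and made up 4.79% with decreased TE. Glutamate made up 7.68%, 7.51% and 6.82% in the order increased, unchanged and decreased, where the difference between increased TE and no TE change was not past the threshold (permutation test, adjusted p = 0.086). The polar and charged residues D, E, K, R, H, N, Q, S and T together had a median of 49.2% with increased TE, 48.1% with no TE change and 46.6% with decreased TE, and the non-polar residues A, V, L, I, M, F, W, P and G had medians of 45.6%, 47.1% and 48.1%. The increased TE group differed from no TE change by 1.16 percentage points in the first measure and by -1.48 points in the second (two-sided permutation test, p = 1e-05 for each). Both groupings of residues were chosen after the data were seen.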

Polar/charged AAs are often classified as disorder-promoting AAs in terms of their role in protein structure [106, 107]. Therefore, we examined the presence of these disorder-promoting AAs in the differentially regulated groups of mRNAs, which clearly showed they are enriched in the mRNAs with increase TE but minimal change in stability (Fig. 5C). 

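The disorder-promoting residues P, Q, E, S and K made up a median of 32.9% of the protein for mRNAs with increased TE, 31.5% with no TE change and 30.8% with decreased TE. The increased TE group differed from no TE change by 1.41 percentage points (two-sided permutation test, p = 1e-05, adjusted p = 1.67e-05 over 30 comparisons). With a threshold of 0.3 on log2FC TE, which moved it most, this difference was 1.64 points. In the class with the smallest half-life change, 100 mRNAs with increased TE had a median of 34.3% and 310 with no TE change had 32.1% (permutation test, p = 0.0055, adjusted p = 0.011 over 22 comparisons). In the class with the largest half-life change, the medians were 31.3% for 88 mRNAs and 30.8% for 303 (permutation test, p = 0.48). Whether the difference itself differs between the classes was not tested.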

AAs are important for protein function and can influence ribosome decoding speeds [78, 108, 109]. To understand the role of the disordered AAs in this group of mRNAs, we assessed the localization of the disordered AAs along the CDS. This showed the disordered AAs in the translationally upregulated group of mRNAs are enriched across the CDS and are particularly enriched at the 3′ end of the CDS compared to mRNAs with no effective TE change (Fig. 5D). Analysis of the protein class [110] of the mRNAs with increased TE showed an enrichment for transcription factors (TFs), specifically C2H2 zinc-finger TFs (Fig. 5E) and protein localization data confirms these translationally upregulated mRNAs encode proteins that are nuclear/chromatin localized (Additional File 1: Fig.S10D, data from [87]).

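Genes with a ZNF symbol were taken to stand for the C2H2 zinc-finger class, which they need not match. They made up 72 of the 1262 mRNAs with increased TE (5.71%) and 309 of all 8559 mRNAs (3.61%), a 1.58-fold enrichment. Against the 7297 mRNAs outside the increased TE group, of which 237 (3.25%) have such a symbol, the odds ratio was 1.80 (two-sided Fisher's exact test, p = 5.41e-05). The median log2FC TE of the 309 mRNAs was 0.076 (permutation test against random sets, adjusted p = 6.67e-04), and 204 of them (66.0%) lay above 0. Their median log2FC RPF was -0.077 and their median log2FC RNA -0.17. The half-life changes at hand stop before these symbols in the alphabet, so the group with increased TE and minimal change in stability could not be formed for them. In the authors' deposited table, ZNF449 had a log2FC TE of 0.34, rank 445 from the highest, with no call for RPFs (adjusted p = 0.39) or total RNA (adjusted p = 0.16). ZNF587B had a log2FC TE of 0.21 in the same deposited table, rank 1183, from a log2FC RNA of -0.37 (adjusted p = 9.11e-06) and a log2FC RPF of -0.16 (adjusted p = 0.34).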

Unexpectedly, these zinc-finger protein mRNAs also have relatively short half-lives in control conditions, but do not show any change in mRNA stability with CNOT1 depletion (Additional File 1: Fig. S10E). This is interesting because the mRNA turnover of this group of mRNAs appears completely independent of the Ccr4-Not complex, suggesting they are regulated by a distinct decay pathway and the Ccr4-Not complex is only involved in their translational regulation, perhaps linked to their specialized role in transcriptional control.

### Ribosome pause sites regulated by the Ccr4-Not complex

The number of ribosomes on the mRNA at a point in time has often been used as an indicator of protein output—the more ribosomes on the mRNA the more translated the mRNA and hence the more protein produced. However, this is not always the case, both elongation and initiation rates dictate the overall ribosome occupancy observed at a single point in time. For example, decreased ribosome occupancy could be an indicator of removal of an elongation block resulting in increased elongation speed and therefore fewer ribosomes on the mRNA. Conversely, increased ribosome occupancy could be a result of either resolving a block at initiation of translation or decreased elongation speed which would result in slower run-off of ribosomes.

In yeast, it has been suggested that the Ccr4-Not complex is linked to ribosome pausing [12, 28]. Our ribosome profiling data with and without depletion of CNOT1 in HEK293 cells was utilized to examine this further in human cells. First, a pause site in each condition was defined as a position with a RPF peak height ten times greater than the average RPF peak on the mRNA. Second, these pause sites were then classified as either “sustained” meaning they are present but unaltered with CNOT1 knockdown; “resolved” in that the reduction in RPF peak height is ten times greater than the average delta decrease across the mRNA or “induced” in that the increase in RPF peak height is ten times greater than the average delta increase (Fig. 6A, Additional file 7: Table S6). Figure 6 B, C, and D show ribosome P-site occupancy for example mRNAs after normalization for mRNA abundance in control and CNOT1 knockdown conditions that contain the distinct pause site types (ribosome P- site shown and determined by read offset of 12 nt: Additional File 1: Fig. S11AB). It is possible for a specific mRNA to have pause sites meeting more than one of these criteria, Fig. 6A indicates the number of mRNAs containing combinations of these pause types, and the mRNAs distinctly with one type are used in downstream analysis to characterize these pause site types in more detail.

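The copy of Table S6 at hand lists 332 resolved, 1441 sustained and 226 induced pause sites, and 1523 further sites could not be read. The listed sites lie on 302, 1017 and 215 mRNAs, 0 mRNAs are listed with more than 1 type, and 1016 of those with sustained pauses have a log2FC TE. The median log2FC TE was -0.061 for mRNAs with resolved pauses, 0.012 for those with sustained pauses and 0.075 for those with induced pauses. Resolved and sustained pauses differed by -0.074 (two-sided permutation test, p = 1e-05, adjusted p = 2e-05 over 6 comparisons) and induced and sustained pauses by 0.062 (permutation test, p = 1e-05, adjusted p = 2e-05). Resolved and induced pauses are defined by a fall or a rise of RPF peaks normalized for mRNA abundance, so the definition itself favors a lower TE for resolved and a higher TE for induced pauses. The median log2FC RPF was -0.12, 0.023 and 0.099 in the order resolved, sustained and induced, and the median log2FC RNA was -0.095, 0.013 and 0.038. Log2FC RNA was lower for resolved than for sustained pauses, by -0.11 (permutation test, p = 3e-05, adjusted p = 4.5e-05). For induced pauses its difference of 0.025 was not past the threshold (permutation test, p = 0.33). The lower RPFs with resolved pauses thus went with lower RNA, which a definition normalized for mRNA abundance does not set. Of the mRNAs of Fig. 6B-D, NAMPT had a log2FC TE of 0.27, PHB of 0.041 and NEK7 of -0.20 in the authors' deposited table, and NAMPT ranked 730 and PHB 3792 from the highest.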

**Fig. 6:**
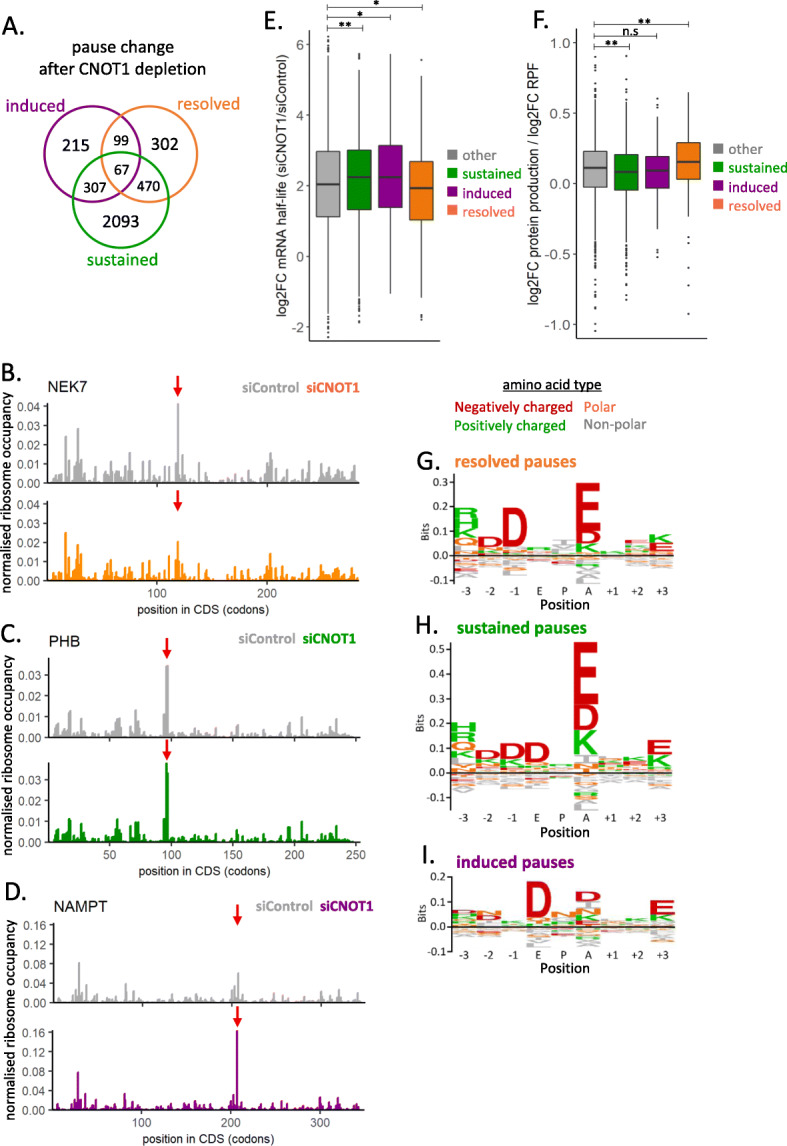
Ribosome pause sites regulated by the Ccr4-Not complex. **A** Venn diagram indicates the number of mRNAs that contain pause sites sustained, induced, or resolved following the depletion of CNOT1. **B–D** Examples of individual mRNAs with different Ccr4-Not regulated ribosome pause types. **B** Pause resolved in the absence of CNOT1. **C** Paused sustained in the presence and absence of CNOT1. **D** Paused induced by CNOT1 knockdown. Plots show RPF coverage normalized for mRNA abundance (TPM). **E** The change in mRNA half-life after CNOT1 knockdown for the groups of mRNAs with different pause types identified in (**A**). **F** mRNAs with resolved pause sites in the absence of CNOT1 shown an increase in protein production relative to the ribosome occupancy on the mRNA when CNOT1 is depleted. **G–I** Amino acid sequence motifs at the E, P, A sites of paused ribosomes and three codons upstream and downstream generated using Seq2Logo [111], shown for resolved pauses (**G**), sustained pauses (**H**), and induced paused (**I**)

It has been proposed that the Ccr4-Not complex can sense paused ribosomes and trigger mRNA decay [28], and examination of the change in mRNA half-life with CNOT1 knockdown of the distinct pause type groups shows mRNAs with sustained and induced pauses undergo greater stabilization following CNOT1 depletion (Fig. 6E). This would fit with a model whereby the Ccr4-Not complex is involved in the sensing of stalled ribosomes and their resolution via decay mechanisms in that in the absence of CNOT1 the pauses are sustained or become pronounced.

In contrast, the mRNAs with pauses resolved by CNOT1 knockdown do not show an increase in mRNA half-life. To assess whether these are genuine sites of stalled ribosomes, the unique combination of pulsed SILAC and ribosome profiling data was used. 

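Protein production could be set beside log2FC RPF for 62 of the 302 mRNAs with resolved pauses. The median of log2 protein production minus log2FC RPF was 0.15 for these mRNAs and 0.093 for 1326 other mRNAs, a difference of 0.060 that was not past the threshold (two-sided permutation test, p = 0.059, adjusted p = 0.089 over 6 comparisons). Against 444 mRNAs with sustained pauses, a comparison chosen after the data were seen, the difference was 0.075 (permutation test, p = 0.024, adjusted p = 0.047). Log2FC RPF was lower on the mRNAs with resolved pauses than on other mRNAs, with medians of -0.16 and -0.032 (permutation test, p = 0.010, adjusted p = 0.030). Protein production had a median of -3.61e-05 on the mRNAs with resolved pauses and of 0.064 on other mRNAs (permutation test, p = 0.16).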

We observe that the ratio between protein production and ribosome occupancy increases on mRNAs with resolved pause sites after CNOT1 depletion (Fig. 6F). This demonstrates that CNOT1 knockdown resolves ribosome pauses on these messages leading to altered translation and protein synthesis.

Next, we examined whether there are specific sequence motifs associated with these Ccr4-Not complex regulated pause sites. Figure 6 G, H, and I show the amino acid sequence motif at the E, P, and A-site and the 3 codons up- and downstream for each of the pause site types (created using Seq2Logo [111]). This shows a strong enrichment for charged amino acids, particularly glutamate, being encoded at the A-site position of resolved and sustained pauses (Fig. 6G, H). This suggests this is a specific motif for ribosome pausing in control conditions, but there may be additional factors that determine precisely how the Ccr4-Not complex acts upon the pause site. 

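The residues at the listed positions were read from the canonical CDS, with each position taken as the start of the P-site codon, which the methods use as the position of an RPF. Sites in the first 15 and last 5 codons were left out, and each residue's share was set against random codons of the same CDSs (10000 draws, adjustment over 27 comparisons). Glutamate was encoded at the A-site of 72 of 328 resolved pauses (22.0%, 95% Wilson confidence interval 17.8 to 26.7%), 3.02 times the 7.27% of random codons (permutation p = 1e-04, the smallest that 10000 draws can give, adjusted p = 3e-04). At sustained pauses it was 289 of 1408 sites (20.5%), 2.70 times the random share (permutation p = 1e-04, adjusted p = 3e-04). Aspartate was encoded at the A-site of 10.7% of resolved and 11.0% of sustained pauses, and lysine at that of 10.1% and 11.6%. These residues were counted after the data were seen.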

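At 220 induced pauses, aspartate was encoded at the E-site of 44 (20.0%, 95% Wilson confidence interval 15.3 to 25.8%), 3.93 times the share of random codons (permutation p = 1e-04, adjusted p = 3e-04). The share at sustained pauses was 12.4%, 2.40 times the random share (permutation p = 1e-04, adjusted p = 3e-04), and at resolved pauses 6.40% (permutation p = 0.25). At the A-site of induced pauses, aspartate was encoded at 10.5% of sites, 2.08 times the random share (permutation p = 4e-04, adjusted p = 9.82e-04). Glutamate there reached 11.4% (permutation p = 0.038, adjusted p = 0.069) and lysine 9.55% (permutation p = 0.033, adjusted p = 0.063).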

A sequence motif at induced pause sites is not so pronounced but has an enrichment for aspartate at the ribosome E-site (Fig. 6I).

Previously, ribosome pausing on two specific proteasome component mRNAs in yeast has been shown to be regulated by Not1 to facilitate co-translational assembly [12]. Although there is still more to be elucidated about the precise mechanisms at play, this study now provides evidence for the role of the Ccr4-Not complex in the regulation of ribosome pausing in human cells and this regulation appears to be more widespread.

## Discussion

Numerous mechanisms for mRNA specific recruitment of Ccr4-Not complex exist, whereby sequence motifs, predominantly in the 3′UTR, are recognized by sequence specific RNA-binding proteins or microRNAs, resulting in the delivery of the Ccr4-Not complex to the mRNA [61, 82, 112–115]. Importantly the Ccr4-Not complex has been shown to be able to exert both translational inhibition and mRNA destabilization and that these effects can occur separately [39, 41].

The CNOT1 subunit of the Ccr4-Not complex functions as a scaffold protein bringing into proximity the core subunits, and regulatory proteins to coordinate the varied roles of the complex [5, 116, 117]. CNOT1 also interacts with proteins such as TNRC6 that recruit the Ccr4-Not complex to the mRNA during miRNA-mediated repression [80, 112]. Here we have depleted CNOT1 to examine the global effects upon mRNA stability (Fig. 1, Additional File 1: Fig. S1,2), the translational status of the mRNAs (Fig. 2, Additional File 1: Fig. S4,5), and protein production (Fig. 4B, Additional File 1: Fig. S8). This is the first such comprehensive investigation of this multifunctional protein complex and provides a benchmark dataset for translational studies. We demonstrate for the first time in human cells how the Ccr4-Not complex differentially regulates cohorts of mRNAs and how translational repression is distinct from how the complex regulates mRNA deadenylation and stability.

Codon usage, and more recently amino acid usage, has been associated with differences in mRNA stability in control conditions in multiple organisms [51, 52, 77, 79, 118–120]. An example is reporter studies in yeast that have shown that substitution of optimal codons with synonymous non-optimal (generally A/U-ending) ones reduces mRNA stability [52]. Recent studies in human cells have also found A/U-ending codons to be destabilizing [79, 120], whereas another study has found G/C-ending codons to be destabilizing [92]. It is of note that this differential regulation may change with cellular context as it has been demonstrated that mRNAs preferentially involved in proliferation (enriched for A/U-ending codons) and differentiation (enriched for G/C-ending codons) have distinct codon usage and the tRNA pool available is altered to reflect this [75, 76, 121]. Thus, the inconsistency in whether it is the A/U-ending or G/C-ending synonymous codons that are classified as destabilizing in the literature could be explained by conditional differences.

Moreover, there is minimal understanding of the proteins involved in coordinating the response to codon usage. Previous research in yeast and zebrafish has implicated subunits of the Ccr4-Not complex in codon-mediated regulation of mRNA stability [16, 28, 72]. We show that knockdown of CNOT1 preferentially stabilizes mRNAs enriched in G/C-ending codons (Fig. 1D, F, Fig. 5A) and thus show the central role of the Ccr4-Not complex in the link between mRNA stability and codon usage in human cells. Studies of the translatome and mRNA half-life are not often complemented with protein-level data. Unexpectedly, we show that while large changes in mRNA stability attributable to codon composition of the CDS are observed (Figs. 1F and 5A), these correlations are not apparent in the pulsed SILAC data (Additional File 1: Fig S9D).

Gene ontology analysis highlighted that increased mRNA half-life after CNOT1 knockdown is associated with an enrichment for biological processes relating to cardiac septum and muscle organ development (Additional File 1: Fig. S3A), which is particularly interesting given that recent publications demonstrate the importance of CNOT1 for cardiac development [68] and neurodevelopment [122]. Decreased translational efficiency in the absence of CNOT1 is observed for mRNAs encoding proteins involved in extracellular structure organization that preferentially localize to the ER and plasma membrane (Fig. 3, Additional File 1: Fig. S7). We also find that the reduced ribosome occupancy among this group of mRNAs following CNOT1 depletion occurs downstream of the signal sequence cleavage site (Fig. 3J, K) and reduced localization of mRNAs to the ER after CNOT1 depletion (Fig. 3H). An intriguing hypothesis would be that one of the translational control mechanisms mediated by the Ccr4-Not complex is coordination of subcellular localization of mRNA.

In addition, our data shows a role for the Ccr4-Not complex in the translational repression of mRNAs that are localized to p-bodies (Additional File 1: Fig. S9C). It will be interesting to investigate in the future whether this is due to an indirect role of CNOT1 in p-body formation [19] or if the Ccr4-Not complex is also involved in mediating repression that occurs within these granules. The mRNAs translationally upregulated following CNOT1 depletion encode transcription factors/nuclear proteins (Fig. 5E, Additional File 1: Fig S10D), in agreement with p-body studies [92, 93]. They are also enriched for amino acids associated with disordered regions in the proteins (Fig. 5C), intrinsically disordered regions have been suggested to be the regions of transcription factors that interact with the promoter region [123, 124]. Also, the tertiary structure of zinc-finger domains has been shown to be able to act as a nuclear localization sequence [125, 126], so perhaps the distinct amino acid composition of this group of mRNAs pertains to the localization and protein function.

Finally, we identify groups of mRNAs on which ribosome pausing occurs in a CNOT1-dependent manner (Fig. 6A). These pauses impact how the Ccr4-Not complex regulates mRNA half-life (Fig. 6E) and protein synthesis (Fig. 6F). There is an enrichment for charged amino acids at the A-site of paused ribosomes in the presence of CNOT1 (Fig. 6G, H). Whether there are additional proteins and/or sequence motifs that determine precisely how the Ccr4-Not complex regulates the fate of mRNAs with paused ribosomes could be investigated in the future.

## Conclusions

Here we have demonstrated that the CDS composition of an mRNA is important for the regulation of its fate by the Ccr4-Not complex in terms of codon usage and CDS length. In this cellular context, G/C-ending codons mediate the destabilization of an mRNA by the Ccr4-Not complex. We also discover a novel role for the Ccr4-Not complex in the regulation of the localization of mRNAs to the ER for their translation. Moreover, mRNAs encoding proteins that localize to the nucleus are regulated at the level of translation by the Ccr4-Not complex and are sequestered in p-bodies in control conditions. Overall, we show that the Ccr4-Not complex is a control hub that governs multiple mechanisms to precisely regulate the fate of each mRNA.

## Experimental methods

### Cell culture

HEK293 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 1% L-glut and 10% FBS. The HEK293 cell line was not validated and cells were routinely tested for mycoplasma.

### siRNA treatment

Control siRNA (#3 Dharmacon) or CNOT1 siRNA (Ambion no. S22844) was transfected using DharmaFECT 1 (2:1 ratio of siRNA to DharmaFECT 1) to a final concentration of 30 nM and cells harvested after 48 h. Due to CNOT1 siRNA treatment causing slowed cell growth, cells for CNOT1 siRNA treatment were plated at 10% increased density to obtain the same cell numbers as the control samples at the time of harvesting. For experiments in Additional File 1: Fig. S2DEF & Fig. S9B, an additional siRNA pool targeting CNOT1 was used (Horizon Discovery 015369-01).

### Antibodies

For western blot, the antibodies used were as follows: CNOT1 (ATLAS HPA Rabbit 046577, 1:500), vinculin (abcam mouse ab18058, 1in 10,000), GAPDH (CST 5174, 1:1000), Calnexin (CST 2679, 1:1000), rabbit secondary antibody (LI-COR Biosciences 926-32213, 1:10,000), mouse secondary antibody (LI-COR Biosciences 926-68072, 1:10,000). Uncropped western blots are presented in Additional File 3.

### Ribosome profiling

Ribosome profiling was conducted as previously described in Wilczynska et al.. In parallel to these control experiments, ribosome profiling was conducted for samples transfected with CNOT1-targeting siRNA for 48 h. Three biological replicates were conducted.

### RT-qPCR from gradient fractions

For validation experiments, media was changed on a 15-cm plate of HEK293 cells 1.5 h prior to harvesting. Cells were then scraped in ice-cold PBS, spun down, and resuspended in lysis buffer containing cycloheximide. Then, 300 μl lysate was loaded on to a 10–50% sucrose gradient then spun at 38,000 rpm for 2 h at 4 °C. Gradient fractions were collected into 3 ml 7 M GuHCl, 8 μl glycogen, and 4 ml ethanol added and then precipitated for > 24 h at − 20 °C. The collected gradient fractions were pelleted at 4000 rpm for 1 h at 4 °C. The supernatant was removed, and the pellets resuspended in 400 μl RNase-free water. The samples were then transferred to 1.5-ml Eppendorfs, 2 μl glycogen, 40 μl 3 M NaOAc pH 5.2, and 1 ml 100% ethanol added. These were precipitated overnight at − 20 °C. Samples were then pelleted at 13,000 rpm 4 °C for 40 min, washed with 500 μl 75% ethanol, air dried, and resuspended in 30 μl RNase-free water. To check the RNA integrity, equal volumes (3 μl) of each fraction along the gradient were ran on a 1% agarose gel.

RT-PCR was conducted on equal volumes (3 μl) of each fraction using SuperScript III (Invitrogen 18080085). qPCR was then conducted using SYBR Green master mix (Applied Biosystems 4385618) on an Applied BioSystems QuantStudio 5 machine. For qPCR along the gradient fractions, the proportion of the mRNA present in fraction was plotted. All qPCR primers used are included in Additional file 8: Table S7.

### Cell viability

Cells were grown in 12-well plates and treated with a range of triptolide concentrations. Then, 100 μl trypsin was added per well and 200 μl media added to quench this. Ten microliters of cells was then mixed with 10 μl tryphan blue, and cells negative and positive for tryphan blue were counted using a hemocytometer.

### Transcriptional inhibition experiments

For the transcriptional inhibition experiments to determine mRNA half-lives, cells were plated in 12-well plates and transfected with control or CNOT1-targeting siRNA for 48 h. The medium was changed 1 h prior to treatment with 1 μM triptolide (abcam: ab120720). At a range of time points (0, 0.5, 1, 2, 4, 8, and 16 h) post-triptolide addition, cells were washed with PBS and lysed directly in 1 ml of Trizol for RNA samples or 150 μl 1.5× SDS sample buffer for protein samples. Three biological replicates were conducted. The RNA was extracted with Trizol and acid-phenol chloroform. Three micrograms of RNA was then poly(A) selected (Lexogen 039.100). Four nanograms of poly(A) selected RNA was used as input into the CORALL Total RNA-Seq library prep kit (Lexogen 096.96) with 11 PCR cycles used. For qPCR validations (Additional File 1: Fig S2DEF), 1 μM flavopiridol was used and 100 ng/μl oligodT used in the RT reaction.

### Cytoplasmic/ER fractionation

Fractionation of cytoplasmic and ER material was performed by sequential detergent extraction, as previously reported (Reid, JBC, 2012). An isotonic buffer (20 mM Tris pH 7.4, 150 mM NaCl, 5 mM MgCl_2_) was supplemented with 1 mM DTT, 1× cOmplete EDTA-free protease inhibitor (Roche). For sequential lysis, it was further supplemented with 0.015% digitonin (cytosolic buffer), or 0.004% digitonin (wash buffer), or 2% n-Dodecyl β-D-maltoside (ER buffer). Then, 80 U/ml of Ribolock RNase Inhibitor (Thermo Scientific) was added to each final buffer. Two thirds of each sample was processed for RNA extraction with Trizol LS, and 5× SDS sample buffer added to the remaining lysate for western blotting.

Prior to library preparation, ERCC spike-ins (Invitrogen) were added proportionally between the cytosolic and ER fraction in each condition. In total, 900 ng of RNA was rRNA depleted with the RiboCop rRNA Depletion Kit HMR V2 (Lexogen) and library preparation performed with the CORALL Total RNA-Seq Library Prep Kit (Lexogen 096.96). Sequencing was performed on a NextSeq 550 system (Illumina).

### Pulsed SILAC (stable isotope labelling by amino acids in cell culture)

These experiments were conducted as described in Wilczynska et al. (repeat 1—forward and reverse—is the data used in Wilczynska et al.). In brief, HEK293 cells were cultured and siRNA treated for 30 h. This media was then replaced with DMEM that does not contain arginine or lysine (Life Technologies). For the medium-heavy isotope-containing medium, a supplement of [13C6] L-arginine (Arg-6) and [2H4] L-lysine (Lys-4) was added (Cambridge Isotope Laboratories). For the heavy isotope-containing medium, [13C6][15 N4] L-arginine (Arg-10) and [13C6][15 N2] L-lysine (Lys-8) were added (Cambridge Isotope Laboratories). Both forward (heavy CNOT1 siRNA/medium-heavy control siRNA) and reverse (medium-heavy CNOT1 siRNA/heavy CNOT1 siRNA) replicates were conducted for each biological repeat. After 14 h, cells were lysed in SDS-free RIPA buffer, pooled in a 1:1 ratio, reduced with DTT and alkylated with iodoacetamide. The samples were then trypsin digested and fractionated using reverse phase chromatography. For the exact details of the analysis of the samples by mass spectrometry and the data analysis with MaxQuant software [127], see Wilczynska et al 2019. **A protein** was retained for downstream analysis if it was detected in the forward and reverse replicate for a given biological repeat, and if detected in at least two of the three biological repeats.

### Luciferase reporter experiments

Twenty-four hours after siRNA transfection in 12-well plates, cells were transfected with 40 ng pRL and 160 ng pGL3 intron as a transfection control (Meijer NAR 2019) using 0.6 μl GeneJammer (Agilent). The Renilla construct (pRL) was either the original sequence or a sequence with all the AUU/GUU/ACU codons converted to their synonymous codons (AUC/GUC/ACC). After another 24 h, samples for detection of luciferase activity were washed twice with PBS and lysed in 1× passive lysis buffer, and 10 μl lysate used for luciferase detection using the Dual Luciferase Reporter Assay System (Promega). Samples for RNA were harvested in 1 ml Trizol. Relative luciferase activity was determined by the ratio between Renilla and Firefly luciferase and the relative luciferase RNA levels determined by qPCR. The translational efficiency of Renilla was then determined by luciferase activity / RNA level.

## Data analysis methods

### mRNA half-life experiment RNA sequencing data processing

Cutadapt [128] was used to remove adapters. cd-hit-dup [129] was used to deduplicate the reads based on the 12-nt-long UMIs. The remaining reads were aligned to the genome using STAR [130] and a gtf file filtered to contain the most abundant transcript per gene. To obtain the read counts featureCounts [131] was used with the gtf file filtered for the most abundant transcript per gene. The read counts were first normalized for the library size. As the libraries are prepared based on equal ng of material, the read counts are normalized back to the nanodrop concentrations of the RNA that was obtained from equal cell numbers. For each condition, the data was then normalized relative to the 0 h time point to allow for comparison between mRNAs and conditions.

### Modelling mRNA decay rate

To be able to use the three replicates together in the decay modelling, for each replicate the values for each mRNA across the time points were normalized to the 0 h time point (set at 100). The simple model for mRNA decay is that it follows the exponential decay function: *y* ~ *y*_0_*e*^*−kt*^. Where *y*_0_ is the steady-state mRNA level, *k* is the decay constant and *t* is time. Outliers were first identified based on the methodology described in [132]. The nlrob function (R package: robustbase) was used to fit a robust nonlinear model to the data with an adapted from of the NLS.expoDecay function (R package: aomisc) to provide start parameters for the model fit. To next identify possible outliers, the weighted residual was calculated: weighted residual = absolute (observed − expected)/expected. The maximum proportion of outliers was set to 20% to ensure natural biological variation was not mistaken for an outlier. The robust standard deviation of residuals (RSDR [132];) was then calculated by ranking the residuals in terms of absolute value and taking the value at the 68.27 percentile and multiplying this value by *N*/(*N* − *K*), where *N* is the number of values and *K* is the number of parameters being modelled. The significance level for outlier removal is *α*_*i*_ = *Q*(*N* − (*i* − 1))/N, where *N* is the number of values in the data and *i* is the *i*th value in the ordered list of residuals. *Q* was set to 5% (0.05) and this means that there is a 5% chance of falsely discovering a significant outlier. The *t*-score in this case in then calculated by: *t*-score = residual_*i*_/RSDR [132]. The pt function (R package: stats) is then used to obtain the two-tailed *p* value of the *t*-score. If this *p* value is less than *α*_*i*_, then this value is a significant outlier.

Once significant outliers had been removed, the modelling was conducted in R using the nls function from the stats package. To ensure appropriate starting parameters were used in the modelling a self-starting function was used—NLS.expoDecay() part of the aomisc R package. The half-lives were then calculated from the decay rate using the equation: *t*_1/2_ = ln(2)/*k*.

### Assessment of feature influence

To assess which mRNA features contribute to differential regulation of mRNA fate by the Ccr4-Not complex, a supervised learning approach of gradient boosting (gbm R package) was used (Figs. 1D and 4C). Only one of highly correlated features (*r* > 0.7) were retained for the analysis (Additional File 1: Fig. S3B). For Fig. 1D, a Gaussian distribution was assumed and for Fig. 4C a multinomial distribution. The parameters used were as follows: n.trees = 200, interaction.depth = 6, shrinkage = 0.005, cv.folds = 10.

### Ribosome profiling—small RNA alignment and counts

For the small RNA sequencing data (ribosome protected fragments: RPFs), Cutadapt [128] was used to remove the adapter sequence and the reads were deduplicated based on the 8-nt unique molecular indexes (UMIs—4 nt either end of the read) using cd-hit-dup [129]. Cutadapt [111] was then used to remove UMIs and to select read lengths 25 to 35 nt (the expected size range of the RPFs). The reads were first aligned to a fasta file of rRNA sequences, to remove contaminant rRNA fragments by alignment with bowtie [133]. The reads were then mapped with bowtie to the hg38 gencode version 28 [134]) protein coding transcriptome that had been filtered for the most abundant transcript per gene as determined from the control total RNA-seq data.

To get the number of RPFs per gene and the exact position of the RPFs along the mRNA, a python script from the RiboCount part of the RiboPlot package (https://pythonhosted.org/riboplot/) was adapted. This was first conducted for each read length to determine the frame, periodicity, and P-site offset for each read length. It was determined that read lengths 27 to 31 showed strong RPF characteristics, thus these read lengths were selected for downstream analysis. E, P, and A-site offset were determined to be 9 nt, 12 nt, and 15 nt from the read start respectively (see Additional File 1: Fig. S11AB). For figures of ribosome position across individual mRNAs, the P-site position was used (Fig. 6B–D, Additional File 1: Fig.S6).

### Ribosome profiling—total RNA alignment and counts

For the corresponding total mRNA samples, cutadapt [128] was used to remove adapter sequences, cd-hit-dup [129] to deduplicate based on the 8 nt UMI. The UMI was then removed with cutadapt, and the sequences aligned with STAR [130] to a gtf file filtered for the most abundant transcript per gene. Bam files were sorted and indexed using SAMtools [135]. Read counts were obtained using htseq-count [136].

### DESeq2 differential expression analysis

DESeq2 [85, 86] was used for differential expression analysis of the RNA and RPFs following CNOT1 knockdown. As the RPFs and RNA are very different library types, something the DESeq2 package is not able to account for, the differential expression analysis was conducted independently for the two datasets. The data was pre-filtered to ensure at least three samples had a minimum of 10 read counts for any given mRNA. To ensure that lower abundance mRNAs or lowly translated mRNAs do not have an exaggerated fold change, the lfcShrink function with apeglm model of the DESeq2 package was used for effect size estimations [86]. Log2FC translational efficiency was calculated as log2FC RPF − log2FC RNA from the DESeq2 results (Additional File 3: Table S2). DESeq2 was also used in the same manner to determine the log2FC in RNA in cytosolic and ER fraction following CNOT1 depletion (Additional File 5: Table S4).

### Differential ribosome occupancy across the CDS

For the total RNA data, transcripts per million (TPM) was calculated. For the RPFs, the read data was normalized for library size and for each read the nucleotide of the P-site start used (12 nt offset from read start). RPF counts at each position along the CDS of each mRNA were then normalized for the mRNA abundance using the TPM from the total RNA-seq. After this normalization to account for mRNA abundance changes, for each biological replicate a delta was conducted for the normalized RPF coverage along each mRNA between CNOT1 and control siRNA conditions. The delta for each mRNA was then averaged for the three biological replicates. For Fig. 3E, J, the delta in the distinct groups of mRNAs was binned into 40 windows across the CDS to account for the different CDS lengths of the mRNAs and the median change in ribosome occupancy in each window displayed.

### Gene Set Enrichment Analysis

Normalized enrichment scores for biological process, cellular component, and molecular function gene sets were calculated using the fgsea R package. Significant enrichment was determined using an adjusted *p* value threshold of < 0.05. The full list of significant results is in Additional File 4: Table S3.

### Synonymous codon usage

Synonymous codon usage is based on the fact that for many amino acids there are multiple codons that encode it. For each codon, the number present within a given CDS were counted and then normalized for the total number of possible codons that can encode the same amino acid in that CDS. This was conducted for each mRNA, and then for the distinctly regulated groups of mRNAs, this was then averaged across the group. The heatmaps are column-scaled as the comparison being made is the preferential use of the codons between the different groups of mRNAs (Fig. 5A). The colored bar indicates the nucleotide at the third position of the codon.

### Amino acid usage

For amino acid usage, the frequency of codons for each amino acid were counted per mRNA and normalized for the number of codons in the mRNA. The frequency for each amino acid was then averaged across the group of mRNAs (if the amino acid frequency for an mRNA was zero, it was excluded from the average). The heatmaps are column-scaled as the comparison being made is the use of the amino acid between the different groups of mRNAs (Fig. 5B). The colored bar indicates the type of amino acid side chains. For Fig. 5C, D, amino acids were classified as disorder-promoting (P|Q|E|S|K) as in [106].

### Ribosome pause site determination

For analysis of paused elongating ribosomes, all RPFs apart from those located in the first 15 and last 5 codons of the CDS were used. A pause site in each condition was defined as a position with a RPF peak height ten times greater than the average RPF peak on the mRNA. The change in peak height between conditions was determined as a delta between RPFs that had been normalized for the mRNA abundance (TPM). Pause sites were then classified as either “sustained” if there was no change in peak height; “resolved” if RPF peak height decrease was ten times greater than the average delta decrease across the mRNA; or “induced” if the increase in RPF peak height was ten times greater than the average delta increase (Fig. 6A). The mRNAs distinctly with one type of pause site are used in downstream analysis and the exact pause positions are indicated in Additional File 7: Table S6.

### Motif analysis

For the amino acid motifs generated in Fig. 6G–I, the Seq2Logo web app was used [111]. The settings used were P-Weighted Kullback-Leibler logo type, Hobohm1 clustering method, and 200 weight on prior.

### k-means clustering

For clustering of mRNAs based on their half-lives (Fig. 1B) in the presence and absence of CNOT1, the half-life values were log transformed and the optimal number of clusters determined using within cluster sum of squares. The factoextra R package was used for k-means analysis and cluster visualization. For clustering of mRNAs into ER-targeted and cytosolic mRNAs in control conditions (Fig. 3C), the RNA-seq counts were first transformed into counts per million (CPM) and adjusted using the ERCC spike-in sequences to account for differences in absolute RNA levels between the cytosolic and ER fractions.

### Statistics

The Kruskal-Wallis test was used for Fig. 3F–I. For all the figures requiring multiple comparisons, the Dunn test (FSA R package) was used to determine significance and Benjamini Hochberg method applied to correct for multiple hypothesis testing. For the groups of mRNAs distinctly regulated by the Ccr4-Not complex as identified in Fig. 4A, the full set of statistical comparisons between the data for each group are included in tables in Additional File 9 for clarity. *** indicates p.adj < 0.001, ** p.adj < 0.01 & * p.adj < 0.1. For Additional File 1: Fig S9B, a two-tailed paired *t*-test was used.

## Supplementary Information

**Additional file 1.** Supplementary figures.

**Additional file 2: Table S1.** log2FC mRNA half-life.

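Table S2 pairs each gene symbol with the shrunken log2 fold changes of RPFs and total RNA and their adjusted p-values. The copy at hand holds 1999 mRNAs, each with the same RPF and RNA changes as in the deposited table, and 6560 mRNAs could not be read.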

**Additional file 3: Table S2.** log2FC RNA & log2FC RPF (DESeq2 data).

**Additional file 4: Table S3.** Gene Ontology fgsea results.

**Additional file 5: Table S4.** ER/cyto fractionation RNA-seq.

**Additional file 6: Table S5.** pulsed SILAC.

**Additional file 7: Table S6.** pause site types.

**Additional file 8: Table S7.** qPCR primer sequences.

**Additional file 9.** Statistics for Main Figures 4 and 5C and Additional file 1: S10 B/C.

**Additional file 10.** Uncropped Western blots.

**Additional file 11.** Review history.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the GEO and ProteomeXchange repository. Transcriptional inhibition experiments RNA-seq data have been deposited under GSE158619 [137]. Ribosome profiling experiments (both small RNA and total RNA libraries) have been deposited under GSE158141 [138]. RNA-seq of mRNA in ER and cytosol fractions with and without depletion of CNOT1 is deposited under GSE183148 [139]. SILAC data is deposited under PXD015772 (repeat 1) [140] and PXD020305 (repeats 2 and 3) [141]. Code used for the analysis is available on github under a GNU General Public License v3.0 [142].

# Supplementary material for: Differential regulation of mRNA fate by the human Ccr4-Not complex is driven by coding sequence composition and mRNA localization
**Source:** Genome Biol. 2021 Oct 6;22:284. doi: 10.1186/s13059-021-02494-w
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figures.

Fig. S1

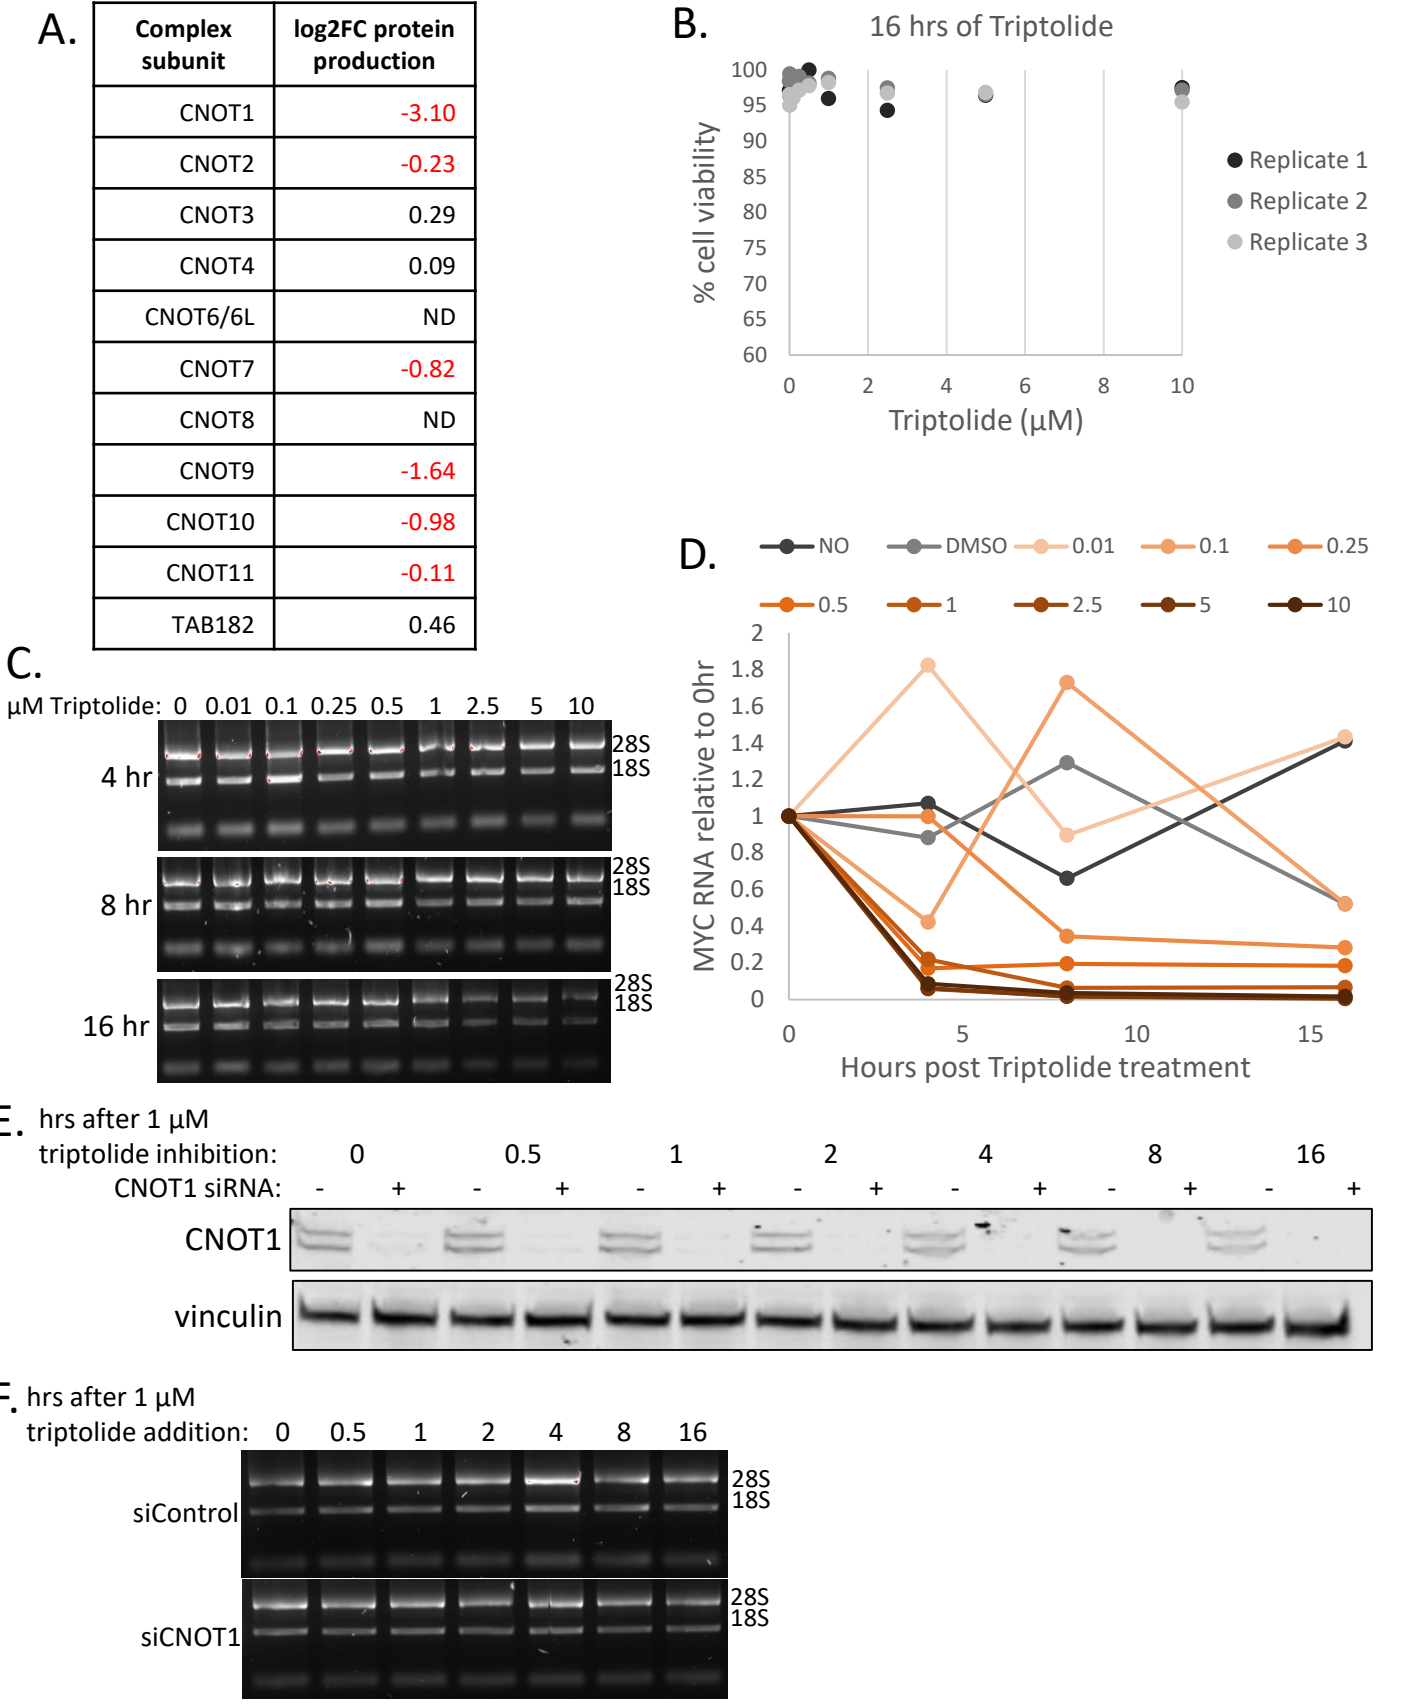

**Fig. S1: Transcriptional inhibition experiment quality control.** **A.** Change in the synthesis of Ccr4-Not complex subunits following CNOT1 depletion, data from the pulsed SILAC experiments detailed in Additional File 1: Fig. S8. ND = not detected. **B.** Triptolide does not negatively impact cell viability in the time period used. Cell viability was assessed using trypan blue staining at a range of 0-10μM triptolide after 16 hrs treatment. **C.** RNA integrity from triptolide-treated cells was assessed by agarose gel. **D.** qPCR for MYC across the range of triptolide concentrations at 4, 8, and 16hrs post-treatment shown relative to the MYC level at 0 hrs. **E.** Representative western blot confirming CNOT1 knockdown is maintained throughout the triptolide treatment. **F.** Representative agarose gel showing RNA integrity across the timepoints and conditions.

Fig. S2

Sequencing (Triptolide)

qPCR (Flavopiridol)

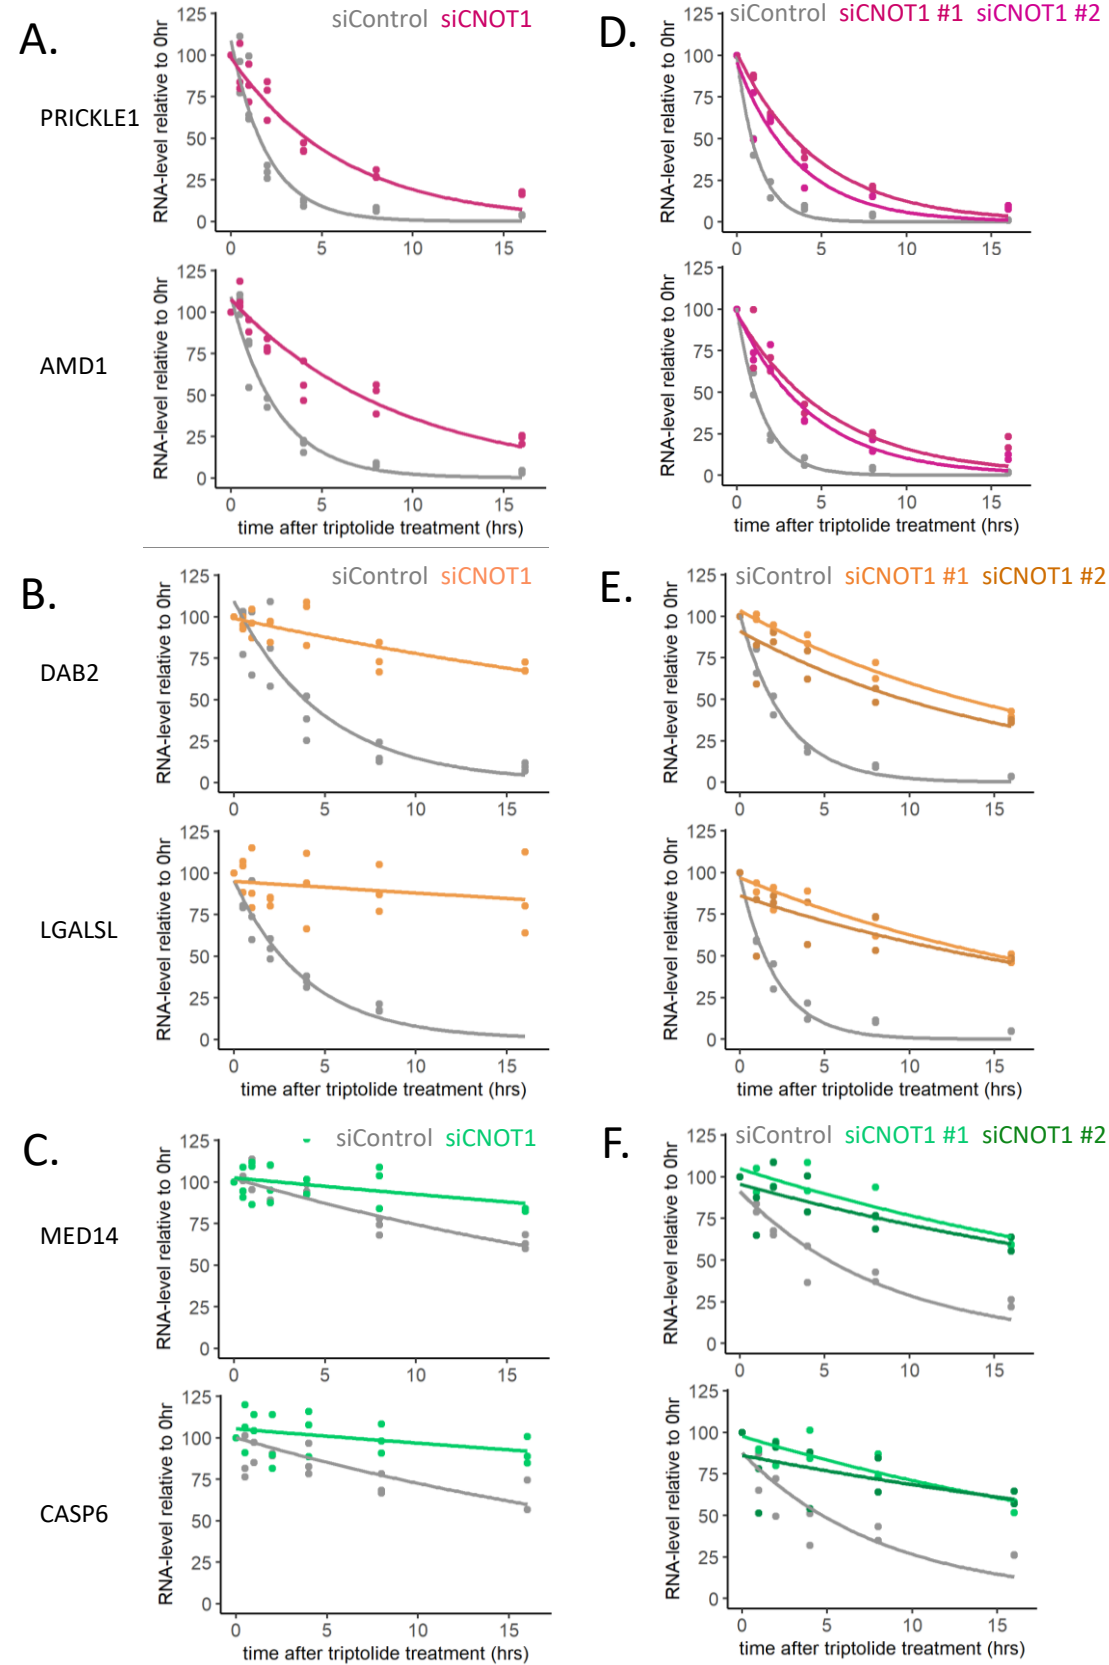

**Fig. S2: Validation of mRNA half-lives. ABC.** Example mRNA half-lives from the sequencing data used to determine global mRNA half-lives in the presence and absence of CNOT1. Examples are included for two mRNAs in each of the clusters in Fig. 1B. **DEF.** qPCR validations for the same mRNAs in ABC but using an alternative transcriptional inhibitor flavopiridol and an additional pool of siRNAs targeting CNOT1. This validates the mRNA half-lives for each of the clusters identified in Fig. 1B **D.** cluster 1. **E.** cluster 2 and **F.** cluster 3.

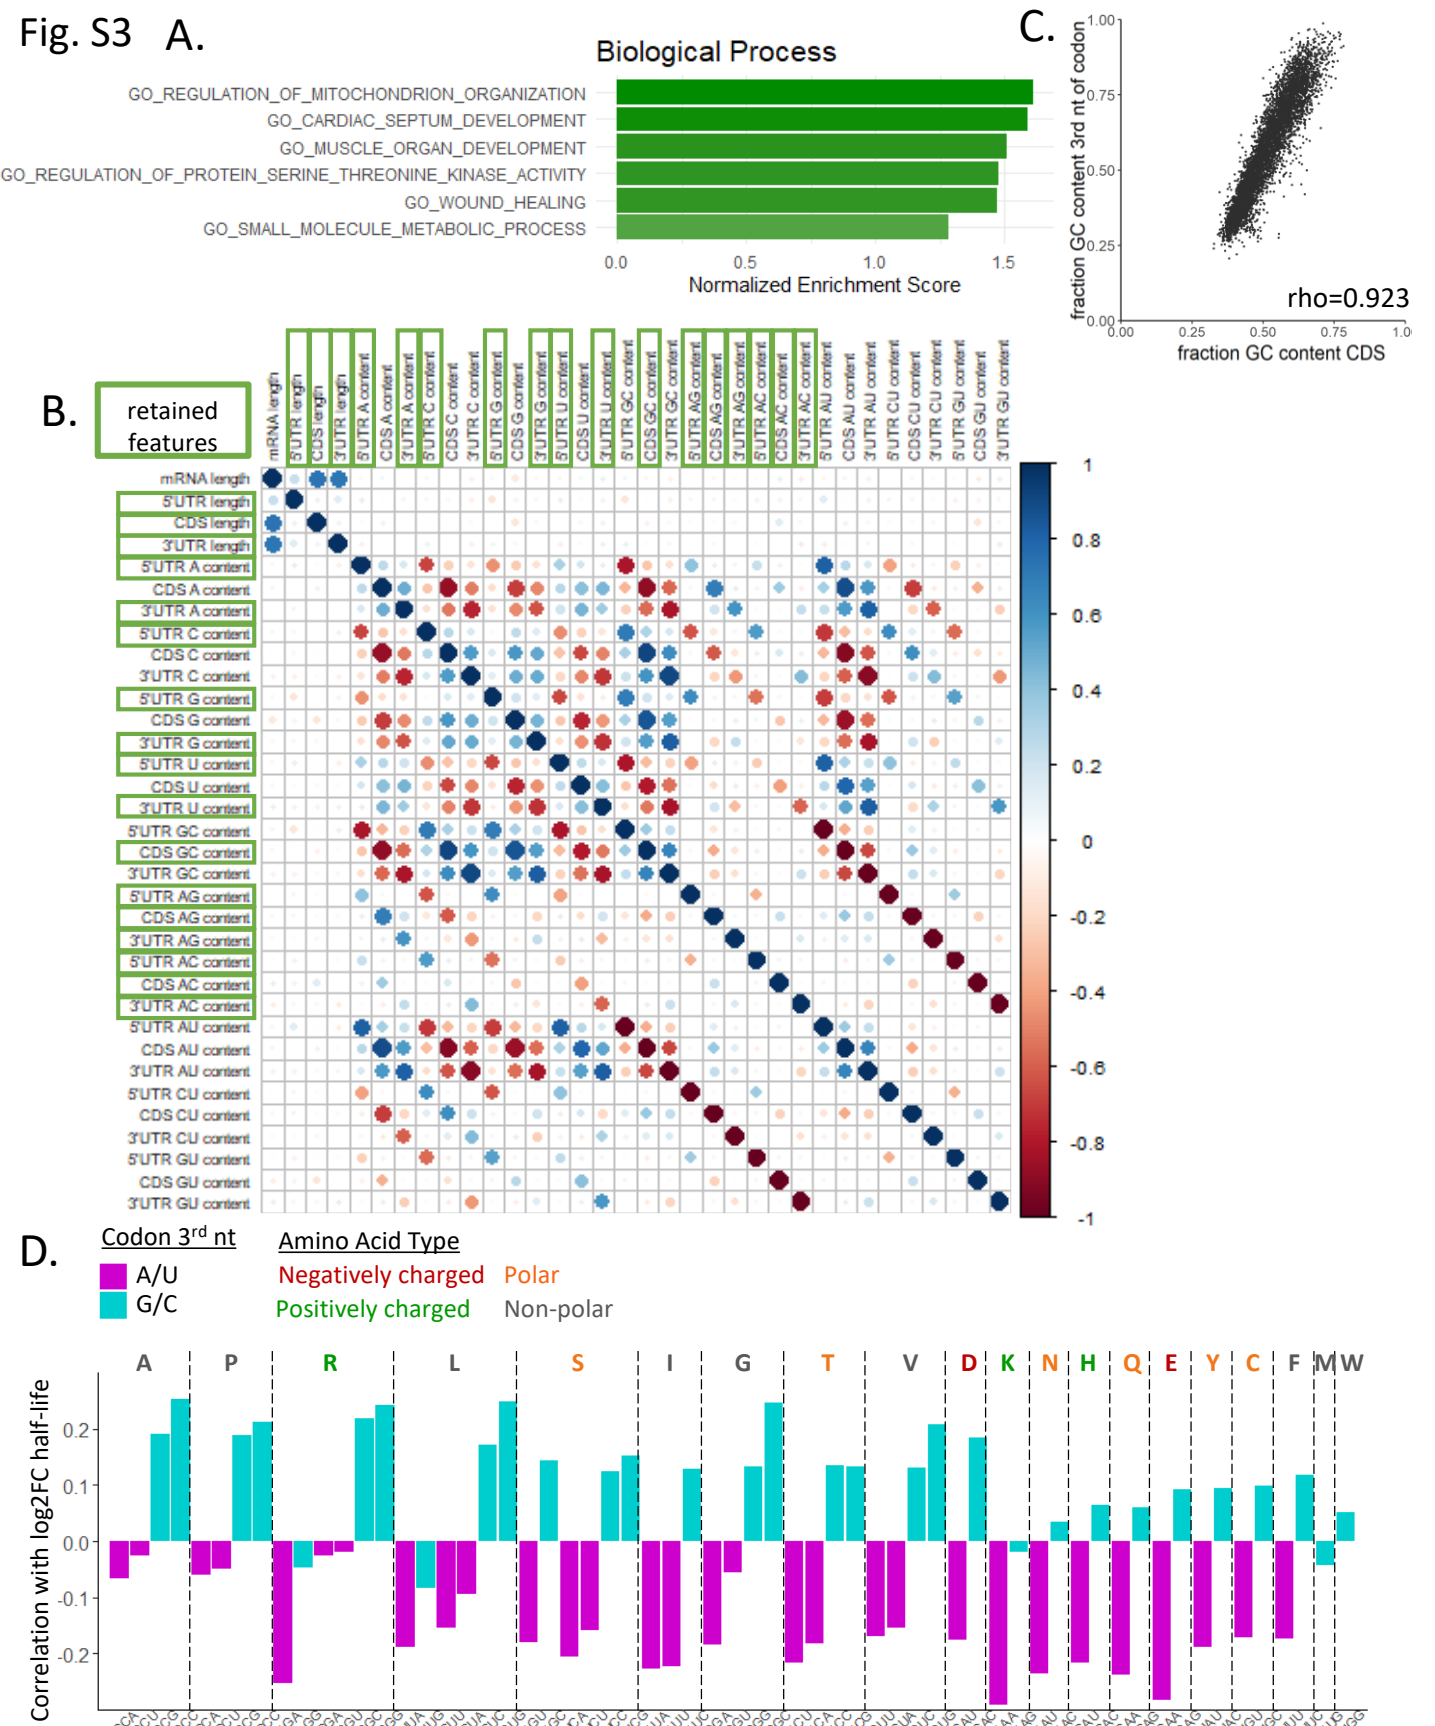

**Fig. S3: mRNA feature analysis.** **A.** The significant (adj.pval < 0.05) gene ontology biological process terms associated with an increase in mRNA half-life following CNOT1 depletion (conducted using the fgsea R package). **B.** Correlation matrix to identify highly correlated features. For features with a correlation coefficient > 0.75 only one of the features was retained. Retained features taken forward to feature importance analysis are highlighted. **C.** The correlation between the GC content of the CDS and the GC content of the 3<sup>rd</sup> nucleotide of the codons in the CDS. **D.** Correlation coefficient (Spearman's Rho) between the frequency of a given codon and the log<sub>2</sub>FC mRNA half-life (siCNOT1 / siControl) as in Fig. 1E, but reordered by the amino acid. Codons with an A/U at the 3<sup>rd</sup> nucleotide position are coloured in magenta and codons with a G/C at the 3<sup>rd</sup> nucleotide position are coloured in cyan. Amino acids are coloured by their charge/polarity type.

Fig. S4

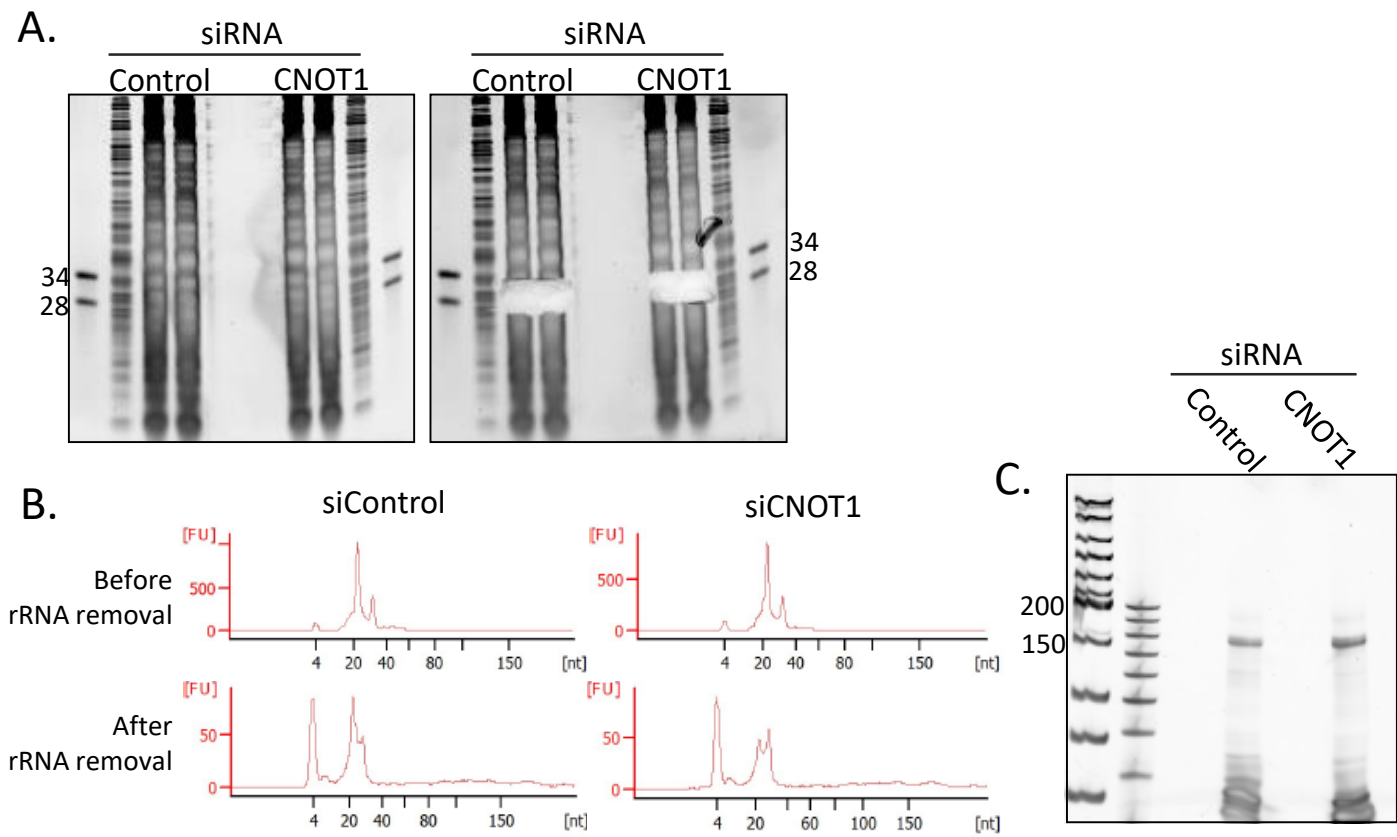

**Fig. S4: Ribosome profiling experiment quality control. A-C.** Representative examples of experimental quality control during RPF library production. **A.** TBE-Urea gel for extraction of RPFs (left=before, right= after extraction). Incision is made inclusive of the 28nt and exclusive of the 34nt marker position to avoid major contaminant rRNA fragments. **B.** Small RNA bioanalyzer chip traces of the extracted fragments before and after rRNA removal with Illumina RiboZero. **C.** TBE gel containing final small RNA libraries.

Fig. S5

A.

| siRNA   | Replicate | % rRNA |
|---------|-----------|--------|
| Control | 1         | 4.98   |
| Control | 2         | 5.00   |
| Control | 3         | 4.12   |
| CNOT1   | 1         | 11.05  |
| CNOT1   | 2         | 6.43   |
| CNOT1   | 3         | 8.40   |

B.

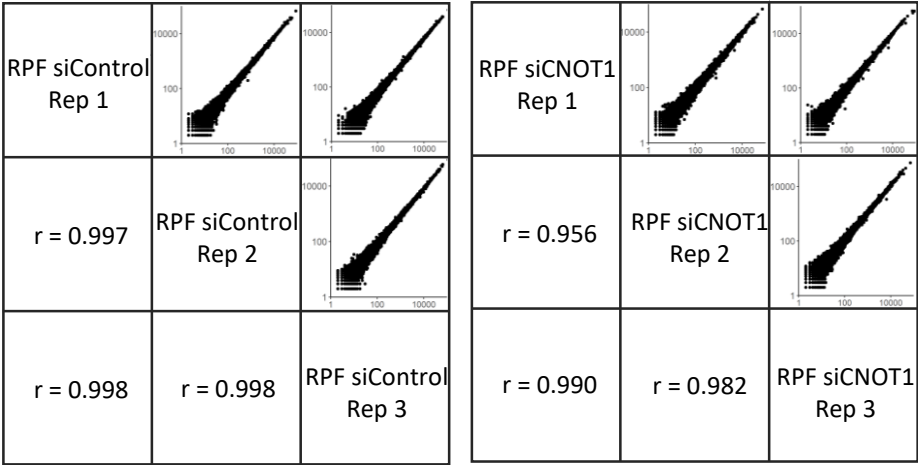

C.

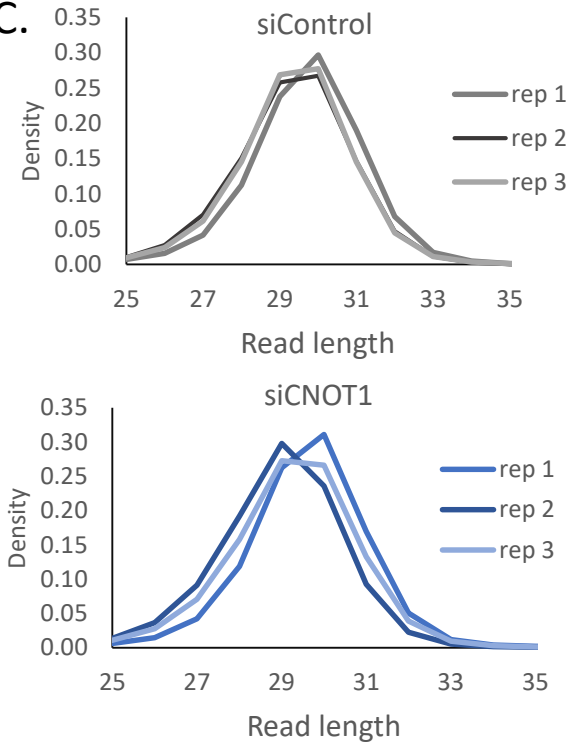

D.

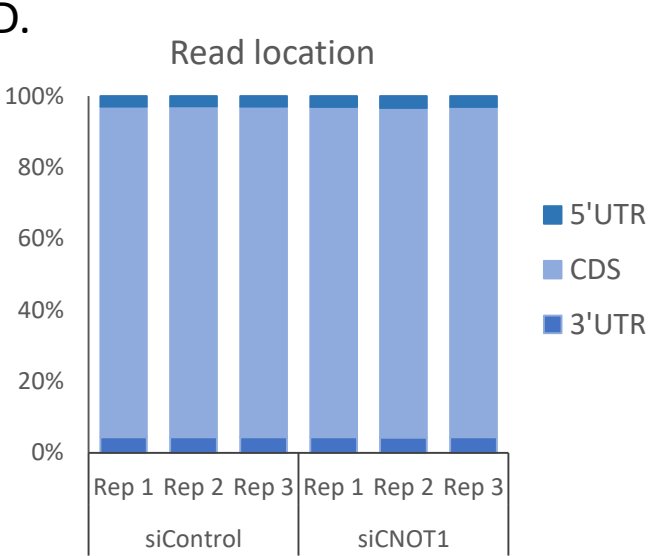

E.

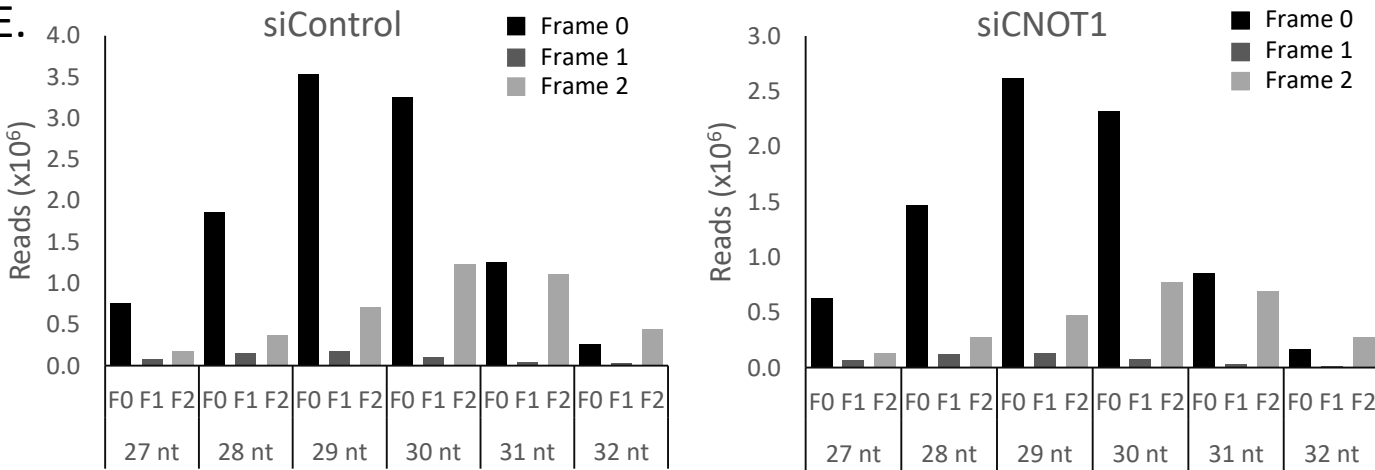

**Fig. S5: Ribosome profiling data quality control.** **A.** Proportion of reads that align to rRNA sequences in all samples. **B.** There is a high correlation across the biological replicates for the RPF sample read counts in both the control siRNA and CNOT1 siRNA treated samples. Pearson's  $r$  values are indicated. **C.** RPF samples show the expected read length distribution across the three replicates and both conditions. **D.** The majority of RPFs align to the CDS. Graph shows the proportion of RPFs aligning to the 5'UTR, CDS and 3'UTR. **E.** The frame distribution of read lengths 27 to 32 in control and CNOT1 siRNA treated samples. Data shown is for a representative replicate.

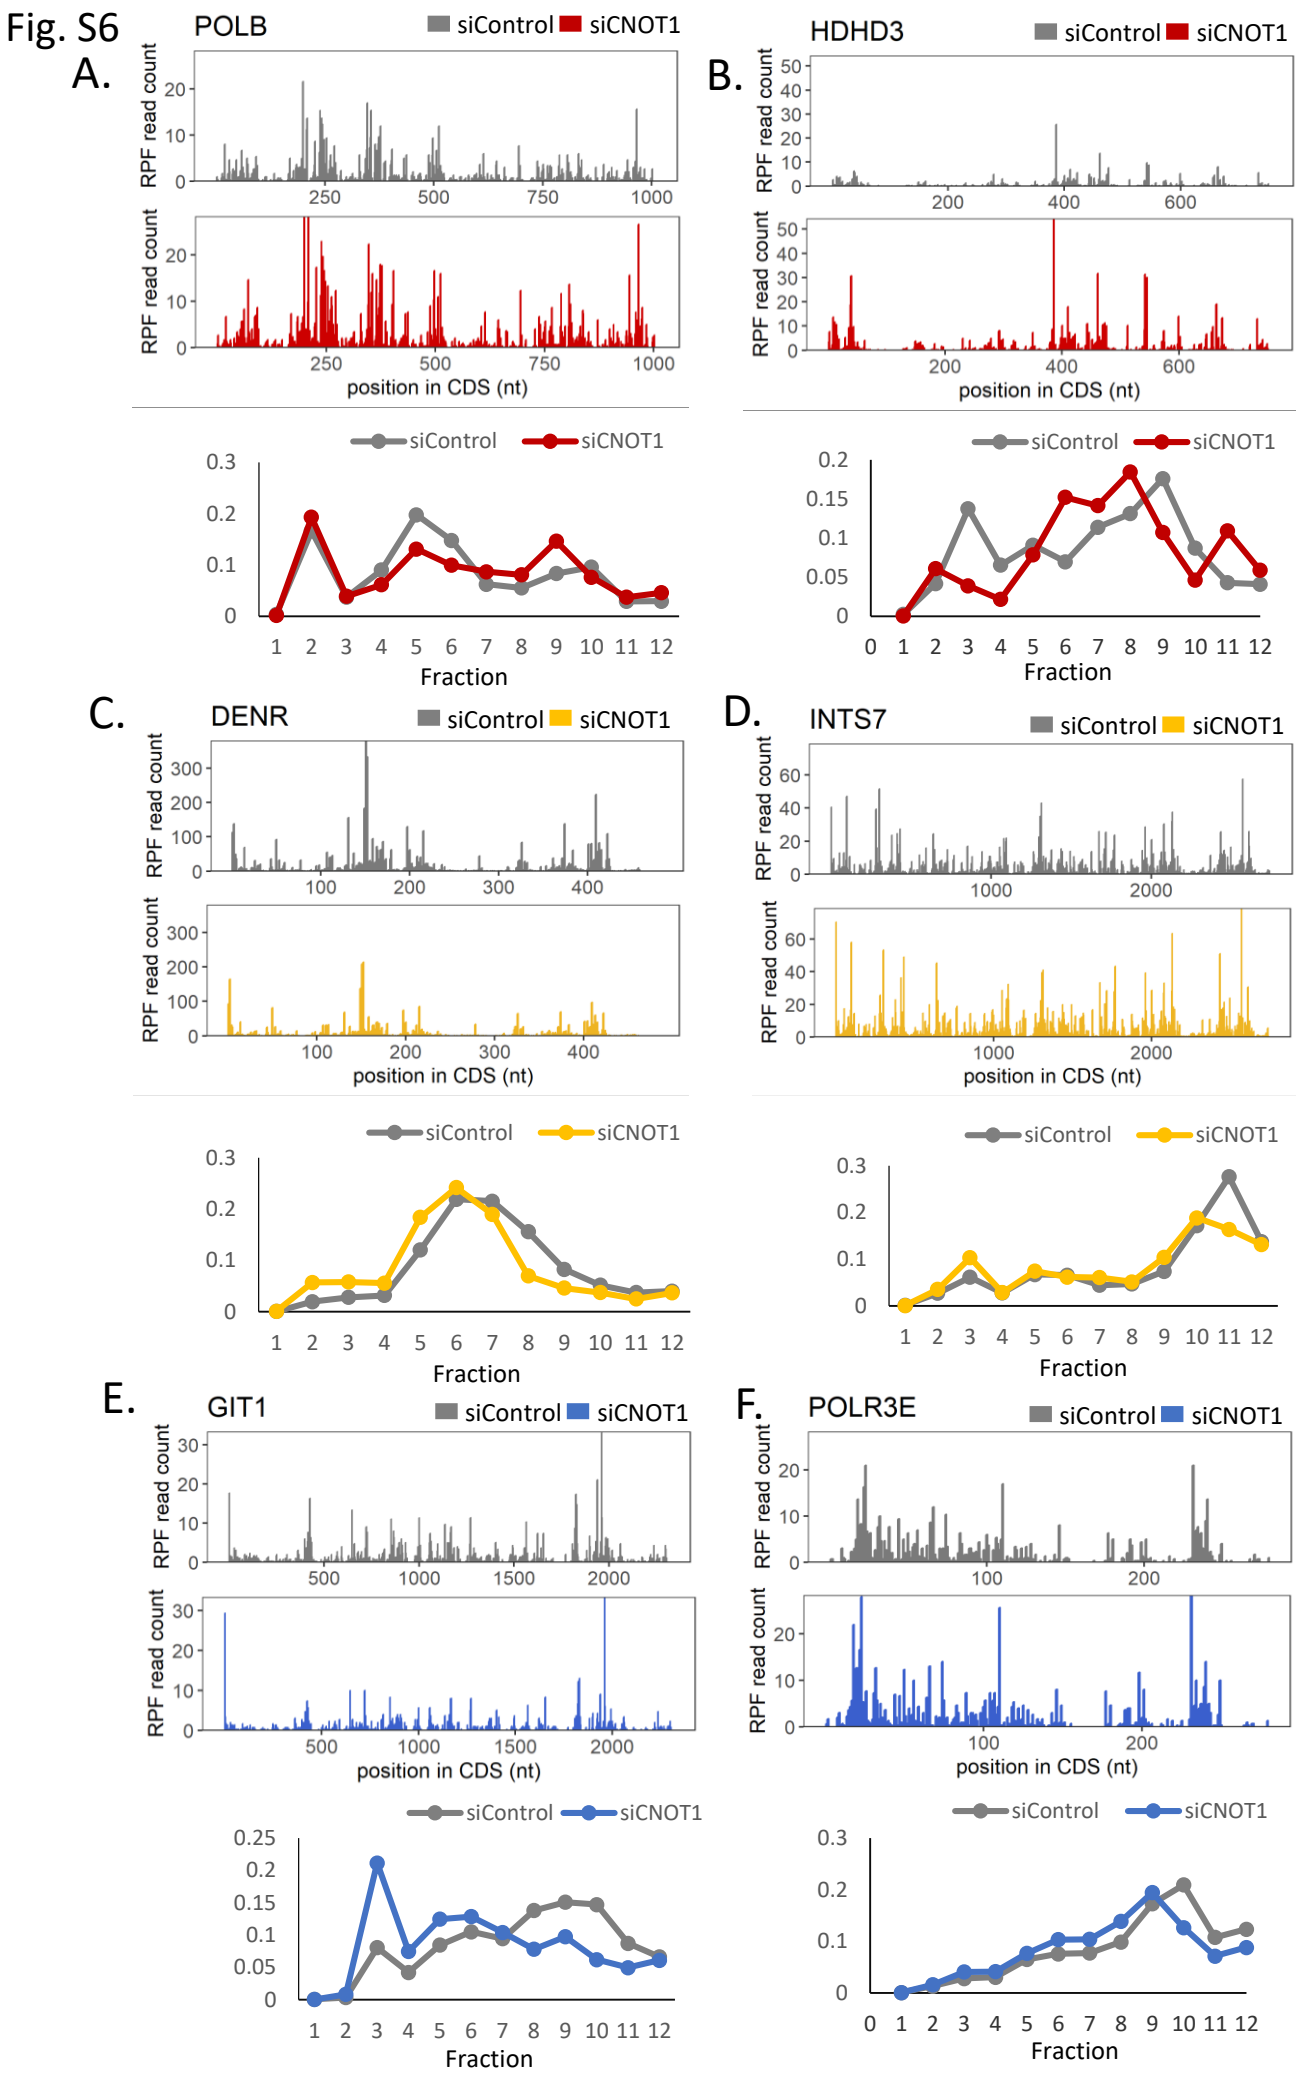

**Fig. S6: Ribosome occupancy for individual mRNA examples. A-F.** Average RPF read count from three biological replicates along the CDS of example mRNAs. This is shown for control (grey) and CNOT1 knockdown (coloured). Validation of ribosome profiling data (Fig. 2C) using qPCR along gradient fractions from an independent experiment with and without CNOT1 depletion (n=2, n=1 shown in Fig.2D-F). **AB.** POLB and HDHD3 that show increased TE after CNOT1 knockdown shift into polysomes. **CD.** DENR and INTS7 with no TE change after CNOT1 knockdown show minimal change in distribution across the gradient. **EF.** GIT1 and POLR3E that have decreased TE after CNOT1 knockdown shift towards the sub-polysomes.

Fig. S7

A.

| Biological Process                                            | Normalised Enrichment Score |      |
|---------------------------------------------------------------|-----------------------------|------|
| NADH DEHYDROGENASE COMPLEX ASSEMBLY                           |                             | 1.94 |
| MITOCHONDRIAL RESPIRATORY CHAIN COMPLEX ASSEMBLY              |                             | 1.90 |
| TRNA METABOLIC PROCESS                                        |                             | 1.75 |
| RESPIRATORY ELECTRON TRANSPORT CHAIN                          |                             | 1.68 |
| REGULATION OF CENTROSOME DUPLICATION                          |                             | 1.67 |
| TRNA MODIFICATION                                             |                             | 1.67 |
| REGULATION OF SISTER CHROMATID SEGREGATION                    |                             | 1.66 |
| CENTROSOME DUPLICATION                                        |                             | 1.65 |
| MITOCHONDRIAL GENE EXPRESSION                                 |                             | 1.63 |
| TRNA PROCESSING                                               |                             | 1.62 |
| CARDIAC CONDUCTION                                            | -2.00                       |      |
| VASCULAR ENDOTHELIAL GROWTH FACTOR RECEPTOR SIGNALING PATHWAY | -2.01                       |      |
| NEURON PROJECTION GUIDANCE                                    | -2.03                       |      |
| SECOND MESSENGER MEDIATED SIGNALING                           | -2.03                       |      |
| REGULATION OF RESPONSE TO WOUNDING                            | -2.04                       |      |
| REGULATION OF SYNAPSE STRUCTURE OR ACTIVITY                   | -2.05                       |      |
| SYNAPSE ORGANIZATION                                          | -2.05                       |      |
| CYCLIC NUCLEOTIDE MEDIATED SIGNALING                          | -2.07                       |      |
| CELL CELL ADHESION VIA PLASMA MEMBRANE ADHESION MOLECULES     | -2.11                       |      |
| EXTRACELLULAR STRUCTURE ORGANIZATION                          | -2.22                       |      |

B.

| Molecular Function                             | Normalised Enrichment Score |      |
|------------------------------------------------|-----------------------------|------|
| TRNA BINDING                                   |                             | 1.77 |
| DNA BINDING TRANSCRIPTION REPRESSOR ACTIVITY   |                             | 1.63 |
| PASSIVE TRANSMEMBRANE TRANSPORTER ACTIVITY     | -2.00                       |      |
| ACTIVE ION TRANSMEMBRANE TRANSPORTER ACTIVITY  | -2.00                       |      |
| GATED CHANNEL ACTIVITY                         | -2.03                       |      |
| PROTEIN KINASE ACTIVITY                        | -2.03                       |      |
| STRUCTURAL MOLECULE ACTIVITY                   | -2.03                       |      |
| MOLECULAR TRANSDUCER ACTIVITY                  | -2.11                       |      |
| PROTEIN TYROSINE KINASE ACTIVITY               | -2.12                       |      |
| TRANSMEMBRANE RECEPTOR PROTEIN KINASE ACTIVITY | -2.15                       |      |
| GROWTH FACTOR BINDING                          | -2.24                       |      |
| EXTRACELLULAR MATRIX STRUCTURAL CONSTITUENT    | -2.77                       |      |

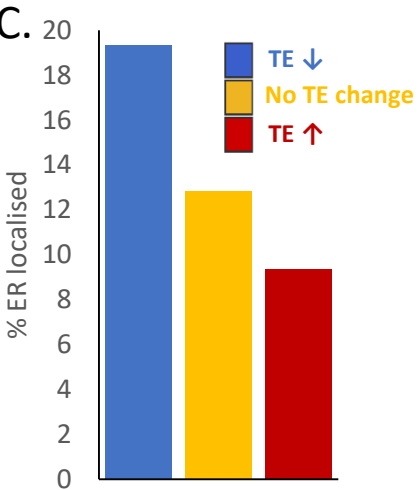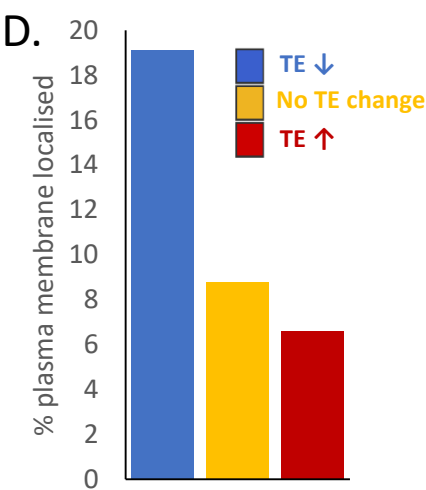

**Fig. S7: Gene set enrichment analysis. AB.** All mRNAs were ordered by the log2FC TE (siCNOT1/siControl) and gene set enrichment analysis conducted on the ranked list using the fgsea R package for **A.** biological processes & **B.** Molecular function. Red highlights terms with an enrichment associated with increased TE and blue highlights terms linked with a decreased TE following CNOT1 depletion. Up to a maximum of 10 significant terms (adj.pval < 0.05) are shown in this figure, the complete list of results are in Supplemental Table 3. **CD.** LOPIT data (from U2OS cells, (88)) was used to examine where the encoded proteins localise. mRNAs with decreased TE following CNOT1 depletion are enriched for proteins that localise to **C.** the ER & **D.** the plasma membrane.

Fig. S8

A.

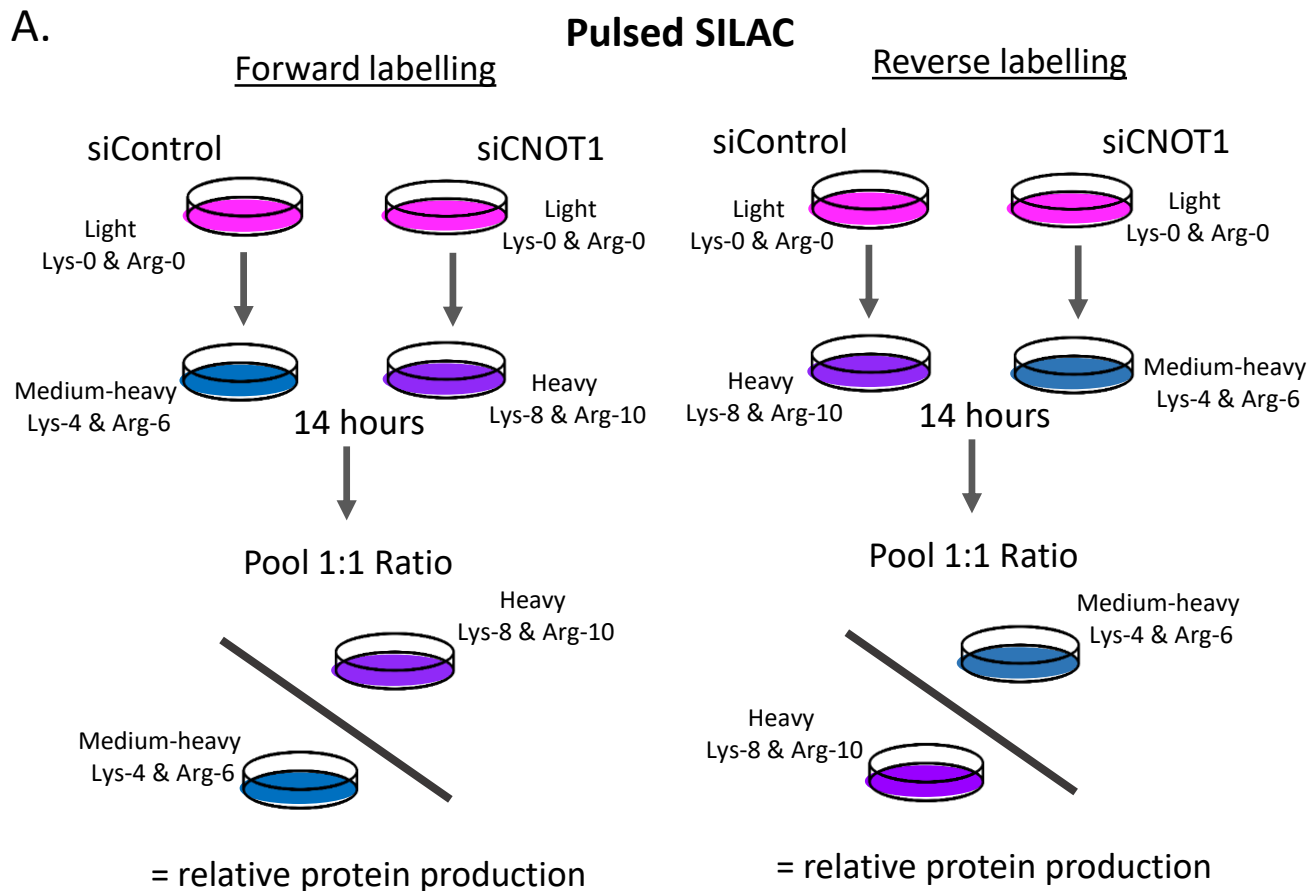

B.

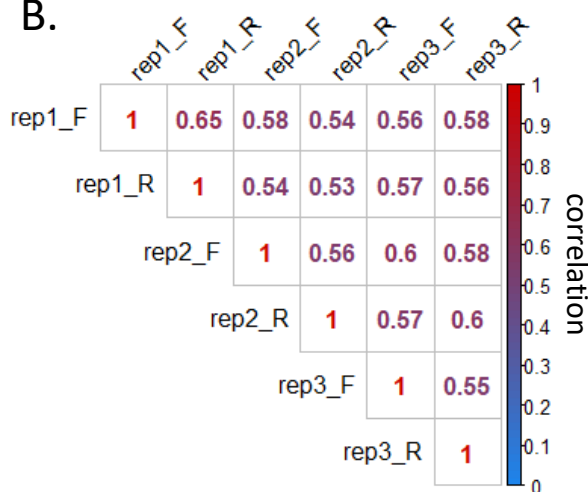

C.

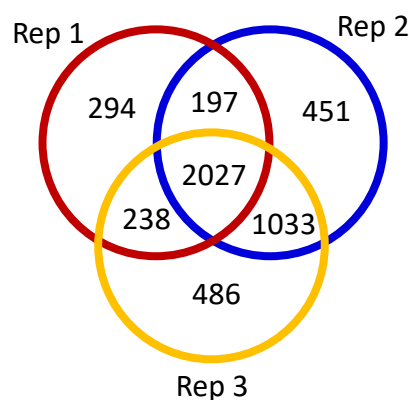

**Fig. S8: Pulsed SILAC quality control.** **A.** For each biological replicate of pulsed SILAC, two technical replicates are required – forward and reverse labelling. Light, medium-heavy and heavy indicate the isotope of lysine and arginine present in the medium. Cells were treated with control siRNA or CNOT1-targeting siRNA for 30 hrs, before addition of medium-heavy/heavy media to cells for 14hrs. **B.** Correlations between forward and reverse labelling methods and biological replicates for pulsed SILAC data. Shown is the Pearson correlation coefficient. **C.** Venn diagram of the overlap of proteins detected in each replicate. For each replicate only proteins detected in both the forward and reverse labelling were used.

Fig. S9

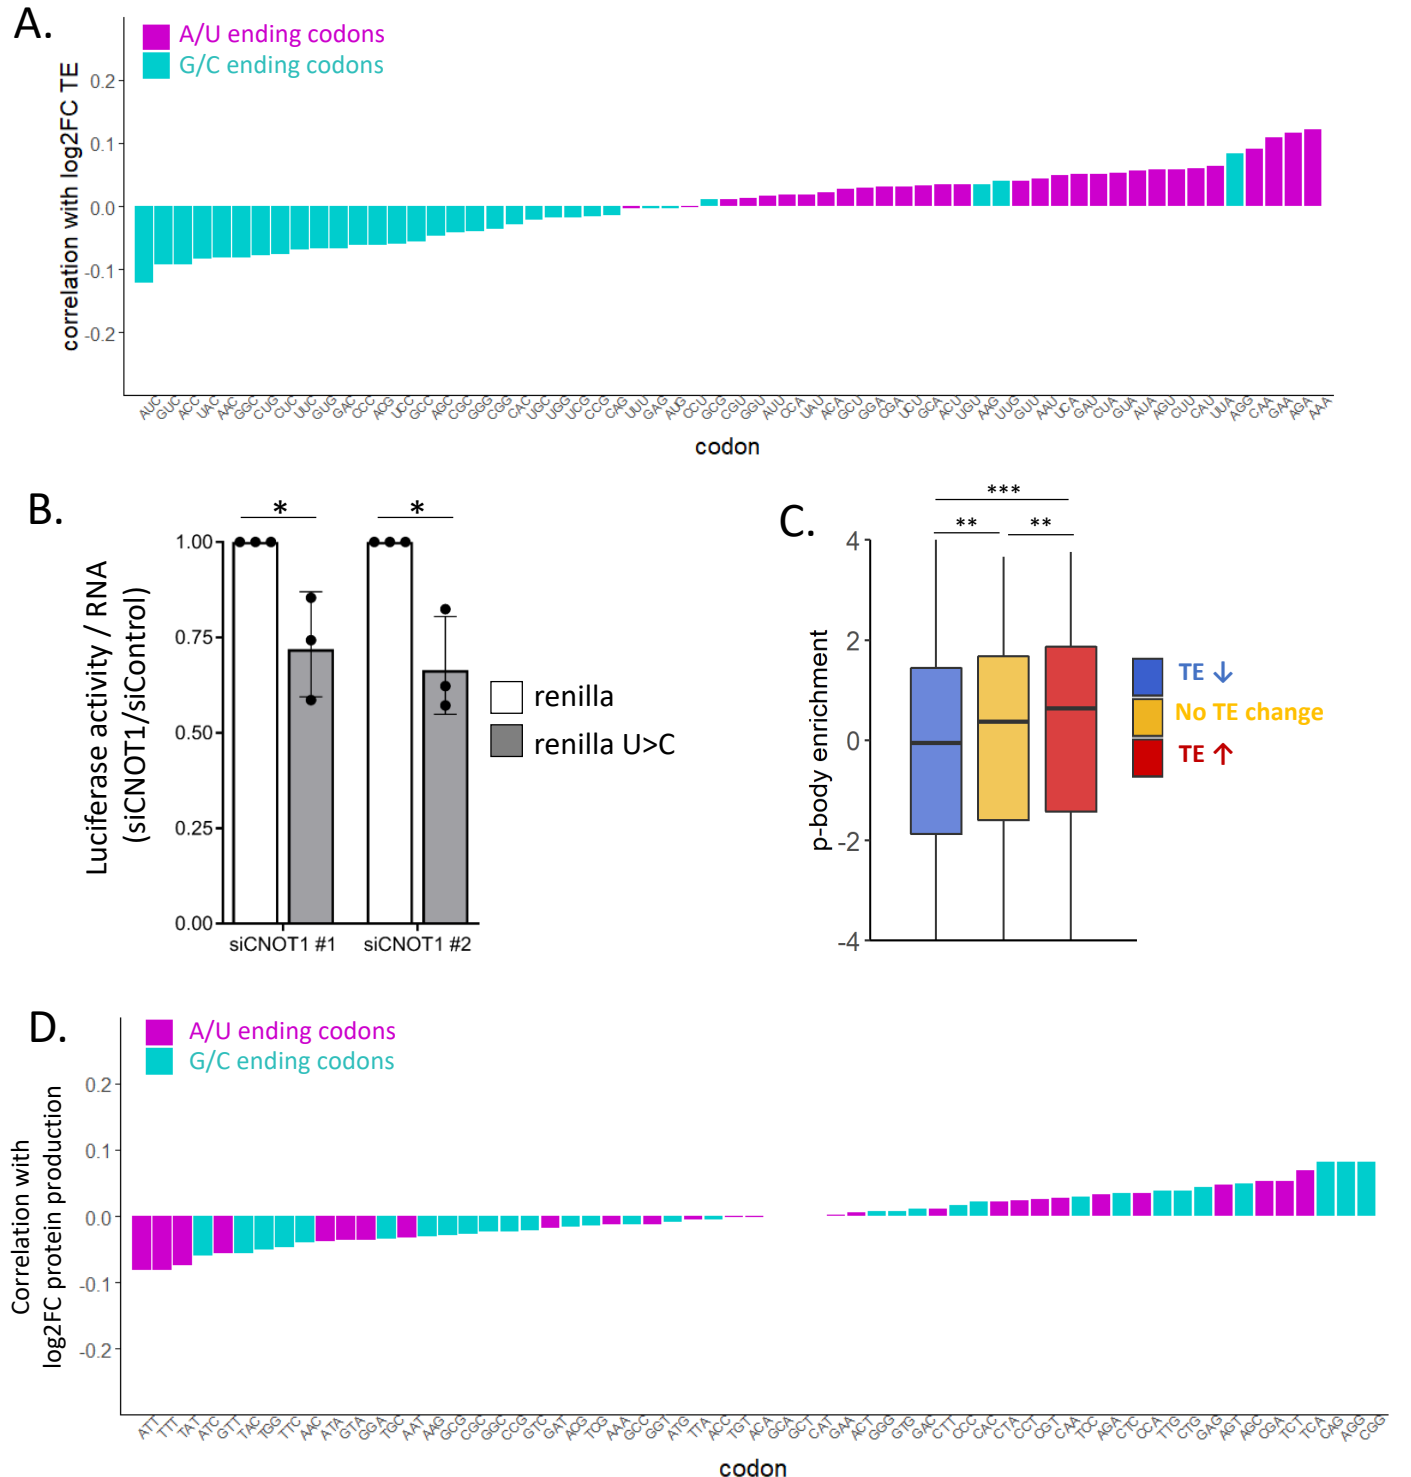

**Fig. S9 Codon frequency correlation with log2TE.** **A.** Correlation coefficient (Spearman's Rho) between the frequency of a given codon in an mRNA and the change in translational efficiency (siCNOT1/siControl) as determined by the ribosome profiling experiments. Codons with an A/U at the 3<sup>rd</sup> nucleotide position are coloured in magenta and codons with a G/C at the 3<sup>rd</sup> nucleotide position are coloured in cyan. **B.** The codons identified as most negatively correlated with the log2FC TE in (A) – AUC/GUC/ACC were introduced at synonymous positions in the Renilla CDS (AUU/GUU/ACU). Renilla translational efficiency is calculated by the luciferase activity / luciferase RNA level (after normalisation to Firefly luciferase transfection control). The graph shows the translational efficiency change with CNOT1 depletion and the difference between the original Renilla CDS and the codon altered CDS. **C.** mRNAs with increased TE when CNOT1 is depleted are enriched in p-bodies in control conditions (data from HEK293 cells, (94)). **D.** Correlation coefficient (Spearman's Rho) between the frequency of a given codon in an mRNA and the change in protein production (siCNOT1/siControl) as determined by pulsed SILAC experiments. Codons with an A/U at the 3<sup>rd</sup> nucleotide position are coloured in magenta and codons with a G/C at the 3<sup>rd</sup> nucleotide position are coloured in cyan.

Fig. S10

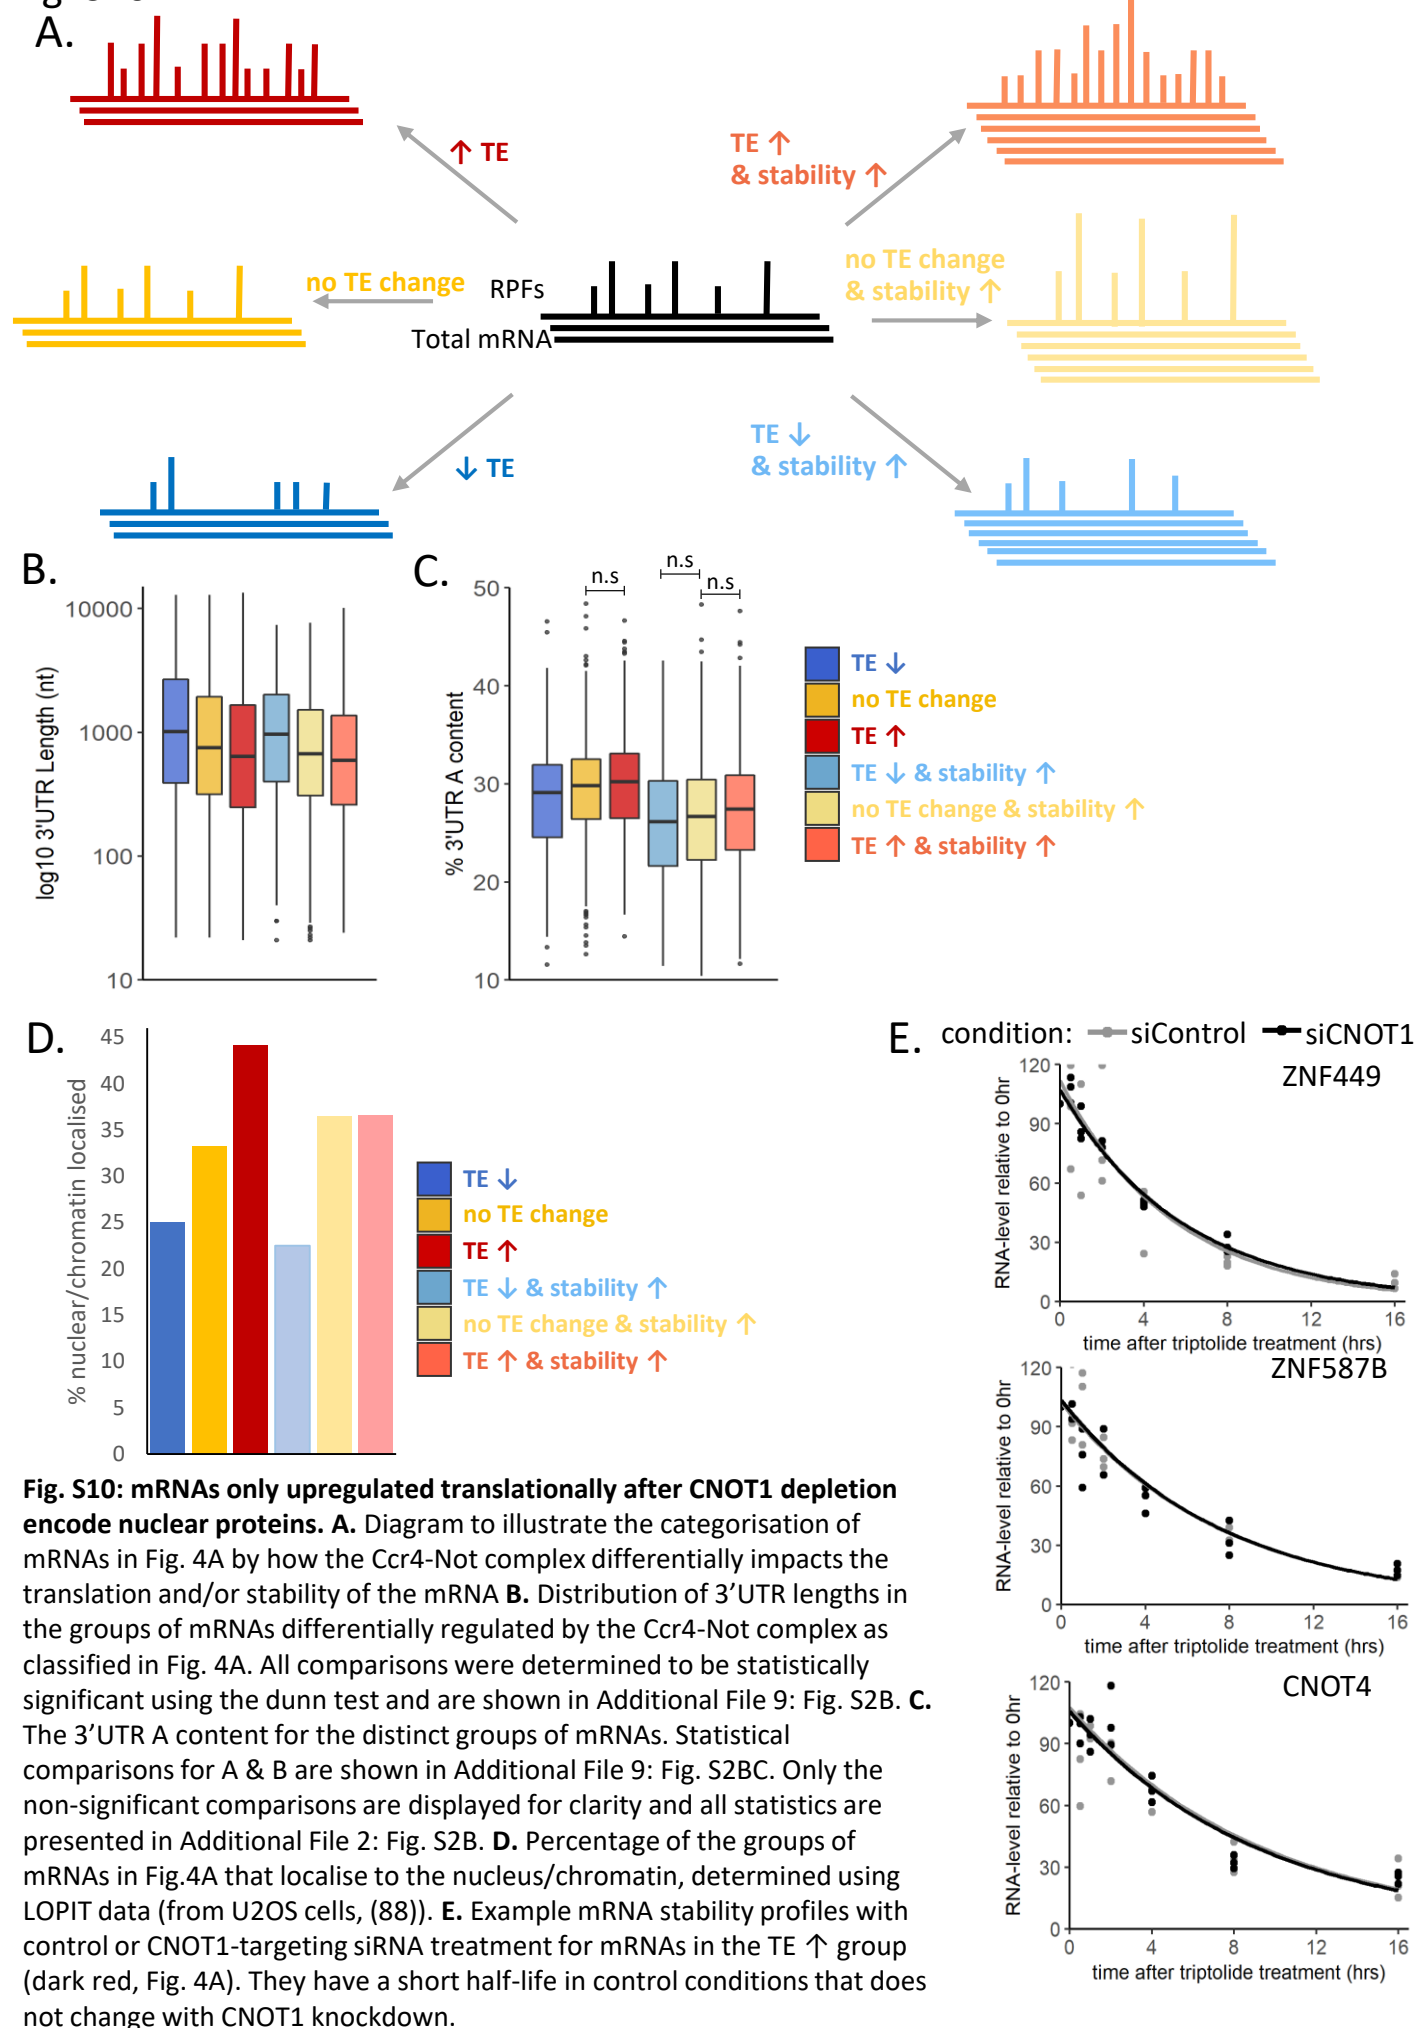

**Fig. S11**

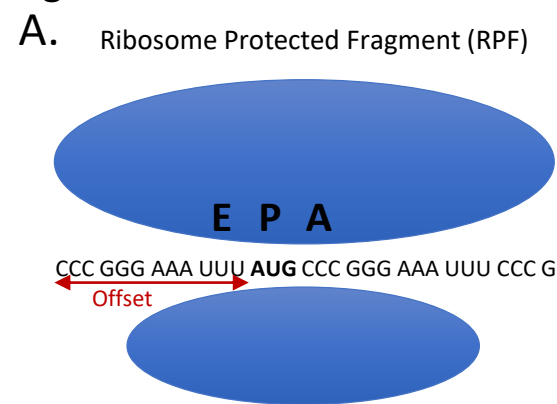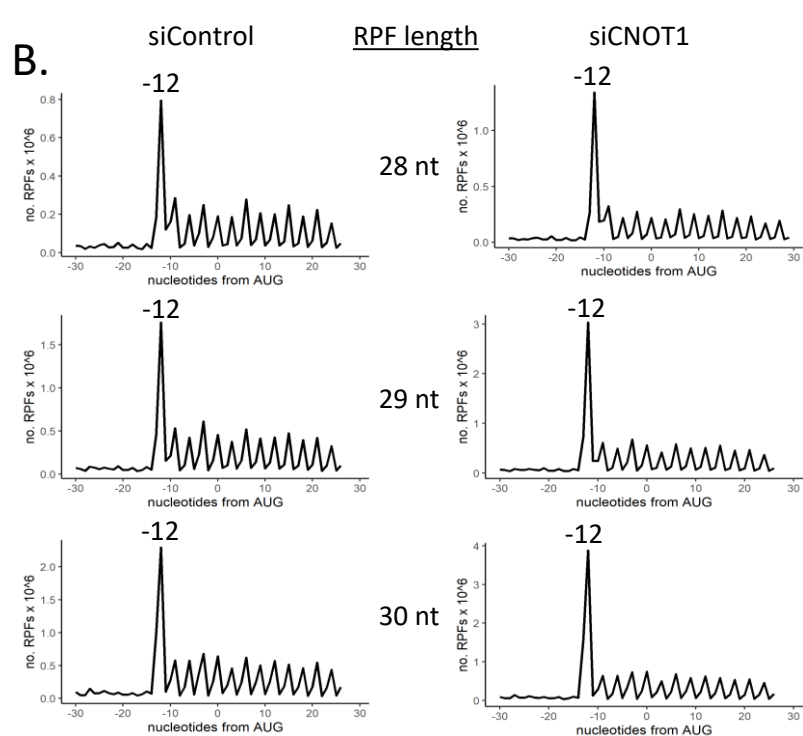

**Fig. S11: Precise ribosome residency. A.** To be able to assign the location of the E/P/A tRNA binding sites of the ribosome, an offset needs to be applied from the start of the read. The start codons have high ribosome occupancy so by looking at the positions of the read starts around this region, as in B, the offset to position the peak at the P-site. **B.** Plots show the RPF read distribution around the AUG start codon of all transcripts for a representative replicate. P-site offset is determined to be 12nt and thus the E-site offset is 9nt and A-site offset 15nt.

# Supplementary material for: Differential regulation of mRNA fate by the human Ccr4-Not complex is driven by coding sequence composition and mRNA localization
**Source:** Genome Biol. 2021 Oct 6;22:284. doi: 10.1186/s13059-021-02494-w
**Supplement:** Supplementary file 9 — Additional file 9. Statistics for Main Figures 4 and 5C and Additional file 1: S10 B/C.

A. Protein production (Fig. 4B)

| No TE change | TE ↓ | TE ↑ & stability ↑ | No TE change & stability ↑ | TE ↓ & stability ↑ |                            |
|--------------|------|--------------------|----------------------------|--------------------|----------------------------|
| *            | ***  | **                 | *                          | n.s                | TE ↑                       |
|              | **   | ***                | ***                        | *                  | No TE change               |
|              |      | ***                | ***                        | ***                | TE ↓                       |
|              |      |                    | *                          | **                 | TE ↑ & stability ↑         |
|              |      |                    |                            | *                  | No TE change & stability ↑ |

\*\*\* p.adj < 0.001  
\*\* p.adj < 0.01  
\* p.adj < 0.1

B. CDS length (Fig. 4D)

| No TE change | TE ↓ | TE ↑ & stability ↑ | No TE change & stability ↑ | TE ↓ & stability ↑ |                            |
|--------------|------|--------------------|----------------------------|--------------------|----------------------------|
| *            | ***  | ***                | ***                        | *                  | TE ↑                       |
|              | ***  | ***                | ***                        | ***                | No TE change               |
|              |      | ***                | ***                        | ***                | TE ↓                       |
|              |      |                    | **                         | ***                | TE ↑ & stability ↑         |
|              |      |                    |                            | **                 | No TE change & stability ↑ |

\*\*\* p.adj < 0.001  
\*\* p.adj < 0.01  
\* p.adj < 0.1

C. GC content (Fig. 4E)

| No TE change | TE ↓ | TE ↑ & stability ↑ | No TE change & stability ↑ | TE ↓ & stability ↑ |                            |
|--------------|------|--------------------|----------------------------|--------------------|----------------------------|
| n.s          | **   | ***                | ***                        | ***                | TE ↑                       |
|              | **   | ***                | ***                        | ***                | No TE change               |
|              |      | ***                | ***                        | ***                | TE ↓                       |
|              |      |                    | n.s                        | n.s                | TE ↑ & stability ↑         |
|              |      |                    |                            | **                 | No TE change & stability ↑ |

\*\*\* p.adj < 0.001  
\*\* p.adj < 0.01  
\* p.adj < 0.1

D. AG content (Fig. 4F)

| No TE change | TE ↓ | TE ↑ & stability ↑ | No TE change & stability ↑ | TE ↓ & stability ↑ |                            |
|--------------|------|--------------------|----------------------------|--------------------|----------------------------|
| **           | ***  | ***                | ***                        | ***                | TE ↑                       |
|              | ***  | ***                | ***                        | ***                | No TE change               |
|              |      | n.s                | *                          | ***                | TE ↓                       |
|              |      |                    | n.s                        | ***                | TE ↑ & stability ↑         |
|              |      |                    |                            | ***                | No TE change & stability ↑ |

\*\*\* p.adj < 0.001  
\*\* p.adj < 0.01  
\* p.adj < 0.1

A. Disorder promoting AAs (Fig. 5C)

| No TE change | TE ↓ | TE ↑ & stability ↑ | No TE change & stability ↑ | TE ↓ & stability ↑ |                            |
|--------------|------|--------------------|----------------------------|--------------------|----------------------------|
| ***          | ***  | ***                | ***                        | ***                | TE ↑                       |
|              | ***  | ***                | ***                        | ***                | No TE change               |
|              |      | n.s                | n.s                        | n.s                | TE ↓                       |
|              |      |                    | n.s                        | n.s                | TE ↑ & stability ↑         |
|              |      |                    |                            | n.s                | No TE change & stability ↑ |

\*\*\* p.adj < 0.001  
\*\* p.adj < 0.01  
\* p.adj < 0.1

B. 3'UTR length (Fig. S10B)

| No TE change | TE ↓ | TE ↑ & stability ↑ | No TE change & stability ↑ | TE ↓ & stability ↑ |                            |
|--------------|------|--------------------|----------------------------|--------------------|----------------------------|
| *            | ***  | ***                | ***                        | *                  | TE ↑                       |
|              | ***  | ***                | ***                        | ***                | No TE change               |
|              |      | ***                | ***                        | ***                | TE ↓                       |
|              |      |                    | **                         | ***                | TE ↑ & stability ↑         |
|              |      |                    |                            | **                 | No TE change & stability ↑ |

\*\*\* p.adj < 0.001  
\*\* p.adj < 0.01  
\* p.adj < 0.1

C. 3'UTR A content (Fig. S10C)

| No TE change | TE ↓ | TE ↑ & stability ↑ | No TE change & stability ↑ | TE ↓ & stability ↑ |                            |
|--------------|------|--------------------|----------------------------|--------------------|----------------------------|
| n.s          | **   | ***                | ***                        | ***                | TE ↑                       |
|              | *    | ***                | ***                        | ***                | No TE change               |
|              |      | *                  | ***                        | ***                | TE ↓                       |
|              |      |                    | n.s                        | *                  | TE ↑ & stability ↑         |
|              |      |                    |                            | n.s                | No TE change & stability ↑ |

\*\*\* p.adj < 0.001  
\*\* p.adj < 0.01  
\* p.adj < 0.1

**Additional File 2, Fig. S2: Statistics for Main Figure 5C Additional File 1 S10BC.**  
Dunn test was used with Benjamini-Hochberg correction for multiple hypothesis testing correction.

# Supplementary material for: Differential regulation of mRNA fate by the human Ccr4-Not complex is driven by coding sequence composition and mRNA localization
**Source:** Genome Biol. 2021 Oct 6;22:284. doi: 10.1186/s13059-021-02494-w
**Supplement:** Supplementary file 10 — Additional file 10. Uncropped Western blots.

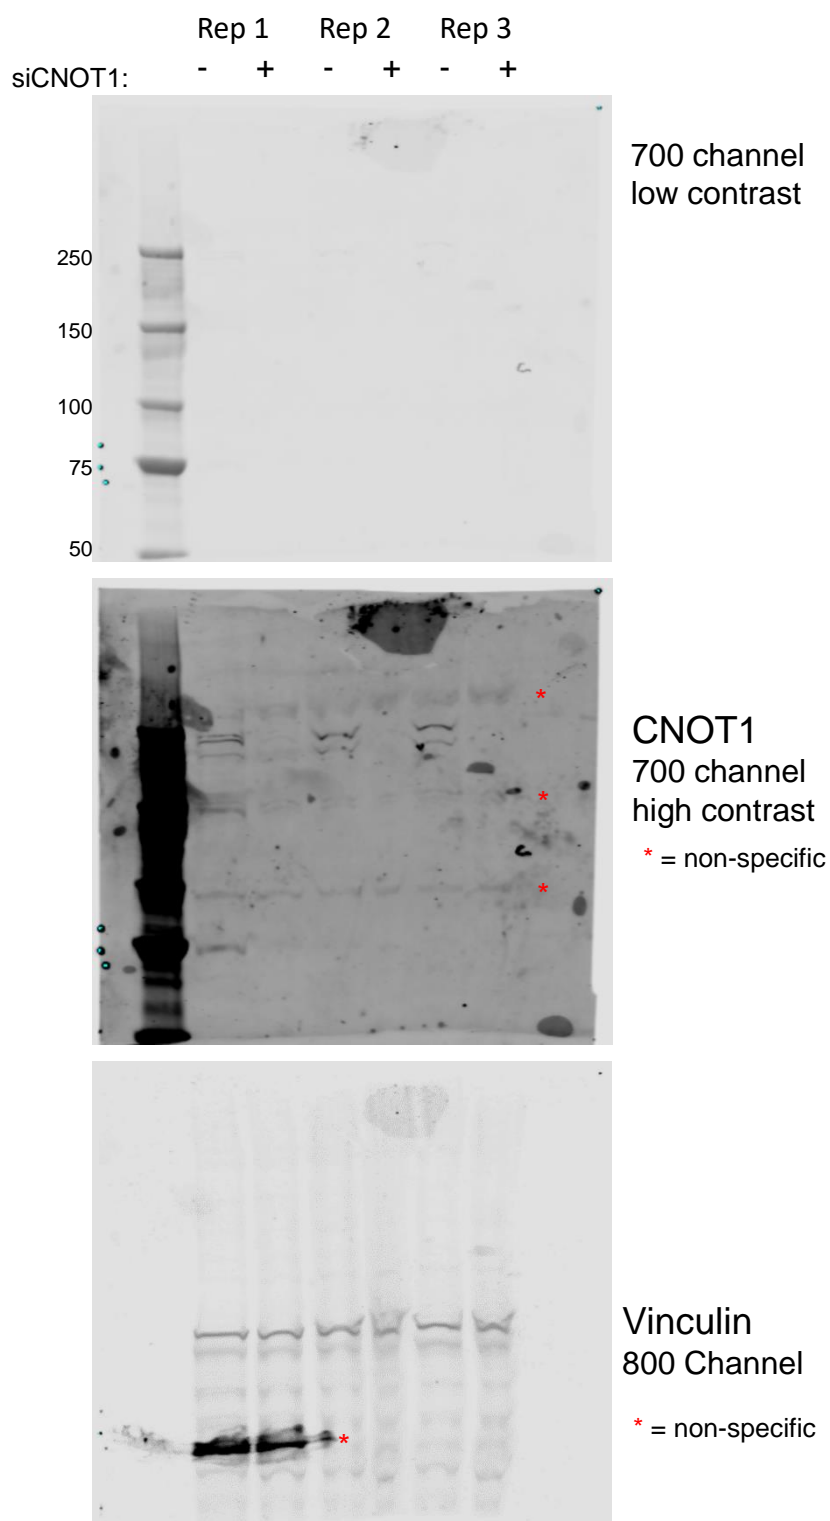

**Additional File 3, Fig. S1: Uncropped western blot for Fig. 2A.**  
 Same membrane used for dual probing of CNOT1 and vinculin,  
 with two different detection channels used.

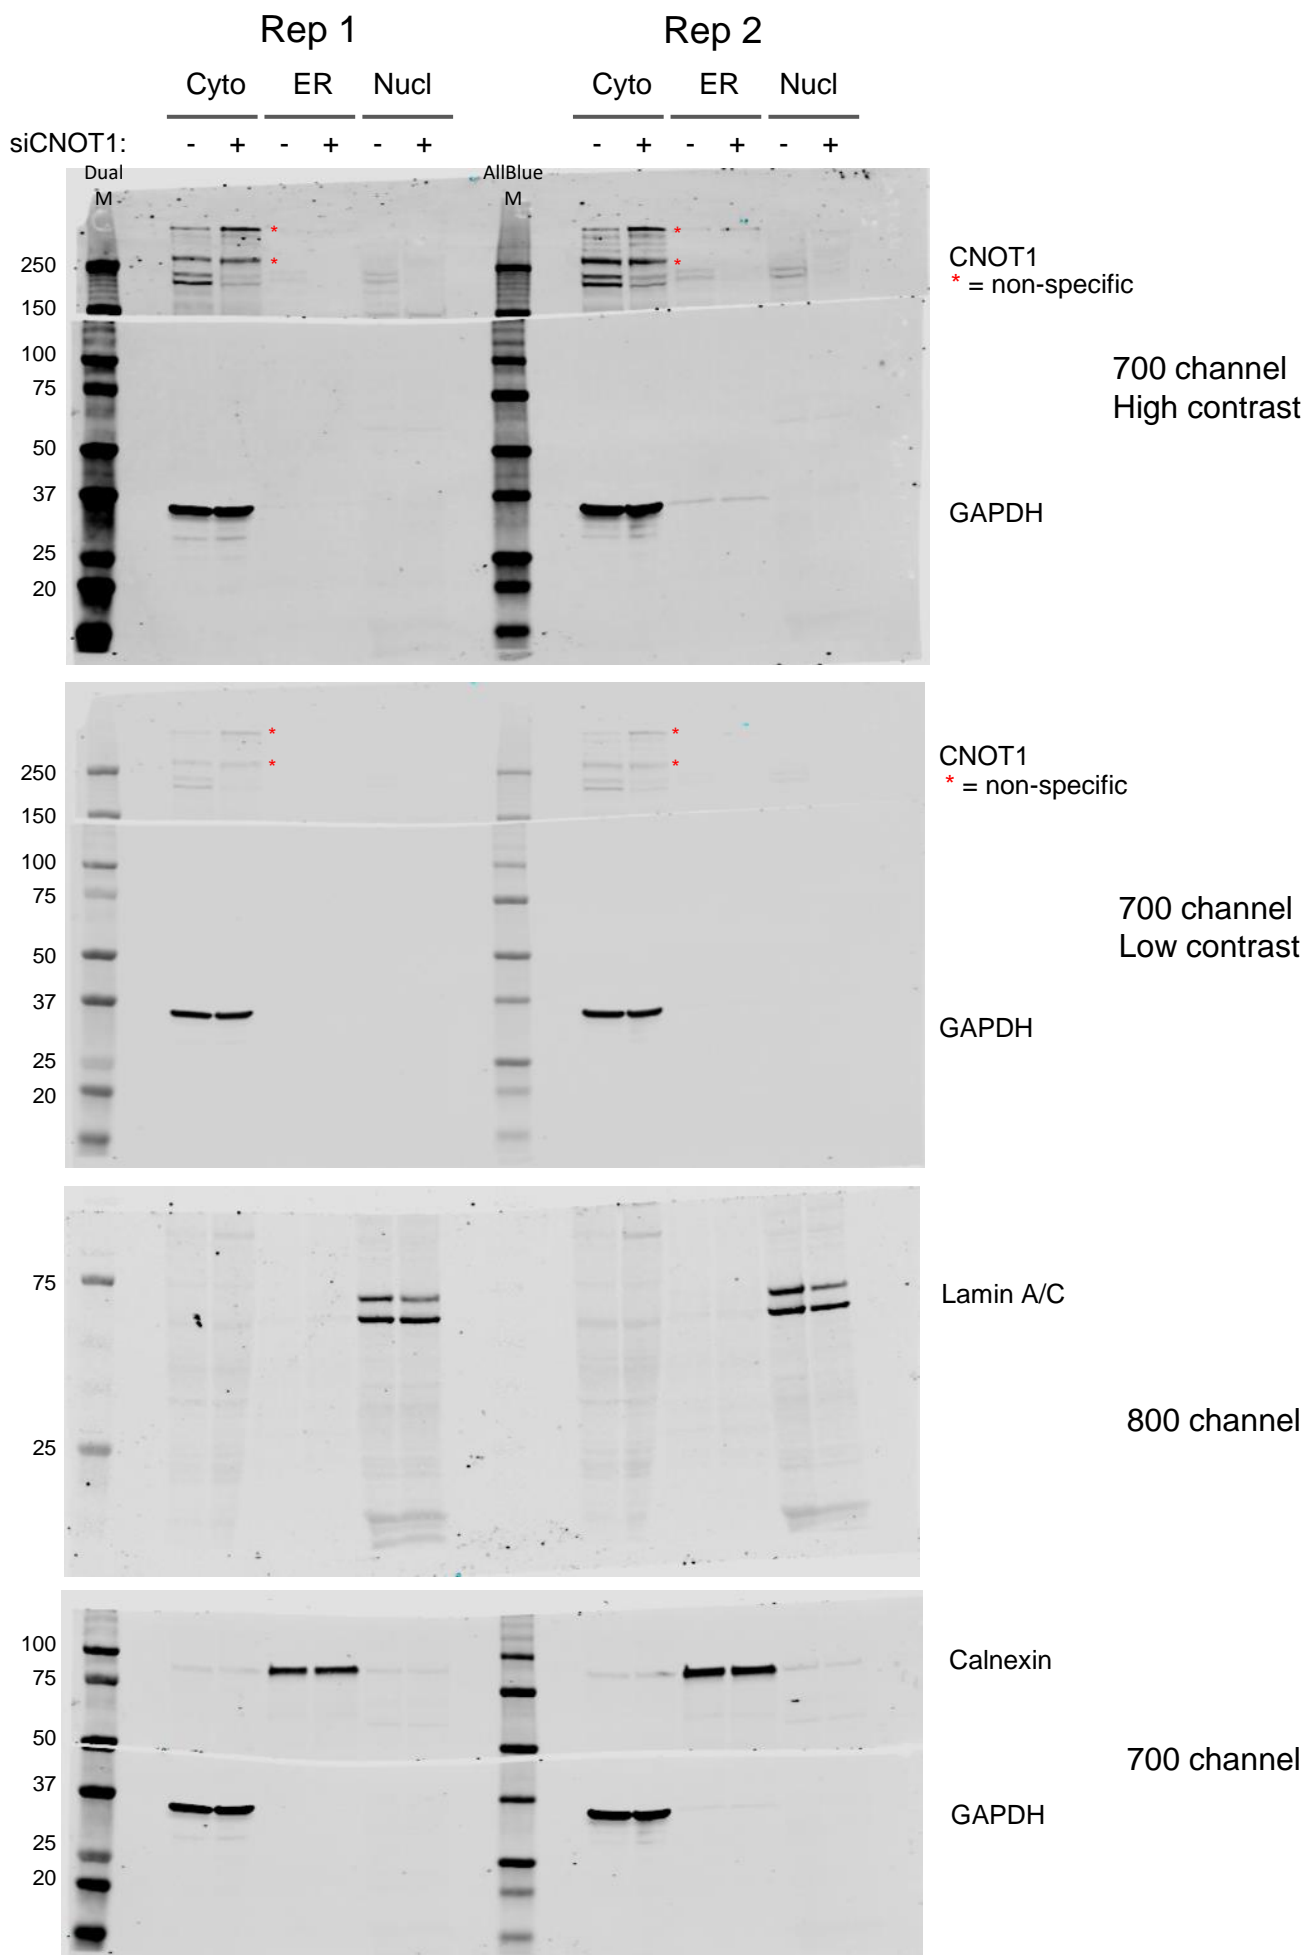

**Additional File 3, Fig. S2: Uncropped western blot for Fig. 3B.** Same membrane with parallel probing of CNOT1/GAPDH/LaminAC and sequential probing of Calnexin.

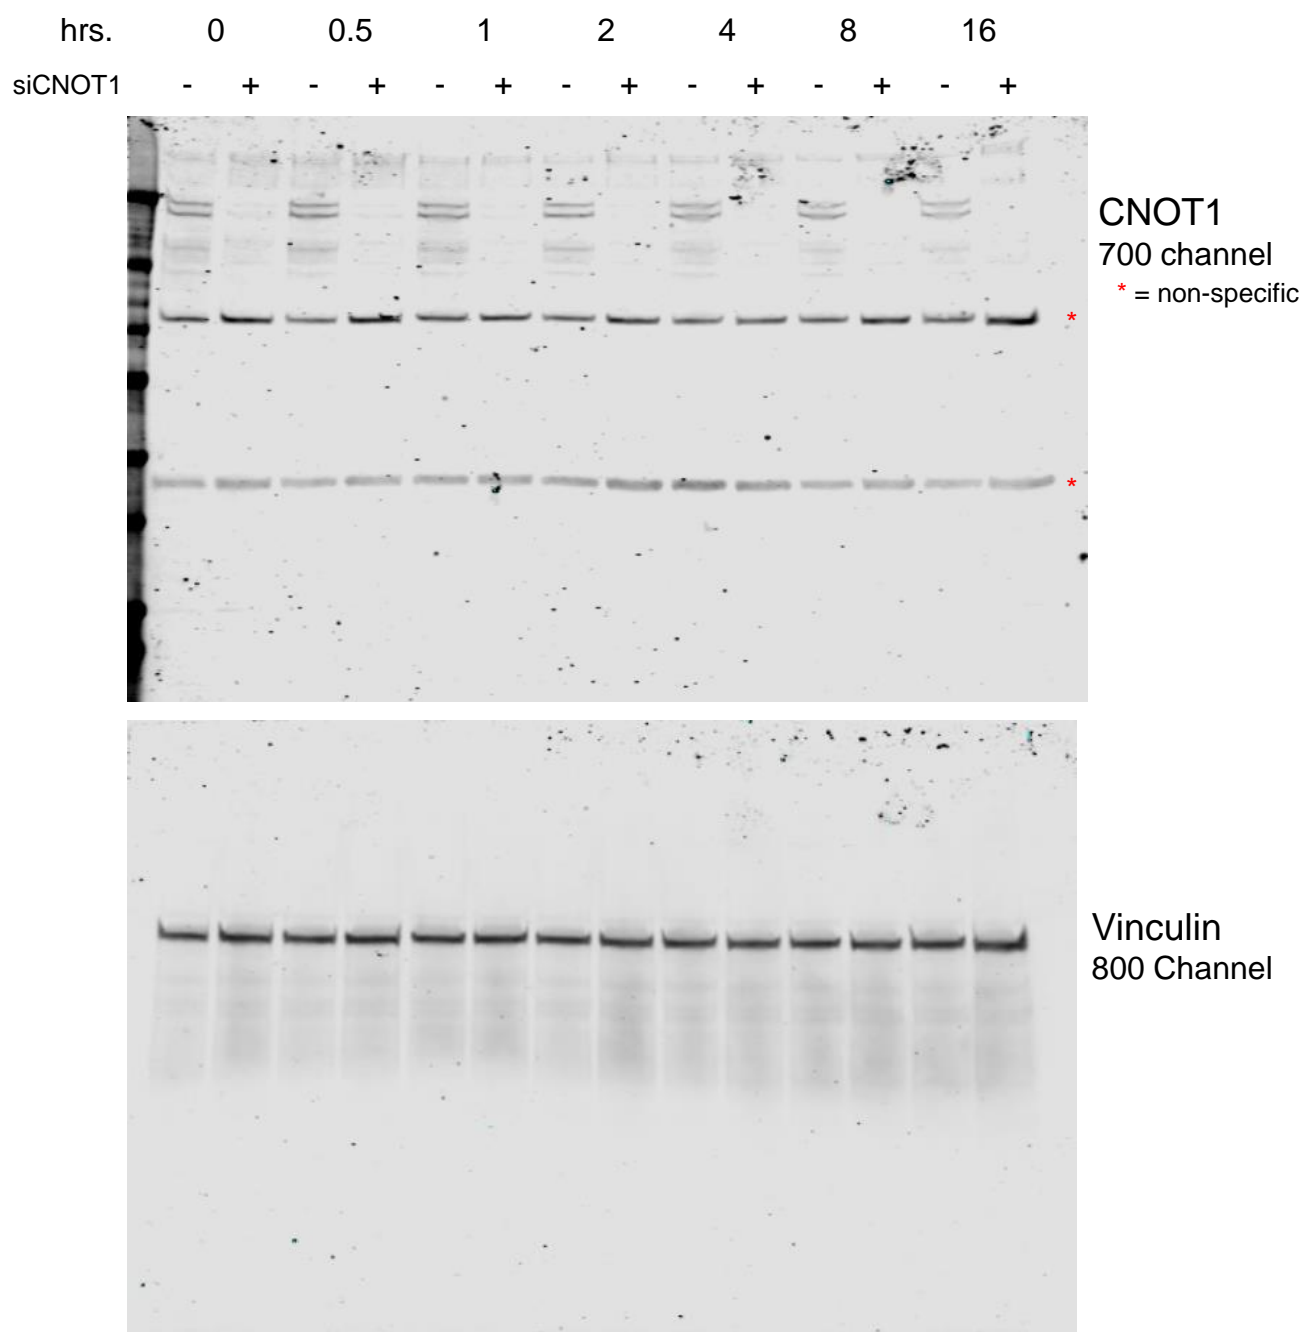

**Additional File 3, Fig. S3: Uncropped western blot for Fig. S1E.** Same membrane with sequential probing of CNOT1 followed by vinculin in two different detection channels.

How the deposited data were processed for this re-analysis (not part of the article)

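The study measured ribosome-protected fragments (RPFs) and total RNA in HEK293 cells 48 h after transfection with control siRNA or CNOT1 siRNA, in 3 biological replicates of each treatment and library type, 12 libraries in all. According to the paper's methods, the authors removed adapters and duplicate reads, kept RPF reads of the expected length, removed rRNA reads and aligned the RPF reads with bowtie to protein-coding transcripts, 1 per gene. They aligned the total RNA reads with STAR and counted them with htseq-count. They kept mRNAs with a minimum of 10 read counts in at least 3 samples.

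The authors deposited log2 fold changes (siCNOT1/siControl) of RPFs and of total RNA, which they obtained with DESeq2 separately for each library type and shrank with the apeglm model. The p-values in the deposited table are the adjusted p-values of the authors' DESeq2 analyses, 1 per mRNA and library type. The log2 column for TE is the authors' difference of the RPF and RNA changes. The table holds 0 columns of values per sample. The depth of each library, the spread between replicates and a leave-one-out analysis are therefore out of reach, and no other split of the samples could be examined. No fold change or adjusted p-value per mRNA was recomputed. Those given are the authors'. Medians, correlations, overlaps, shares and permutation tests were computed from them for this re-analysis.

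TE groups followed the paper's thresholds: above 0.2 for increased TE, below -0.2 for decreased TE and within 0.1 of 0 for no TE change. An adjusted p-value under 0.05 counted as a call by the authors. The deposited table was joined by gene symbol to the paper's supplementary tables of half-life, ER localisation, protein production and pause sites. The copies of these tables at hand were incomplete, so joined results hold only for the mRNAs listed in both. Half-life changes were at hand for 1999 mRNAs, ER localisation for 1436 and protein production for 1388 of the 8559 mRNAs of the deposited table. The incomplete half-life table is in alphabetical order, so its mRNAs are not a random sample. The incomplete protein production table may not be one either. It lists 54 mitochondrial ribosomal protein genes, but 0 complex I, SNRP, solute carrier, proteasome subunit or C2H2 zinc-finger genes.

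Sequences came from the canonical transcript of each gene in GENCODE release 44, the annotation at hand, in place of the authors' choice of transcripts from release 28. Current symbols matched 8093 mRNAs and older symbols 355. The remainder were 13 ambiguous and 98 unmatched symbols.

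Except for amino acid frequencies, differences between groups of mRNAs are differences of medians, tested by permuting group labels 100000 times, two-sided. Amino acid frequencies were compared as differences of means, with permutation p-values no smaller than 1e-04. Relations are Spearman's and Pearson's correlations, tested by permutation. Gene families chosen by symbol were set against 10000 random sets of as many mRNAs. The C2H2 zinc-finger genes are here the genes with a ZNF symbol, which need not match the whole class. Shares were compared by two-sided Fisher's exact tests, and intervals are 95% Wilson intervals. P-values were adjusted by the Benjamini-Hochberg method within each family of comparisons. mRNAs share regulation and are not independent replicates, so no p-value computed here describes variation between samples.

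The tests were tried on simulated data. With no true difference, 5.00% of 200 trials of the difference in medians and 3.50% of 200 trials of the rank correlation passed the threshold. A true shift of 0.1 in 1200 genes was found in 100% of 200 trials. Of 55 simulated codons with no tie to the score, 3.64% passed the threshold. Simulated genes and codon frequencies were independent of each other, which real ones need not be. Groups as small as the smallest compared here were not simulated.

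mRNAs named in the text were chosen by a rule set before the data were examined: mRNAs the paper names, Ccr4-Not subunits, and the highest and lowest log2FC TE among mRNAs called for both library types. Alternatives set then were a stricter TE threshold, a stricter adjusted p-value, mRNAs called for at least 1 library type only, centred or scaled changes, the residual of the RPF change regressed on the RNA change, means in place of medians, labels permuted within 10 strata of the RNA change, a partial correlation, and the transcript with the longest CDS. Leaving out the C2H2 zinc-finger genes, using mRNAs with sustained pauses as the second group, permuting ER labels within 10 strata of CDS length or GC content, and centring or scaling for the gene families were chosen after the data were seen. So were the half-life classes, the 3'UTR adenosine content, the groupings of residues, the shares of G/C-ending codons, the amino acid comparisons and the residues at pause sites.

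Polysome, luciferase and western blot data are not part of the deposited table and were left out. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.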

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

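The test in this part was chosen after these mRNAs had been counted and before its own value was seen. Among the 3133 mRNAs that the authors called for both library types, 17 changed in opposite directions, 13 with higher RPFs and lower RNA and 4 with lower RPFs and higher RNA. All 17 fall in the paper's groups of increased or decreased TE, which follows almost entirely from how they were chosen, since TE is the difference of the opposite changes. The paper does not report which mRNAs changed in opposite directions, and this signal was noted for that reason.

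False calls close to the threshold of the authors' adjusted p-values are a candidate explanation. If every case were of this kind, none would have an adjusted p-value under 0.001 for both library types, and 2 of the 17 did. They are CEP295, with a log2FC RPF of 0.35 and a log2FC RNA of -0.24, and PTP4A1, with 0.41 and -0.28, in the authors' deposited table. Both are named after their values were seen. For the other mRNAs of the group, false calls remain open. Reads shared between paralogs and differences in depth were not tested, since the deposited table holds no reads or counts. The pattern cannot be told apart from shared reads or differences in depth, nor, outside CEP295 and PTP4A1, from false calls close to the threshold. No biological explanation was tested.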

How the results depend on the processing

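Of 114 values recomputed under an alternative, 94 kept their direction and their side of the threshold, or for counts stayed within 1.5 times the first count. The others were 10 weaker, 2 stronger, 4 moved and 4 reversed. Weaker means no longer past the threshold, whatever the size of the effect. Some of the 94 were fixed by construction, so that count overstates how much was tested. Family medians were taken relative to all mRNAs, and centring TE leaves them the same, as with 0.0594 for C2H2 zinc-finger mRNAs in both settings. Permuting ER labels within strata keeps the observed difference of -0.080 and recomputes only its p-value. The cause of each change below was not tested.

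With a threshold of 0.3 on log2FC TE, 602 mRNAs had increased and 385 decreased TE, against 1262 and 899. At that threshold, against no TE change, the increased TE group differed by -84 nt in CDS length (permutation p = 0.093) and by -0.414 percentage points in CDS GC content (permutation p = 0.45), and the decreased TE group by -0.665 points in disorder-promoting residues (permutation p = 0.11) and by 222 nt in 3'UTR length (permutation p = 0.055), all no longer past the threshold. Restricted to mRNAs called for at least 1 library type, 2171 mRNAs had no TE change, against 3818, and 4 gene families were past the threshold in the direction of the paper's terms, against 7. With the RPF residual in place of TE, rho with half-life change was 0.049 (permutation p = 0.028), against -0.0081. Relative to all mRNAs, the CEP median was 0.0047 with the residual and 0.0099 with called mRNAs only, against -0.012, and the proteasome median was -0.0025 with the residual, against 0.016. With the longest CDS, the 3'UTR difference of the increased TE group was -140 nt (permutation p = 0.041), against -119.5 nt (permutation p = 0.092). With the threshold of 0.3 on log2FC TE it was -54 nt (permutation p = 0.62).

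The settings of this paragraph were chosen after the data were seen. Without the C2H2 zinc-finger genes, the increased TE group differed by -0.727 points in CDS GC content (permutation p = 0.10) and by 0.190 points in CDS AG content (permutation p = 0.14), no longer past the threshold. Against mRNAs with sustained pauses, protein production per RPF on mRNAs with resolved pauses differed by 0.075 (permutation p = 0.024), against 0.060 for other mRNAs.

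Among the gene families, 4 further results were no longer past the threshold. They were the SNRP, complex I and ephrin receptor families with called mRNAs only, and the complex I family with the residual. With called mRNAs only, the medians relative to all mRNAs of the setting hardly moved, while the families held fewer mRNAs. They were 0.172 against 0.170 for SNRP, 0.088 against 0.084 for complex I and -0.187 against -0.197 for ephrin receptor mRNAs. The ER difference ran from -0.12 to -0.077 over its alternatives and the codon difference from 0.11 to 0.14, past the threshold in each. Centring TE on its median gave 1116 mRNAs with increased and 1047 with decreased TE. Centring by itself brings the groups toward balance, so this says nothing on whether the excess of increased TE is real.

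No paired analysis was possible because the deposited table holds no values per sample. For the same reason, leaving out a replicate and a setting on counts were not run, and the depth of the libraries and what it limits are unknown. Taking all mRNAs with a resolved pause gave no separate value, since no mRNA is listed with more than 1 type of pause. The integrin family had too few called mRNAs for a value.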

Differences from the paper's values

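The paper's Fig. 3D shows ER-targeted mRNAs as about 11% of the increased TE group, read by eye, against 5.70% (9 of 158 mRNAs) in the part of the localisation table at hand. Of the alternatives set before the data were examined, the threshold of 0.3 on log2FC TE, with 6.56% of 61 mRNAs and a wider interval, no longer differed from the paper's value, and the restriction to called mRNAs, with 3.76%, still did.

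In the paper's Fig. S9A, read by eye, the correlation with log2FC TE is about -0.12 for AUC, about -0.09 for GUC and about -0.09 for ACC. The values here were -0.15, -0.12 and -0.11. None of the alternatives set before the data were examined closed the gap for AUC or GUC. For ACC, the residual of the RPF change in place of TE gave -0.10 and closed it, and the restriction to called mRNAs and the longest CDS did not.

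The paper states that, among mRNAs of like stability change, no further major difference in synonymous codon usage goes with altered translation. The share of G/C-ending codons within amino acids was 40.7% against 55.0% in the class with the smallest half-life change (permutation p = 0.0037) and 58.3% against 70.2% in the class with the largest (permutation p = 0.0060), in classes and with a measure chosen after the data were seen.

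The paper states that protein production relative to ribosome occupancy increases after CNOT1 depletion on mRNAs with resolved pauses. Its text names no other group of mRNAs for comparison. The median was 0.15 on these mRNAs and 0.093 on other mRNAs, so it was above 0 in both groups. The difference of 0.060 between them was not past the threshold (permutation p = 0.059). Against mRNAs with sustained pauses, a setting chosen after seeing the values, it was 0.075 and past the threshold (permutation p = 0.024).

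The paper lists centrosome terms among those with raised TE. The 27 CEP mRNAs had a median log2FC TE of 0.0049 (permutation test, adjusted p = 0.75), and no alternative took them past the threshold. They were chosen by symbol and compared by their median, whereas the paper tested gene sets on a ranked list. Those gene sets were not tested here, so these values do not contradict the paper's terms.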

Other observations

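The tests in this part were chosen after the deposited table had been opened. The cytosolic RNA change of the C2H2 zinc-finger mRNAs and the tests of why log2FC TE fell with log2FC RNA were chosen after the patterns they concern were seen, and the test from the decreased side after the one from the increased side. A test on a set of mRNAs of which under 80% had a value was left undecided. That rule was applied to the tests after their values were seen.

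Log2FC TE fell as log2FC RNA rose, with a rho of -0.18 across 8559 mRNAs. Error in log2FC RNA may produce this, since log2FC RNA enters TE with a minus sign. Against the cytosolic RNA change of the paper's fractionation, measured in other samples, rho was -0.080 (permutation p = 0.0022), and against log2FC RNA of the same 1436 mRNAs it was -0.15. Shrinkage of RPF changes that were not called is another candidate explanation. Protein production of mRNAs with increased TE, lower RNA and no called RPF change was lower by -0.18 than that of mRNAs called for neither (permutation p = 1e-05, the smallest it can give, 37 of 394 mRNAs with a value). Seen from the decreased side, it differed by 0.12 (permutation p = 0.0073, 20 of 329 mRNAs). On the mRNAs with a value, the relation was thus present with an RNA change from other samples, which error in log2FC RNA alone would not give. Protein production moved with RNA from both sides. Shrinkage would give this, but protein production also rose with log2FC RNA across all 1388 mRNAs that had both (rho 0.75). The test on protein production therefore cannot decide on shrinkage. The mRNAs with a value were only 16.8%, 9.39% and 6.08% of those in question, too few to decide for all of them. Across all mRNAs the pattern cannot be told apart from either explanation. A change in translation was not tested separately.

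ER-targeted mRNAs had a lower log2FC TE than cytosolic mRNAs. With labels permuted within 10 strata of CDS length the permutation p was 1e-05, and within 10 strata of GC content 1e-05, so a difference in GC content does not account for it on its own. The check on length says little, since ER-targeted mRNAs had the shorter median CDS, 1629 against 1725 nt, while decreased TE went with longer CDSs. A larger rise in RNA is excluded by log2FC RNA itself, which was lower in ER-targeted mRNAs, by -0.065, so the difference of -0.12 in log2FC RPF adds no evidence on that explanation. Depth, shared reads and batches were not testable from the deposited table. The paper reports reduced protein synthesis for ER-targeted mRNAs by pulsed SILAC (Fig. 3I), a measure made without these libraries. It also reports lower levels of ER-targeted mRNAs in the ER fraction (Fig. 3G,H) and a drop in ribosome occupancy near predicted signal sequence cleavage sites (Fig. 3J,K). None of these measures was compared between ER-targeted and cytosolic mRNAs here, so a specific role at the ER was not tested.

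C2H2 zinc-finger mRNAs had a raised log2FC TE. Their median log2FC RPF of -0.077 was below that of random sets (permutation p = 1e-04, the smallest that 10000 sets can give), so the raised TE did not come from higher RPFs. A fall of their RNA estimate alone would leave log2FC RPF at the level of random sets, so this value does not show that explanation either. Error in log2FC RNA was set against the cytosolic RNA change, which was lower by -0.21 in 24 of the 309 mRNAs than in other mRNAs (permutation p = 0.024). That covers 7.77% of the family and leaves the error undecided. Reads shared between paralogs were not testable, and no biological explanation was tested.

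Without the C2H2 zinc-finger mRNAs, 91.6% of the codon difference was left, and the enrichment of disorder-promoting residues was 1.20 percentage points. The genes with a ZNF symbol therefore do not carry either pattern alone. C2H2 genes with other symbols were not left out. No biological explanation was tested.

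Protein production per RPF was higher on mRNAs with resolved pauses by 0.060, a difference not past the threshold. A resolved pause removes RPFs by its definition, and this may account for the difference. Log2FC RPF was lower by -0.13 (permutation p = 0.010). Across all 302 mRNAs with resolved pauses, log2FC RNA was also lower than with sustained pauses, by -0.11 (permutation p = 3e-05). Lower RPFs therefore need not come from the removal of pauses. Protein production differed by -0.064, a difference not past the threshold (permutation p = 0.16), which does not show that protein production was unchanged. Only 62 of 302 mRNAs (20.5%) had a value, so the explanation remains undecided.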
